# Single cell Hi-C identifies plastic chromosome conformations underlying the gastrulation enhancer landscape

**DOI:** 10.1038/s41467-023-39549-4

**Published:** 2023-06-29

**Authors:** Nimrod Rappoport, Elad Chomsky, Takashi Nagano, Charlie Seibert, Yaniv Lubling, Yael Baran, Aviezer Lifshitz, Wing Leung, Zohar Mukamel, Ron Shamir, Peter Fraser, Amos Tanay

**Keywords:** Embryology, Systems analysis, Epigenomics

## Abstract

Embryonic development involves massive proliferation and differentiation of cell lineages. This must be supported by chromosome replication and epigenetic reprogramming, but how proliferation and cell fate acquisition are balanced in this process is not well understood. Here we use single cell Hi-C to map chromosomal conformations in post-gastrulation mouse embryo cells and study their distributions and correlations with matching embryonic transcriptional atlases. We find that embryonic chromosomes show a remarkably strong cell cycle signature. Despite that, replication timing, chromosome compartment structure, topological associated domains (TADs) and promoter-enhancer contacts are shown to be variable between distinct epigenetic states. About 10% of the nuclei are identified as primitive erythrocytes, showing exceptionally compact and organized compartment structure. The remaining cells are broadly associated with ectoderm and mesoderm identities, showing only mild differentiation of TADs and compartment structures, but more specific localized contacts in hundreds of ectoderm and mesoderm promoter-enhancer pairs. The data suggest that while fully committed embryonic lineages can rapidly acquire specific chromosomal conformations, most embryonic cells are showing plastic signatures driven by complex and intermixed enhancer landscapes.

## Abstract (web summary)

Here the authors use single-cell Hi-C to investigate chromosome conformation in post-gastrulation mouse embryos. They find a distinct genome organization in primitive erythrocytes and conformations matching the mesodermal and ectodermal lineages.

## Introduction

The organization of mammalian chromosomes^1^ must accommodate physical nuclear packaging constraints alongside three major sources of dynamics – transcription^2^, replication^3^ and differentiation^4–6^. Recent advances in microscopy^7^, and different conformation capture technologies^8^ have provided improved understanding of the way chromosomes fold in general, leading to models for organization at multiple scales; from chromosomal territories and interchromosomal spaces^9^, through active and inactive (also known as A and B) intra-chromosomal compartments, and cohesin/CTCF mediated loop structures^10^. These models explain observations on the distribution of chromosomal contacts and domain insulation that give rise to topological associated domains (TADs)^11–14^. Moreover, parallel advances in mapping the dynamics of genome replication show a high degree of linkage between chromosomal compartments, TADs, and genome replication time control^15,16^, highlighting genome replication as a key driver of the linkage between chromosomal structures and cellular proliferation. Quantification of the mitosis and replication cycle in chromosomes using synchronized cells^17,18^ and single cell Hi-C^19,20^ was used to combine the effects of mitotic compaction and genome replication into one model describing the effect of cellular proliferation on chromosomal structure. Overall, current data indicate that chromosomes are continuously being remodeled in all phases of the cell cycle - during exit from the mitotic state (M-G1 phase), while replicating (S-phase), and when re-entering the mitotic state (G2-M phase).

A cycling dynamics of chromosome structure is therefore unavoidable for proliferating cell populations. This dynamics can be challenging if cells should combine proliferation with the acquisition of stable transcriptional and epigenetic identities. A classical model for a process that must balance remarkable proliferation with rapid differentiation is embryonic development. Recent advances in single cell RNA-seq have provided unbiased and detailed maps of the earliest stages of transcriptional sorting during embryo gastrulation^21^. These data confirmed and refined the classical observations on the emergence of an epiblast cell population and its rapid diversification into the three germ-layers by embryonic day 7.5. It also showed that diversification within the germ-layer is rapid and almost immediate, including early expansion of embryonic blood and several distinct mesodermal lineages, the differentiation of basic ectodermal neuronal progenitors, and the emergence of endodermal precursors from primitive precursors and convergent extra-embryonic endoderm lineages^22^. Since these dramatic transcriptional events are occurring while cells are dividing at maximal rates (at least every 8 h on average), the chromosomal structure underlying them must simultaneously support replication and cell-fate acquisition. But it is currently not understood if and when chromosome conformation/structure in embryonic lineages differentiates and stabilizes. It is unclear if cell-type specific chromosomal structures that were observed in-vitro^23,24^ or in mature tissues^25,26^ emerge before cells establish transcriptional identities, during (and in direct correlation with) transcriptional sorting, or only several cell cycles after cells commit to their fate transcriptionally.

Here we use single cell Hi-C to explore the chromosomal organization of post-gastrulation embryonic cells. We developed algorithms that combine analysis of replication time traces with contact distributions to enable de-novo clustering of single cells in the embryo while minimizing bias by cell cycle signatures. This leads to two main observations on the timing and structure of the initial cell type specific chromosomal structures in the embryo. First, we discover that a highly distinct chromosomal conformation is characterizing primitive erythrocytes, showing that in principle, conformation can be specified and stabilized rapidly in differentiated cell types in the embryo. In contrast to this effect, most of the embryo nuclei show much milder conformational heterogeneity that is associated primarily with broad clustering into mesoderm and ectoderm architectures. We show that the overall conformations of single cell Hi-C clusters representing the mesoderm and ectoderm layers are remarkably similar at the level of compartments and TADs. Nevertheless, we show that promoter-enhancer contacts that link ecto- or mesoderm specific promoter activity with specific enhancer markup are enriched for differential long-range contacts. Further analysis suggests that enhancers that are specific to diverse gastrulation lineages are interleaved within one group of TADs, while enhancers that are more accessible in the pluripotent epiblast state are demarcated from these genomic domains in a second group of TADs. Together the data suggest that while committed embryonic lineages may acquire specific chromosomal conformations rapidly, the majority of the embryonic lineages in gastrulation share a common and possibly more plastic chromosomal structure.

## Results

### Cell cycle signatures dominate embryonic chromosome conformations

We applied single-cell Hi-C to assay chromosomal conformation in three E9.5 C57BL/6 J mouse embryos. 

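Single-cell Hi-C records, within each nucleus, which stretches of DNA lay close enough to be ligated to one another. The cells of 3 E9.5 C57BL/6 embryos were combined before fixation, so the 12 embryo libraries hold 1 pooled sample and no value from them has a replicate. Intervals given with counts and shares cover counting error only. The authors split the reads at MboI sites, mapped them with Bowtie2 to mm9, discarded duplicate contacts and nuclei that failed QC, and deposited whole-number counts without normalization. The counts used here are the fragment ends in contacts per 20 kb bin of 3001 nuclei and, for each 40 kb bin and nucleus, the contacts over 1 Mb within a chromosome to bins that the authors class as strict early (A) or strict late (B). Contacts per nucleus were taken as the fragment ends divided by 2. They ran from 18425 to 275419 with a median of 83698, the paper's reported median is 91 K, and all values here use the deposited counts. The A-score of a bin in a group of nuclei was the sum of its A contacts over the sum of its A and B contacts, as in the paper, for bins with at least 20 such contacts in each group compared. No source used here assigns a nucleus to an embryo, and the plate numbers in the names of the nuclei, 9 in all, served only to see whether a difference held on every plate.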

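The nuclei that passed QC lay on all 9 plates, with 305 on plate 11, the fewest, and 345 on plate 17, the most. Together they are 86.8% of the 3456 wells that 9 plates of 384 wells hold. The median number of contacts per nucleus was 53540 on plate 11 and 81033 to 100977 on the other plates.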

We processed 3456 embryonic cells, out of which 87.15% passed quality control (QC) (Supplementary Fig. 1A–J). We sequenced at a depth that allowed recovery of a median of 91 K contacts per nucleus, with an overall low rate of trans-chromosomal contacts (median 7.85%), demonstrating high library quality (Fig. 1A). Across all cells, we captured 310 M contacts, with 8% trans-chromosomal contacts. 

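All nuclei together held 281 M contacts in the deposited counts. Nuclei with the conformation of primitive erythrocytes (pEry), the nucleated red blood cells of the early embryo, had a median of 80672 contacts each and 27.5 M in all. All other embryo nuclei had a median of 84099 contacts each and 254 M in all. The quartiles over all nuclei were 58574 and 119293 contacts. The share of trans-chromosomal contacts was not analysed here.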

We initially phased nuclei along the cell cycle using our previously reported strategy^19^, observing high degree of similarity between the parameters of the cell cycle model originally inferred for mouse embryonic stem cells (mESCs) and the embryonic cells. For example, we observed that 6.2% of the nuclei are enriched (20% or more) for contacts in genomic distances ranging between 2–12 Mb (Fig. 1B), defining a canonical mitotic cycle as previously observed for mESCs. Ordering embryo nuclei based on their distribution of contact distances as in Nagano et al.^19^ (Supplementary Fig. 1K) recapitulated the cell cycle dynamics involving transition between a G1 conformation landscape defined by long range (>12 Mb) contacts and the S-phase regime involving gradual increase in short range (<2 Mb) contacts. To allow robust comparison of the replication time trends between ESC and Embryos we identified genomic regions that are constitutively replicating early or late in S-phase according to both datasets (defined as “strict early” and “strict late”, Methods, Supplementary Fig. 2A, B). 

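Early-replicating regions are present in more copies than late-replicating regions during S phase, and the amount varied between nuclei. Of 11539 autosomal 200 kb bins, 3083 were grouped as strict early and 3632 as strict late from the embryo nuclei alone, with pooled A-scores of 0.909 and 0.298. The bins were grouped on the coverage of these nuclei and named by its level, so that their mean coverage of 13.4 and 8.47 fragment ends per nucleus differs by definition. The log2 ratio of early to late coverage, which in the paper rises through mid-S phase and falls toward G2 in embryonic stem cells, had a median of 1.36 with quartiles of 1.04 and 1.69. In all, 524 nuclei, or 17.5% (95% exact binomial interval 16.1% to 18.9%), were over the mid-S threshold of 1.8. The share was 4.93% on plate 17 and 11.8% on plate 10, against 16.6% to 23.3% on the other plates. Ratios were shifted to a mode of 1, a step chosen after seeing the data, since only 3 nuclei were over the threshold without it. The order of nuclei along the cell cycle by contact distance was not analysed here.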

Analysis of the ratio between Hi-C coverage in these genomic regions in embryo cells showed partial consistency with the trend observed in ESC, where we observed an increase in the ratio through mid-S phase and a decrease toward G2 (Fig. 1C). Interestingly, in the embryo this trend was perturbed by a population of nuclei with high early/late coverage ratios and an atypically low fraction of short-range contacts in cells that were initially annotated as G1. These data reinforced our earlier observations on the dominance of cell cycle signatures in scHi-C, but also suggested the canonical signature may be shadowing additional conformational heterogeneity within the embryonic nuclei pool.

**Fig. 1:**
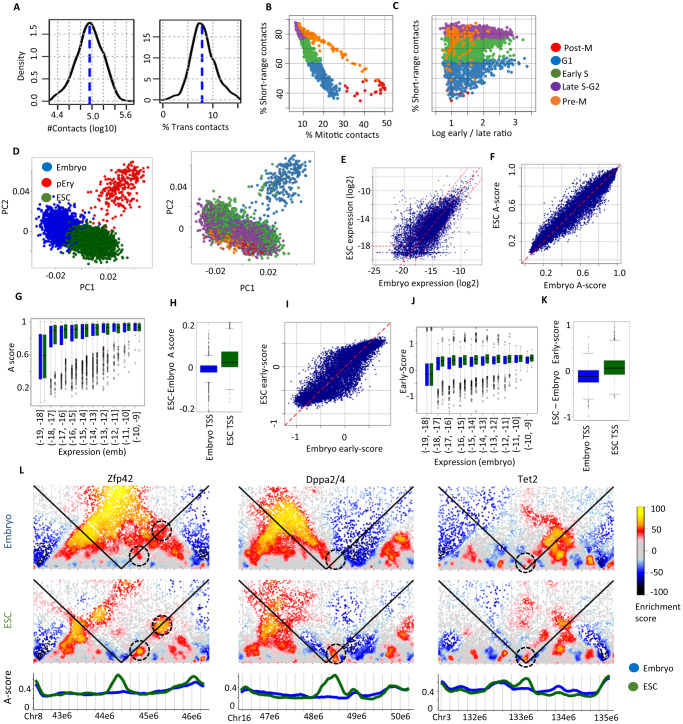
Single cell Hi-C in mouse embryo cells. **A** Distribution of the number of unique contacts per cell (left) and fraction of trans-chromosomal contacts per cell (right) in the Embryo scHi-C dataset. **B** For each single cell shown are the fraction of contacts in the 2Mb-12Mb (“mitotic”) distance band vs. the fraction of contacts between elements less than 2 Mb apart (“short-range”). Color coding is based on classification into cell cycle phases as in Nagano et al. 2017. **C** Comparing normalized ratio of scHi-C coverage on early and late replicating loci (X axis) to fraction of short-range contacts. **D** Visualizing clusters of single ES and embryo cells using PCA projection of A-scores from 11 genomic clusters. Cells are color coded according to cluster (left) or the initial annotation of cell cycle phase (right). **E** Plotting gene expression of 40 kb bins in ESCs compared to embryo cells (mean across E9 metacells, excluding pEry). Upper and lower dashed lines indicate the threshold for defining transcriptional changes between embryo and ESC. **F** Comparison of A-scores for 40 kb genomic bins. **G** 40 kb genomic bins were stratified according to embryonic expression level (units are log2 of the expression frequency). The distributions of A-scores in embryos (blue) and ESCs (green) are depicted using boxplots. The (−19, −18] box contains at least *n* = 48 K genomic bins, (−11, −10] and (−10, −9] at least *n* = 20, and the rest at least *n* = 200. Box limits are the first and third quartile, center line is the median, whiskers are 1.5 times the interquartile range, and points are outliers. **H** Distributions of differential A-score (ESC minus Embryo) in genomic bins with TSSs showing differential gene expression in embryos compared to ESCs (*n* = 1289 ESC induced bins: green, *n* = 806 Embryo induced bins: blue). Box limits are as in (**G**). **I**–**K** Similar to (**F**–**H**) but showing data on the early-scores of genomic bins instead of A-scores. **L** Examples of conformation reprogramming at pluripotency loci. For each locus we show Shaman enrichment plots in Embryos (top) and ESC (middle), and the respective A-score trends (bottom; blue – embryo, green – ESCs). Dashed circles represent focal points for differential conformation.

### Clustering scHi-C profiles using S-phase cluster seeding and RNA atlas projection

To enable de-novo clustering of scHi-C profiles with reduced cell-cycle bias, we developed a two-stage approach (denoted *S-phase cluster seeding*). We seeded scHi-C clusters using analysis of replication time trends in mid-S phase cells and expanded these seeds to clusters using A-compartment association scores (A-scores, Methods). We applied this approach to a combined data set of ESC and embryo cells (Supplementary Fig. 2C–H), deriving a model defined by three main clusters, one involving a distinct group of embryo nuclei with non-canonical cell cycle phasing (C3, Supplementary Fig. 2I), and the other two representing clustering of the remaining embryo (C2) and ES (C1) nuclei. As expected, M-phase nuclei were poorly separated into clusters, but otherwise G1-S cell cycle variation was captured as intra-cluster structure (Fig. 1D).

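MARS-seq counts messenger RNA in single sorted cells by unique molecular identifiers (UMIs). The paper gives the source as 2 E9.0 129S4/SvJae embryos, while the protocol text in the sample labels names C57BL/6 and day 9.5, and the paper is followed here. Since no source used here assigns a cell to an embryo, the cells are 1 pooled sample, no test between cells was run, and intervals cover counting error only. The authors mapped the reads with Bowtie2 to mm9 and deposited the UMI counts, without normalization, of cells with at least 1000 UMIs. The 4781 cells held a median of 4574 UMIs with quartiles of 3424 and 6016, and 23.4 M UMIs in all. Cells were placed in 40 groups by k-means on 30 principal components of the 2000 most variable genes. Each group took the name of the cell type whose markers, listed before the data were examined, were highest in it, and the names are written with the ending -like because they rest on markers alone. A name was taken off 3 groups of 306 cells, in which fewer than 3 markers of the named type were detected or another type held more of the 10 leading genes, and 1 group of 127 cells reached the minimum for no type. Ratios of expression are log2 ratios of UMI shares between groups with 95% exact intervals, for genes with at least 100 UMIs in either group.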

To annotate nuclei clusters and explore their underlying gene regulatory programs, we acquired and sequenced single cell RNA from two E9.0 embryos and from ESCs using MARS-seq and created a map of transcriptional states using Metacell^27^ (Supplementary Fig. 3A, B). We identified differentially expressed genes and genomic bins encompassing them for each expression metacell and projected scHi-C clusters on the transcriptional maps by calculating relative A-scores on these genomic bins. 

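In the E9.0 scRNA-seq data, 143 of 4781 cells, or 2.99% (95% exact binomial interval 2.53% to 3.51%), were pEry-like, and they formed 1 group. Embryonic globins, the oxygen carriers of primitive red cells, were far above their level in other cells, with log2 ratios of 8.26 (interval 8.17 to 8.36) for Hbb-bh1, 6.90 (6.86 to 6.94) for Hbb-y and 6.48 (6.45 to 6.51) for Hba-x. Of 9 enzymes of heme synthesis, 8 were higher in pEry-like cells, among them the erythroid enzyme Alas2 at 8.67 (8.37 to 8.99) and Cpox at 5.41 (5.28 to 5.53), while Alas1, the form used outside the erythroid lineage, was lower at -1.83 (-2.78 to -1.02). Of 9 measured erythroid transcription factors 8 were higher, with Gata1 at 9.16 (8.38 to 10.05) and Klf1 at 8.47 (8.12 to 8.84), while the ratio of their general cofactor Ldb1 was -0.05 (-0.31 to 0.20), not detectably different, and changed sign with globin UMIs left out of the totals. All 8 measured genes of the red cell membrane and iron uptake were higher, with the anion exchanger Slc4a1 at 8.55 (8.29 to 8.81). The median log2 ratio was 7.58 for 4 globins, 4.24 for the heme enzymes, 5.33 for the transcription factors and 8.32 for the membrane genes, each above all 10000 random lists of the same size and expression level. Several of these genes also served to name the group, so their direction is not independent of the naming. Globin UMIs made up a median of 11.2% of the UMIs of pEry-like cells and 0.0692% in other cells, a background whose source was not tested, and the near-identical adult alpha and beta globin genes cannot be told apart by these reads.

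**Figure D1:**
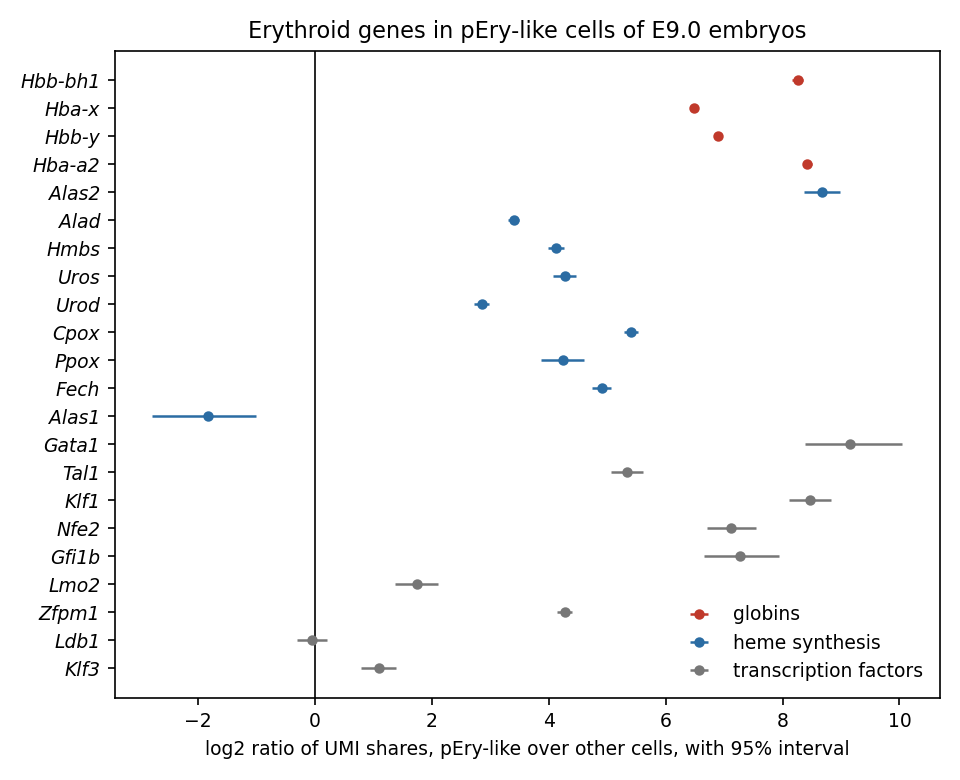
The log2 ratio of UMI shares in pEry-like over other E9.0 cells is plotted for globins, heme synthesis enzymes and erythroid transcription factors, with 95% exact intervals that cover counting error only. Alas1 lies at -1.83, Ldb1 at -0.05 with an interval that includes 0, and all other genes shown lie above 0.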

Remarkably, this strategy associated unambiguously C3 conformations with primitive erythrocyte (pEry) expression (Supplementary Fig. 3C), but showed that the remaining transcriptional landscape in the embryo could not be matched by strong conformation clusters within C2. This was further confirmed by re-analysis of a reference gastrulation scRNA-seq atlas (E6.5–8.25, Supplementary Fig. 3D, E). Overall, despite the rich transcriptional embryonic space, C2 nuclei were reflecting variation that was approximately similar in extent to the transcriptionally homogeneous ESC states represented in the C1 cluster and only primitive erythrocytes stood out as a distinct conformation cluster.

### Differential contacts in pluripotent and embryonic nuclei

Many genomic bins showed average transcriptional changes in non-pEry embryo cells compared to ESCs (806 and 1289 bins with over 4-fold decrease and increase respectively, Fig. 1E). Global comparison of *A-scores* in the ESC (C1) and embryo (C2) clusters (Fig. 1F) showed however conservation of the A/B compartment structure, with 85% of the genomic bins showing less than 0.1 change in A-score, and only 0.2% showing over 0.3 change. Analysis of A-score in loci stratified according to expression levels (Fig. 1G, excluding bins with differential expression) suggested a clear distinction between A-linked expressed and B-linked non-expressed loci. Further analysis also indicated that bins containing genes over expressed in the ESC or embryo will have a higher A-score in that sample (Fig. 1H, KS D = 0.4, *p* << 0.01). This association was observed based on relatively small changes in A-score and despite the lack of loci showing major A–B compartment switches. We next compared embryo and ESC estimated replication time per genomic bin (defined as the early-score, Methods). This suggested a similar trend of expression linkage (Fig. 1I–K, KS = 0.36, *p* << 0.01). Together these data show that despite the mild magnitude of compartment and replication-time remodeling in embryos compared to ESCs, it still reflects transcriptional regulation in these cells.

We next searched for localized differential chromatin contacts in ESCs and embryo cells by pooling contacts from single-cell clusters and performing Shaman^28,29^ normalization and enrichment analysis. Using a threshold of differential enrichment score of 50, we identified 3267 pairs of loci losing contacts and 1914 pairs of loci gaining contacts in embryos compared to ESCs, suggesting many cases of local conformation remodeling. We observed that genomic bins with higher A-score in ESCs are involved in significantly more differential contacts than loci with constitutively high A-score or loci gaining A-score in the embryo (Supplementary Fig. 4A, two-sided Kolmogorov–Smirnov test). A screen for differential contacts at ESC-regulated TSSs highlighted cases of conformation changes with potential regulatory impact (Supplementary Data 1). For example, we observed specific contacts and insulation structure isolating the pluripotency genes *Rex1/Zfp42*, *Tet2* and *Dppa2/4* from surrounding B-compartment associated regions in ESC nuclei (Fig. 1L, see Supplementary Fig. 4B for conformation changes in loci conserving their A-association). These data suggested that specific contacts, with possible linkage to gene regulation and in particular to the repression of the pluripotency program, are observed in embryonic nuclei. This is occurring even when global structural features such as compartment, replication and insulation (Supplementary Fig. 4C) are changing only mildly.

### Primitive Erythrocyte chromosomes show compact and highly organized folding

In contrast to the weak separation of scHi-C clusters C1 and C2, the pEry cluster C3 was defined by a well separated group of 264 single cells (reclassified using total A-scores per cell, Supplementary Fig. 4D). This separation was supported by a large number of genomic bins with modified A-score in pEry compared to other embryo cells (Fig. 2A, 4.8% with A-score delta > 0.3). 

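Of the embryo nuclei, 292 had the pEry conformation, which is 9.73% of all (95% exact binomial interval 8.69% to 10.8%). Windows of 1 Mb that are more A-associated in pEry had a mean pooled A-score of 0.703 in these nuclei and 0.516 in the others, and windows that are less A-associated had 0.422 and 0.599. On the 9 plates, pEry nuclei made up 7.94% to 11.8%. Nuclei were grouped on A and B contacts in 2362 windows by k-means with 3 groups, the group whose A-score differences from the other nuclei followed those of sorted pEry cells was taken (r = 0.934 across windows), and every nucleus was then placed by the midpoint of the 2 pooled scores. The 3 groups were chosen after seeing the data, because the planned k-means with 2 groups set apart a different set of nuclei, and a Gaussian mixture with 2 components in place of k-means put 82.7% of nuclei in the pEry group.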

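In pEry nuclei, 5.28% of 58280 bins of 40 kb differed by more than 0.3 in A-score from other embryo nuclei, and 55.3% of these bins were higher in pEry. The largest rises and losses are given among bins with at least 100 A and B contacts in each group. The largest rise lay on chromosome 6 of mm9 from 60680001 to 60720000. Its A-score was 0.933 (95% exact binomial interval 0.894 to 0.961) in pEry and 0.237 (0.211 to 0.265) in other nuclei. A further stretch on chromosome 15 from 44320001 to 44440000 held the next 3 of the 5 largest rises, with A-scores of 0.869 to 0.922 in pEry and 0.207 to 0.229 elsewhere. The deepest loss lay on chromosome 6 from 36640001 to 36680000, at 0.284 (0.202 to 0.379) in pEry and 0.816 (0.788 to 0.843) in other nuclei, and others lay on chromosome 1 near 42 Mb and on chromosome 8 at 92.56 Mb. Draws with no difference between the groups gave a share of 0.00172%, and the same number of randomly chosen non-pEry nuclei gave 0.0156%. The pEry were not the only nuclei to depart this far. The third of the k-means groups differed by more than 0.3 from the remaining non-pEry nuclei in 3.92% of bins. It held 269 nuclei, of which the midpoint placed 5 with pEry. Of the 269, 0% were over the mid-S threshold, and whether the group is a phase of the cell cycle was not tested.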

We estimated mean expression in pEry and non-pEry E9 embryo metacells (Fig. 2B) and noted that in pEry, genomic bins bearing expressed genes at any level show remarkable alignment to the A-compartment (Fig. 2C). 

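In pEry, all 19 bins that hold the TSS of a gene expressed in pEry-like cells had an A-score of at least 0.5, with a median of 0.926. The 154 bins with no such gene had a median of 0.862, and 87.0% of them were at 0.5 or more. The medians differ by 0.0631 (95% interval 0.00923 to 0.0997 from bins drawn again). In non-pEry nuclei, 98 bins with an expressed gene had a median A-score of 0.857 and 75 bins without one had 0.781. The difference of 0.0765 has an interval of -0.0110 to 0.161, which includes 0. Of the bins with an expressed gene 92.9% were at 0.5 or more, and of those without one 81.3%. The 17 bins with a gene expressed in both kinds of cells had medians of 0.926 in pEry and 0.820 in non-pEry nuclei. Genes expressed in other cells but not in pEry-like cells lay in 81 bins, whose median A-score was 0.880 in pEry and 0.871 in non-pEry nuclei. A gene counted as expressed at 0.2 UMIs per 10000 or more, and the 173 bins are those of germ layer genes whose TSS the paper's supplementary tables give, so they do not stand for all genes.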

Estimation of single cell early/late coverage ratios (Fig. 2D), showed that cells classified as pEry are enriched in S-phase, but are also represented in other phases. 

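The nuclei of pEry had higher early/late coverage ratios than other embryo nuclei, with medians of 1.65 and 1.33 on the log2 scale. The difference of 0.33 had a 95% interval of 0.25 to 0.39 from nuclei drawn again within the pool. Of pEry nuclei 37.0% (95% exact binomial interval 31.4% to 42.8%) were over the mid-S threshold, against 15.4% (14.0% to 16.8%) of non-pEry nuclei. The lower quartile was also higher in pEry, by 0.30. Within plates, the median ratio was higher in pEry on 9 of 9, by 0.04 to 0.49, and so was the share over the threshold. Among nuclei over the threshold alone, the difference of medians was 0.04. Of sorted E10.5 pEry nuclei 89.8% (82.9% to 94.6%) were over the threshold, while the paper's default phasing places them in G1. Whether the threshold marks the same phase in pEry as in other nuclei was not tested.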

Genome replication landscapes (quantified by early-scores) were more conserved than A-scores (Fig. 2E), but genomic bins containing expressed genes showed earlier replication, in concordance with their increased A-score (Fig. 2F). 

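Replication landscapes of pEry and other embryo nuclei were similar but not the same. Early-scores, the log ratio of a bin's coverage in mid-S nuclei to that in nuclei below the threshold, correlated between pEry and non-pEry with r = 0.808 (Spearman's rho 0.820) across 58400 bins of 40 kb. A-scores correlated with r = 0.897 (rho 0.907). Early-scores rest on 108 pEry nuclei over the mid-S threshold, which may not mark the same phase in pEry. The correlation of 2 random parts of pEry was r = 0.669 in early-score and 0.967 in A-score, while 2 parts of non-pEry had 0.917 and 0.992. These correlations between parts were stepped up to whole groups by the Spearman-Brown formula, and r divided by the root of the product of both groups' reliabilities was 0.923 for early-scores and 0.906 for A-scores. Bins that gained A-score in pEry tended to replicate earlier there, with r = 0.237 between the differences in the 2 scores and 0.329 in 200 kb bins. Bins are not independent replicates.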

Beyond its unique compartment structure, the pEry single cell cluster was also characterized by uniformly high fractions (30–60%) of contacts over >2 Mb (Fig. 2G). The data also showed high variance for pEry long range contact distances, with no distance bin representing over 6% of the contacts (Fig. 2H). This property distinguishes the long-range contacts in pEry maps from those observed in embryonic or ESC G1 cells during exit from mitosis. Despite the higher rate of long range intra-chromosomal contacts, pEry nuclei show low rates of trans-chromosomal contacts (Fig. 2I). Together these observations indicate pEry chromosomes form compact and highly organized territory structures, with A/B compartments that are strongly demarcated and reflective of transcriptional activity patterns.

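A and B compartments were set apart more sharply in pEry than in other embryo nuclei. In pEry 15.0% of 40 kb bins had an A-score under 0.2 and 41.8% one over 0.8, against 10.9% and 37.9% in non-pEry nuclei. Bins of intermediate A-score, from 0.2 to 0.8, were 43.2% in pEry and 51.2% in the others. The standard deviation of A-scores over bins was 0.319 in pEry and 0.289 in non-pEry. At lower depth it was closer to pEry, with 0.295 in as many randomly chosen non-pEry nuclei and 0.291 with non-pEry contacts thinned to the pEry total. The shares of bins above were not matched for depth. Within non-pEry the standard deviation was 0.248 in the other small group that k-means set apart and 0.302, closer to pEry, in the remaining nuclei. No value was matched for cell cycle phase. More pEry nuclei were over the mid-S threshold, and the paper states that A compartment strength rises during the cell cycle, so a part of phase in the difference stays open. A contacts were 68% of all A and B contacts in pEry and 63% in non-pEry. Among genes of linker histones, condensin, cohesin and the nuclear lamina, 7 of 20 were higher in pEry-like than in other cells of the scRNA-seq data, with a median log2 ratio of -0.27 (interval -0.60 to 0.14) at percentile 73.7 of random lists, and 9 of 20 were higher with globin UMIs left out of the totals. From A-scores, expression, contact distances and trans-chromosomal contacts, of which the contact distances and trans-chromosomal contacts were not analysed here, the paper concludes that pEry chromosomes are compact and ordered, with compartments that follow transcription.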

**Fig. 2:**
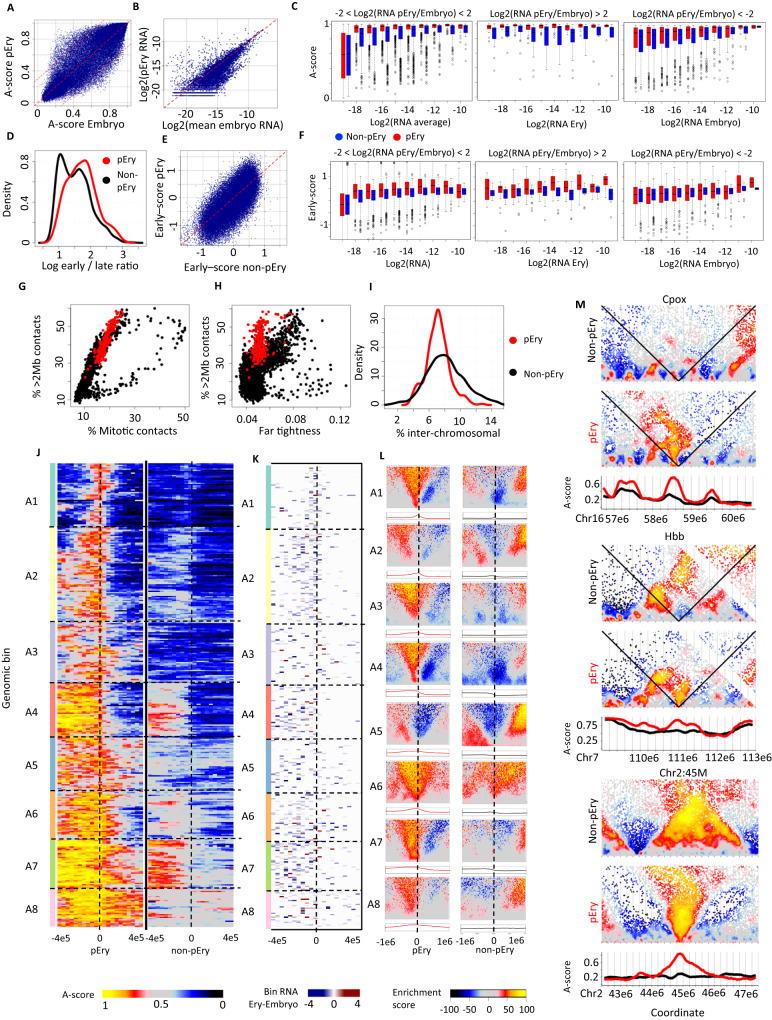
Distinct, compact conformation for primitive erythrocytes. **A** Comparison of 40 kb bins A-score in pEry cells vs. non-pEry embryo cells. Upper and lower dashed lines show differences of at least 0.3 in A-score. **B** Comparison of log2 mean expression (fraction of molecules per gene) for 40 kb genomic bins. **C** Distribution of genomic bins’ A-score as a function of expression levels. A-score and transcription were calculated for 40 kb genomic bins. Plots show A-scores stratified by expression, for loci classified with conserved expression (left), Ery induced expression (middle) and Ery-repressed expression (right). In the left panel, the (−19, −18] box contains at least *n* = 48 K genomic bins, (−11, −10] and (−10, −9] at least *n* = 20, and the rest at least *n* = 200. In the middle panel, all boxes contain at least *n* = 15 genomic bins, except for the (−11, −10] and (−10, −9] which contain at least *n* = 5. In the right panel, all boxes contain at least *n* = 90 genomic bins, except for (−12, −11], (−11, 10] and (−10, −9] which contain at least *n* = 35, 10, and 2 respectively. Box limits are the first and third quartile, center line is the median, whiskers are 1.5 times the interquartile range, and points are outliers. **D** Distribution of single cell early/late coverage ratio for pEry (red) and non-pEry (black) cells. **E** Comparing early-scores for 40 kb genomic bins in pEry and non-pEry embryo cells. **F** Similar to (**C**), but showing distributions of 40 kb genomic bins early-score instead of A-score. **G** Showing the distribution of contacts with distance >2 Mb vs mitotic contacts (2–12 Mb) in pEry (red) and non-pEry cells (black). Note the general high degree of long range contacts in p-Erys. **H** Showing the fraction of contacts in the most frequent distance bin (defined as “Far tightness” in Nagano et al 2017) compared to the rate of long-range contacts. **I** Distributions of inter-chromosomal contact rates for pEry and non-pEry cell. **J** Shown are color coded A-scores computed for the pEry (left) and non-pEry (right) clusters around loci with pEry specific high A-score (400 kb upstream and downstream). Loci are grouped into 8 clusters using K-means clustering. **K** For each of the loci clustered in J we color coded bins with any level of transcription according to the relative expression in pEry and non-pEry cells (blue – higher in non-pEry, red - higher in pEry). **L** Loci within each cluster in J were pooled, and their average Shaman score is color coded for pEry and non-pEry cells. The pooled A-score profile is shown at the bottom for every loci cluster in pEry and non-pEry. **M** Examples of loci showing distinct pEry conformation. For every locus, depicted are contact enrichment in non-pEry cells (top), pEry cells (middle) and profile of A-score in the two clusters (bottom). For *Cpox* and *Hbb* we mark contacts with the TSS locus by black diagonal lines.

### pEry funnel-like A-compartment structures are anchored at TSSs and cryptic loci

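Regions with at least 0.35 higher A-score in pEry than in other embryo nuclei merged into 406 loci, and regions as much lower into 319. The counts depend on the processing, with 334 higher and 179 lower loci at a minimum of 100 contacts per bin and 97 and 42 in 200 kb bins. Loci higher in pEry were short, with a mean length of 95.4 kb, and 51.5% of them were single 40 kb bins. At their peaks, the median difference was 0.397. Draws with no difference between the groups gave 0 loci in either direction, and as many randomly chosen non-pEry nuclei gave 0 higher and 3 lower loci.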

To understand further the sharp increase in pEry A-compartment association specificity, we identified 357 loci with the highest increase in pEry specific A-scores. 

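Across 388 loci with higher A-score in pEry and full 400 kb flanks, the mean A-score in pEry was 0.789 at the peak and 0.539 in the flanks. The same loci had 0.372 at the peak and 0.367 in the flanks in non-pEry nuclei, so that the mean height of the peak over its flanks was 0.25 in pEry and 0.00501 in non-pEry. Of these loci 84.5% lay in a B surrounding, with a mean A-score under 0.5 within 400 kb in non-pEry nuclei. The peak stood at least 0.2 over the mean of its flanks at 61.9% of loci and over both flanks at 33.2%. The sharpest of 8 k-means clusters of the profiles, with 45 loci, rose from 0.262 in the flanks to 0.690 at the peak in pEry, against 0.187 and 0.253 in non-pEry. The broadest, with 50 loci, had 0.804 in the flanks and 0.904 at the peak. The loci were chosen for their difference at the peak, so the height in pEry is not independent of the choice.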

Clustering of A-scores profiles over 400 kb around such pEry A-specific loci showed that about 50% of the sites (Fig. 2J, clusters A1-A3) involved sharp A-linked pEry hotspots that reside in the B compartment in non-pEry embryo cells. The remaining sites typically represented increase in A-score for a larger domain bounded by the identified pEry A-linked peak (clusters A4-A8). Projection of differential TSS expression on the clustered genomic interval confirmed that the majority (92%) of pEry A-peaks were associated with an expressed TSS (Fig. 2K). Interestingly it also suggested many hotspots of A-association could not be explained by any known localized transcriptional driver. We then computed the mean pEry and non-pEry contact enrichment patterns for the loci clusters (Fig. 2L). In pErys, this revealed an unexpected trend involving a funnel-like structure representing aligned contacts around the focal A-compartment contact hotspot. Contact enrichment maps around the same loci in non-pEry nuclei showed these sites are located within embryo insulators and between two loop structures (Fig. 2L - right). We visualized individual loci showing major funnel-like conformational remodeling around key genes (Fig. 2M) and multi-peak loci (Supplementary Fig. 4E), but also in hotspots that represented uncharacterized regulatory effects (Fig. 2M, bottom). This suggested that strong A-compartment alignment in pErys is not driven solely by transcription, and must therefore also involve some other trans-acting factors (e.g., we observed enrichment for erythrocyte TF binding, Supplementary Fig. 4F, G). 

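Cpox encodes a mitochondrial enzyme of heme synthesis. In the region around it, the rise in A-score peaked on chromosome 16 at 58.6 Mb of mm9. The peak had 0.725 (95% exact binomial interval 0.614 to 0.819) in pEry and 0.219 (0.191 to 0.249) in non-pEry nuclei. In the region around Hbb, the beta globin locus, the peak on chromosome 7 at 110.88 Mb had 0.938 (0.875 to 0.97) and 0.569 (0.528 to 0.610). The hotspot on chromosome 2 at 44.96 Mb, to which the paper assigns no gene, had 0.867 (0.784 to 0.927) and 0.264 (0.240 to 0.289). The rises of 0.506 at Cpox, 0.368 at Hbb and 0.603 on chromosome 2 lie at percentiles 98.3, 81.6 and 99.3 of the largest rise in windows of the same size across the genome. In the 6 multi-peak domains of Supplementary Fig. 4E, the rise at the highest peak was 0.47 to 0.694. Positions were read from the paper's figures, and the peak is the bin of the largest rise within each region, which favours a high value. The regions held 26 bins of 40 kb for Cpox, 50 for Hbb, 51 for the chromosome 2 hotspot and 100 or 101 for the multi-peak domains. No mm9 annotation was used, so the peak bins are not shown to hold the genes.

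**Figure D2:**
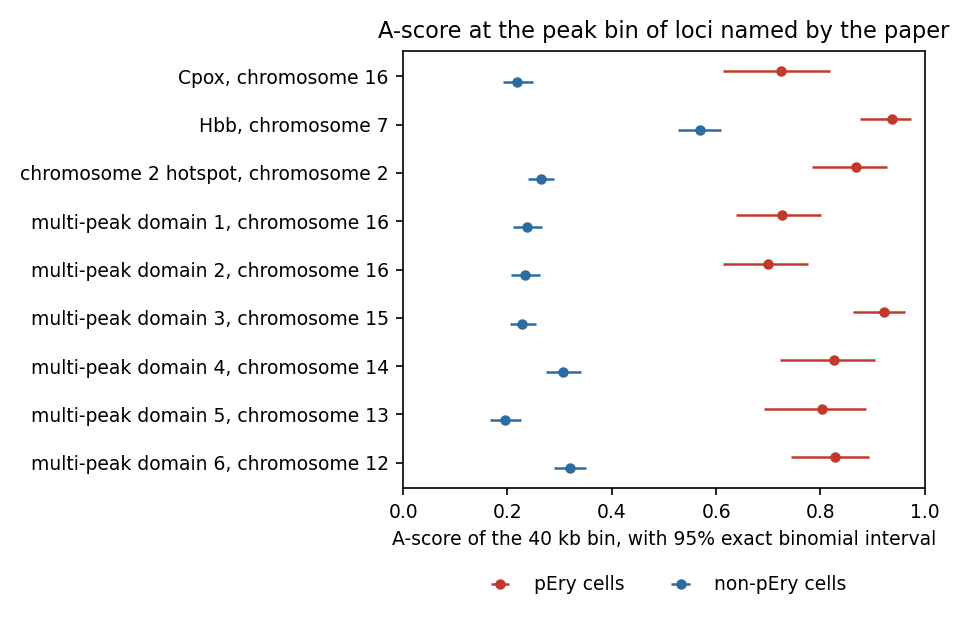
A-scores of the peak 40 kb bin in pEry and non-pEry nuclei are plotted for the regions around Cpox and Hbb, the chromosome 2 hotspot and 6 multi-peak domains. Bars are 95% exact binomial intervals for counting error. The peak bins are not shown to hold the genes. The interval of pEry lies above that of non-pEry nuclei at every locus shown.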

For control, we clustered profiles of 272 loci with top non-pEry A-score increase, indicating lack of similar funnel-like effects in the embryo conformation cluster (Supplementary Fig. 4H). 

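Loci with higher A-score in non-pEry nuclei had no peak of their own there, with a mean A-score of 0.71 at the center and 0.701 in the flanks over 312 loci with full flanks. In pEry the same loci were a dip, with 0.312 at the center and 0.457 in the flanks. The loci were chosen for their difference at the center, so the values at the center are not independent of the choice. The choice favours an extreme in pEry, whose median bin held 128 A and B contacts against 804 in non-pEry nuclei. The center stood at least 0.2 over the mean of its flanks at 0 loci in non-pEry nuclei. Single 40 kb bins made up 68.7% of the loci, and their mean length was 79.5 kb.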

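Primitive erythrocytes circulate at E10.5 and carry CD71, the transferrin receptor, and Ter119, a marker of red cells, on their surface. Peripheral blood cells positive for both were sorted from E10.5 embryos, pooled and processed for scHi-C, so they are 1 pooled sample without replicates. The authors deposited whole-number counts per nucleus, made as for the embryo nuclei, in 200 kb bins. The 118 sorted nuclei held 18105 to 150203 contacts each, with a median of 31733 and 4.43 M in all, of which 1.33 M were A or B contacts. A-scores were formed as for the embryo nuclei, and sorted and unsorted nuclei were compared in 200 kb bins, the size of the sorted table, in place of the planned 40 kb.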

To validate that the highly specific conformations in C3 nuclei are indeed representing primitive erythrocytes in a non-biased fashion, we sorted directly 118 primitive erythrocytes cells from E10.5 embryos and generated new single-cell Hi-C profiles from them (Supplementary Fig. 5A–D). The data confirmed that sorted pEry cells represent the same sharp A/B compartment structure as the one characterized in non-sorted cells and reconfirmed the presence of remarkable funnel-like structures in these cells (Supplementary Fig. 5E, F). 

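Changes of A-score in sorted pEry were close to those in the pEry nuclei found among unsorted embryo cells. The unsorted group was itself chosen among the k-means groups by its likeness to sorted pEry, so the comparison is not independent of that choice. The difference from non-pEry nuclei correlated between sorted and unsorted pEry with r = 0.916 (Spearman's rho 0.887) across 11709 bins of 200 kb, with a slope of 0.982. Of 1629 bins that differed by at least 0.2 in unsorted pEry, 99.6% changed in the same direction in sorted pEry, and 75.5% by at least 0.2. Over bins, the standard deviation of A-scores was 0.309 in sorted pEry and 0.287 in non-pEry nuclei. At the loci higher in unsorted pEry the median difference in sorted pEry was 0.367, and 99.8% of them were higher there. By the midpoint set in embryo nuclei, 117 of the sorted nuclei fell on the pEry side. Both differences share the non-pEry nuclei, which alone give r = 0.0421, and r was 0.907 with separate non-pEry nuclei for each difference. From the sorted nuclei the paper concludes that pEry have this compartment structure and its funnels, of which the contact maps were not analysed here.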

Of note, Guo et al. recently reported a similar funnel structure in thymocytes and B cells, which they termed “chromatin jets”, suggesting its prevalence in hematopoietic cells^30^.

### Refined embryo clustering by model-based analysis of replication dynamics

Since embryo transcriptional states are highly heterogeneous at E9, we made several attempts to enhance resolution within cluster C2, searching for conformation variation that can be linked with differentiating cell types on the background of massive proliferation signatures. Direct clustering of single cell coverage profiles in S-phase cells and UMAP visualization of these cells (Fig. 3A) suggested cell-to-cell variation may be present in the data, but showed that it is superimposed over strong cell-cycle gradients, even when restricting analysis to replicating cells alone. We therefore developed a sensitive algorithm that considers both the replication cycle and the potential cell-type structure explicitly and quantitatively (Supplementary Fig. 6A, B). The algorithm infers a probabilistic mixture model in which each cell is associated with a cluster and a latent replication timing variable defined as the *s-score*. Each cluster specifies the replication timing of each genomic bin, such that once a cell’s s-score is inferred, the algorithm can compare its observed bins read coverage to the values predicted by a linear replication process that is timed in a bin-specific way (Methods). The algorithm tries to fit the observed data by clustering cells de-novo while simultaneously inferring their s-scores and the cluster-specific replication timing parameters. We used cross-validation to tune model parameters and verify the algorithm robustness (Supplementary Fig. 6C–I). This resulted in good matching of observed and modeled replication regimes (Supplementary Fig. 6J) for a model including 3 clusters denoted C2.1, C2.2 and C2.3. 

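Mid-S embryo nuclei of sufficient coverage other than pEry separated into 3 clusters by their replication regimes, with 222, 266 and 309 of 797 nuclei. The first 2 had a median of 97199 and 94810 contacts per nucleus and are called ectoderm-linked and mesoderm-linked here, after their A-scores at the loci of Supplementary Data 2, which the study chose on the same cells. The third, with a median of 74728, is called low-coverage. Fitted on odd and on even autosomes alone, the clusters had an adjusted Rand index of 0.795, and 97.4% of the 466 nuclei placed in a main cluster by both fits were placed in the same one. The mean replication regime of a bin followed its pooled A-score with r = -0.823 across 11340 bins of 200 kb. With lambda, the weight that holds regimes of the clusters together, at 40 and the threshold at 1.8, all 339 nuclei fell in 1 cluster. Of 8 pairs of threshold and lambda compared after seeing the data, a threshold of 1.5 and lambda 20 were taken as the highest lambda close to the best Rand index, which was 0.803 at lambda 5. The clusters also depend on the start of the model. A second start reached a lower objective and clusters whose A-score differences at the loci of Supplementary Data 2 correlated with the paper's at r = 0.346, and the best of 6 starts from random clusters, lower as well, filled 2 clusters with r = 0.0598.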

Importantly, the model’s inferred s-scores facilitate normalization of the coverage statistics for each cell. UMAP projection of such normalized profiles show a clear, cell-cycle independent cluster structure (Fig. 3B). Analysis of the observed cluster structure suggested C2.1 and C2.3 are distributed homogeneously along the replication cycle (Fig. 3C). Cluster C2.2 showed skewed distribution enriched for late-S profiles and additional analysis indicated cells within the cluster are of lower coverage and potentially lower quality (Supplementary Fig. 7A). 

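Nuclei of the low-coverage cluster were later in S phase than those of both other clusters, with a median s-score of 1.54 against 1.36 in the ectoderm-linked and 1.41 in the mesoderm-linked cluster. The s-score, the model's position within S phase, was over 1.5 in 57.9% of nuclei of the low-coverage cluster, 29.7% of the ectoderm-linked and 34.2% of the mesoderm-linked cluster. The early/late ratio differed less, with medians of 1.75, 1.74 and 1.79. The low-coverage cluster held 10.5% to 55.9% of the clustered nuclei of a plate.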

We note that we could not derive robust results using alternative methods for clustering scHi-C data, which are based on differential compartment structure and are lacking explicit cell cycle modelling^31,32^ (Supplementary Fig. 7B, C).

**Fig. 3:**
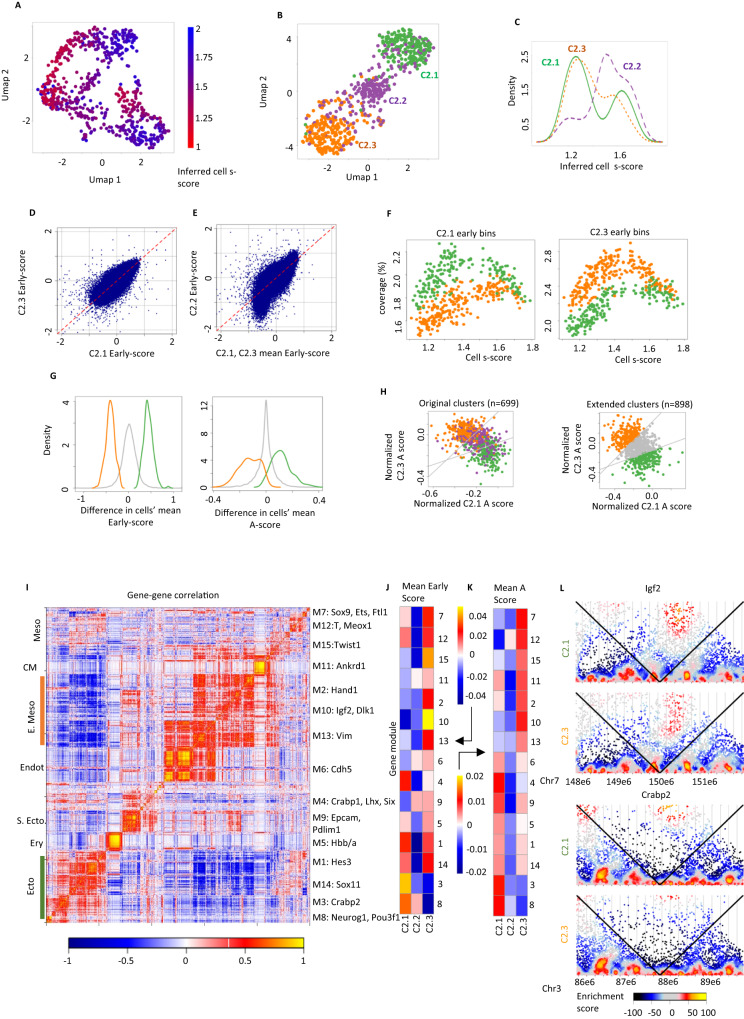
Ectoderm and mesoderm/endoderm scHi-C clusters in the embryo. **A** S-phase cells from the non-pEry cluster were identified and projected on 2D using UMAP analysis of their coverage in 1103 loci. Cells are color-coded by their s-score as inferred by our probabilistic model. **B** UMAP projection of the same cells as in (**A**), using features normalized given inferred s-score for each cell. **C** Distribution of inferred s-scores for the three non-pEry embryo clusters. **D** Average normalized coverage (early-score) for genomic bins in clusters C2.1 and C2.3. **E** Similar to (**D**), but comparing average C2.1 and C2.3 behavior to C2.2 behavior. **F** Genomic bins that were inferred to be early replicating (Methods) in C2.1 (left) or C2.3 (right) were pooled, and for each cell we plotted total coverage as a function of the inferred s-score. Cells are colored by their cluster (C2.1 – green, C2.3 – orange). **G** Distribution of the difference between C2.1 cells and C2.3 cells in early-score (left) and A-score (right) for genomic bins classified as specific to C2.1 (green) or C2.3 (orange). Grey – all bins. **H** Average normalized A-score for the group of genomic bins specific to C2.1 (X) and C2.3 (Y) are depicted for color-coded cells in the three clusters C2.1- 3 (left). A Similar plot is shown for 898 cells that were not included in the set of 699 mid S-phase cells used for clustering (right). Gray lines mark the thresholds used for classification of the expanded C2.1 and C2.3 clusters. **I** Correlation heatmaps for 2353 gene expression profiles over the E9.0 metacell model. Gene module numbers and representative genes are shown on the right. S. ecto Surface ectoderm, CM cardiomyocyte, Endot Endothelium, E Meso extraembryonic mesoderm. **J** The color-coded matrix represents the difference in average early-score per single cell cluster (columns) for the TSS loci in each gene module from I (rows). **K** Similar to (**J**), but showing difference in average A-score in each cluster. **L** Depicting the contact structure (color-coded Shaman map) in C2.1 (top) and C2.3 (bottom) cells around the Crabp2 and Igf2 TSSs.

### Ectoderm and mesoderm/endoderm scHi-C clusters

We estimated replication time per genomic bin (early-score) in the C2.1-3 clusters to facilitate their further annotation. These estimations were consistent for C2.1 and C2.3 (Fig. 3D), but showed C2.2 cells are skewed to high and low coverage values (as expected by their bias to mid to late-S phase, Fig. 3E). 

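Replication time was alike in the ectoderm-linked and mesoderm-linked clusters, whose early-scores correlated with r = 0.899 across bins. The low-coverage cluster correlated less, with r = 0.811 against the ectoderm-linked and 0.852 against the mesoderm-linked cluster. Its early-scores also spread wider on the late side, with a 5th percentile of -0.490 against -0.325 and -0.359. On the early side the 95th percentiles were 0.270, 0.275 and 0.266.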

We identified groups of genomic bins with C2.1 or C2.3-specific early replication, showing that pooling coverage on these groups provided replication-time dependent separation of the clusters (Fig. 3F). Moreover, mean A-score over the same genomic bin groups showed matching separation of single cells (i.e. early replicating loci in C2.1 were also more A-associated in C2.1 and conversely for C2.3, Fig. 3G). This allowed expansion of our clustering to additional S-phase cells (Fig. 3H). 

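Regions that replicated earlier in the ectoderm-linked or the mesoderm-linked cluster also had higher A-scores there. Of 230 bins at least 2 regimes earlier in the ectoderm-linked cluster, 91.7% had a higher A-score in it, with a median difference of 0.0971. Of 336 bins at least 2 regimes earlier in the mesoderm-linked cluster, 95.8% had a higher A-score in that one, with a median ectoderm-linked minus mesoderm-linked difference of -0.110. Across bins, differences in early-score and A-score correlated with r = 0.566. By the narrower rule of regime 1 or 2 in the one cluster and 4 or later in the others, 15 bins were specific to the ectoderm-linked and 26 to the mesoderm-linked cluster. The same nuclei gave both scores, which are different counts from the same contacts.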

A similar approach was not applicable to G1 cells (Supplementary Fig. 7D). Overall this strategy yielded a total of 431 C2.1 cells and 504 C2.3 cells for further analysis. We searched for cluster-specific replication time in groups of loci representing correlated gene modules inferred from scRNA-seq data (Fig. 3I–K, Supplementary Fig. 7E–G). This unambiguously associated cells in cluster C2.1 with ectoderm gene expression programs and cells in C2.3 with mesoderm or endoderm programs. 

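Most ectoderm genes examined lay in regions with higher A-score in the ectoderm-linked cluster. Most mesoderm genes examined lay in regions with higher A-score in the mesoderm-linked cluster. Of 62 ectoderm genes whose TSS the paper's supplementary tables give, 45 had a higher A-score in the ectoderm-linked cluster, and the median difference was 0.0267. Of 86 mesoderm genes, 74 had a higher A-score in the mesoderm-linked cluster, and the median difference, ectoderm-linked minus mesoderm-linked, was -0.0260. The difference passed 0.1 at 16 of the ectoderm genes and at 15 of the mesoderm genes. Over all these genes, the log2 ratio of expression between ectoderm-like and mesoderm-like cells and the difference in A-score had a Spearman's rho of 0.533. The study chose these genes partly by contacts in its own clusters of the same cells, so their direction is not independent evidence, and genes are not independent replicates. From the replication time of gene modules, the paper concludes that its clusters C2.1 and C2.3 are ectoderm and mesoderm or endoderm.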

Cells in C2.2 were not associated with any gene expression program. The annotation of clusters C2.1 and C2.3 was supported by comparing their compartments to data from Neural Progenitor Cells (NPCs) and Hematopoietic Stem Cells (HSCs) from E14.5 embryos (Supplementary Fig. 7H–J)^24,33^.

### Lineage-specific scHi-C conformation differences are weak

To test the potential for detecting additional cell-type structure given the limited breadth and depth of our scHI-C sample, we performed simulations with downsampled data. These experiments show that the data and algorithms are sufficiently sensitive to allow detection of clusters similar to C2.1 and C2.3 even when these involved as little as 50–75 cells (~5–10% of the modeled cells, Supplementary Fig. 8A, B). This suggests that other possible chromosomal differences between cell types are weaker, or are present in scarcer cell populations. 

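Igf2, which encodes a growth factor of the fetus, was higher in mesoderm-like cells of the scRNA-seq data, with a log2 ratio of ectoderm-like to mesoderm-like cells of -2.36 (95% exact interval -2.39 to -2.33). The kinds of ectoderm differed, with 2.22 Igf2 UMIs per 10000 in neural ectoderm-like cells and 44.0 (43.0 to 45.1) in surface ectoderm-like cells, against 20.1 (19.6 to 20.7) in paraxial mesoderm-like, 43.6 (42.9 to 44.3) in lateral plate, limb and pharyngeal mesoderm-like, 51.1 (47.5 to 54.8) in cardiomyocyte-like, 64.7 (63.2 to 66.3) in endothelium-like and 86.7 (85.1 to 88.4) in extraembryonic mesoderm-like cells. Its region had an A-score of 0.988 (95% exact binomial interval 0.972 to 0.996) in the ectoderm-linked and 0.981 (0.964 to 0.991) in the mesoderm-linked cluster. Crabp2, which encodes a retinoic acid binding protein of the neural tube, was higher in ectoderm-like cells at 2.23 (2.17 to 2.29). Its region had 0.961 (0.942 to 0.976) and 0.974 (0.958 to 0.985). The intervals of both clusters overlap at either gene, so a difference in A-score was not detectable at 415 to 609 contacts per cluster. Contact maps around the genes were not analysed here.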

Further analysis suggested that even for the mesoderm and ectoderm clusters, contact landscapes could be remarkably similar, even around loci that support dramatic transcriptional regulation (e.g., *Igf2* or *Crabp2*, Fig. 3L). Quantitatively, only 1% of the genome (divided into 40 kb bins) show A-score different of 0.2 or more between the clusters, compared to 3.6% in a comparison of the E14.5 NPC and HSC maps (Supplementary Fig. 8C).

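A-scores of the ectoderm-linked and mesoderm-linked clusters were close across the genome, with r = 0.979 in 200 kb bins. Of 55434 bins of 40 kb, 5.01% differed by 0.2 or more, while draws with no difference between the clusters gave 1.82% and nuclei shuffled between them gave 2.76%. The median bin held 64 A and B contacts in the ectoderm-linked cluster, and the share depends on this depth. It was 0.575% in the 8004 bins with at least 100 contacts in each cluster, where draws with no difference gave 0.0169%, and 1.48% in bins of 200 kb, where they gave 0.0756%. The clusters are the 222 and 266 nuclei placed by the model, whereas the paper used clusters expanded to additional S-phase cells.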

Consistent with their overall similarity in conformation landscapes, further dissection of the mesoderm or ectoderm into cell types using our mixture model approach (Supplementary Fig. 8D, E) was deriving only cell-cycle dependent refinements of the C2.1 and C2.3 clusters. To improve on this, we used inferred replication time parameters to normalize coverage profiles per cell in each cluster (Supplementary Fig. 9A, B). Hierarchical clustering of the resulted data did identify an intra-mesoderm lineage structure, including a small cluster strongly matching the endothelial transcriptional state (Supplementary Fig. 9C, D). It can therefore be hypothesized that replication time and compartment structure of refined embryonic lineages may be detected using sensitive algorithms and deeper single cell sampling. But the data strongly suggest that the magnitude of conformational changes between such refined lineages will remain small, in particular compared to the highly distinct pEry state we described above.

### Three-way identification of regulated long-range interactions

Pooling contacts in ectoderm and mesoderm scHi-C clusters provided us with a strategy for identifying germ-layer specific chromatin interactions. 

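The ectoderm and mesoderm loci of the paper lay on the same sides in the clusters found here. Of its 256 ectoderm loci 96.9% had a higher A-score in the ectoderm-linked cluster, with a median difference of 0.105, and of its 236 mesoderm loci 97.9% had a higher A-score in the mesoderm-linked cluster, with a median of -0.133. Across these 492 loci the differences correlated with those of the paper's table at r = 0.917 (Spearman's rho 0.854), while 200 shuffles of nuclei between the clusters gave r from -0.330 to 0.352. The match rests on the start of the model and on lambda. The second start, the best start from random clusters and lambda 40 at the threshold of 1.5 all gave correlations within the range of the shuffles. Lambda 40, with r = 0.0108, filled only 2 clusters, while lambda 10 gave r = 0.923 and a model of 4 clusters gave 0.918. The largest ectoderm difference lay on chromosome 13 of mm9 from 81000001 to 82000000, with A-scores of 0.631 (95% exact binomial interval 0.606 to 0.656) in the ectoderm-linked and 0.378 (0.351 to 0.406) in the mesoderm-linked cluster. The largest mesoderm difference lay on chromosome 10 from 37400001 to 37600000, with 0.329 (0.260 to 0.405) and 0.653 (0.580 to 0.720). A threshold of 0.1 on merged 200 kb bins gave 401 loci for ectoderm and 423 for mesoderm, where draws with no difference gave 97 and 111. Those draws cover counting error only. For 40 kb bins at 0.2 or more, nuclei shuffled between the clusters gave 2.76%, above the 1.82% of such draws. The study chose its loci on these cells, so the match is not independent evidence.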

We first identified 256 and 236 loci with higher ectoderm or mesoderm/endoderm A-score respectively. Annotation of these sites (Supplementary Data 2) revealed several important regulatory genes, for example the mesoderm TF *Twist1*, and the epiblast/ectoderm TF *Sox2* (Fig. 4A, B). 

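Around Sox2, a transcription factor of neural progenitors, the A-score was 0.754 (95% exact binomial interval 0.705 to 0.799) in the ectoderm-linked and 0.586 (0.538 to 0.632) in the mesoderm-linked cluster. Around Twist1, a transcription factor of mesenchyme, it was 0.440 (0.366 to 0.515) and 0.594 (0.530 to 0.656). Neither pair of intervals overlaps, though they cover counting error only. The paper names both genes at loci it chose for their A-score on these cells, and the clusters were named after such loci. The directions are therefore not independent evidence. In the scRNA-seq data Sox2 was higher in ectoderm-like than in mesoderm-like cells with a log2 ratio of 4.31 (3.97 to 4.68), and 76.6% of its UMIs came from neural ectoderm-like cells. Twist1 was lower in ectoderm-like cells at -1.37 (-1.46 to -1.29). Neural crest-like cells still held more Twist1 than any mesoderm-like kind, with 7.58 UMIs per 10000 (7.19 to 7.98). The highest mesoderm-like levels were 5.05 (4.76 to 5.35) in paraxial and 4.85 (4.62 to 5.10) in lateral plate, limb and pharyngeal mesoderm-like cells. Their intervals overlap.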

Comparative analysis of contact maps in these loci showed again a very high degree of consistency between the global conformation of the two clusters. Nevertheless, we could identify refined alteration in contact distributions of the promoter of *Twist1* with a putative regulatory element (shown by virtual 4C, Fig. 4B). To generalize this observation, we used published histone modification maps from ectoderm (hind-, mid- and forebrain) and mesoderm (heart, limb) tissues, and identified cell type specific putative enhancers (Methods, Supplementary Fig. 10A, B). We also screened for identified genes with germ-layer specific expression, and combined them with the epigenomic maps by mapping each enhancer to its closest promoter. 

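Genes that the paper assigns to a germ layer were expressed on that side in nearly all cases. Of 62 ectoderm genes 60 had a higher UMI share in ectoderm-like cells, with a median log2 ratio over mesoderm-like cells of 1.84, and of 86 mesoderm genes 81 had a higher share in mesoderm-like cells, with a median of -1.41. Among genes outside that list, the midbrain signal Wnt1 was at 5.57 (95% exact interval 4.43 to 7.03), while the endothelial cadherin Cdh5 was at -5.93 (-6.69 to -5.26) and the collagen Col1a1 at -5.98 (-6.27 to -5.70). Ectoderm-like cells were 43.6% of all cells and mesoderm-like cells 34.9%. In the authors' metacells, 1607 genes differed at least 2-fold between the highest of 3 ectoderm-like and the highest of 3 mesoderm-like metacells, 694 higher in ectoderm and 913 in mesoderm. A pseudocount of 1e-4 in place of 1e-5 of the UMIs made this 226. The study chose these genes on the same cells, so their direction is not independent evidence.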

Proximal pairs of enhancers and promoters with matching ecto- or mesoendo- specific activity could then be defined (Fig. 4C). To complete a three-way integrative screen on putatively interacting pairs, we next computed the contact enrichment in the C2.1 and C2.3 contact maps for each of the matching promoter-enhancer pairs. We observed significant contact enrichment in the ectoderm scHi-C cluster for ectoderm specific promoter-enhancer pairs, and mesoderm contact enrichment in the mesoderm pairs (Fig. 4D). We also implemented a direct statistical test for contact frequency around putative ectoderm and mesoderm hotspots (Supplementary Fig. 10C, D), which supported a similar observation. We note that the two methods differ in their normalization strategy and power, and their identified hits are only partly overlapping. When using Shaman comparison, we detected 173 and 338 promoter-enhancer pairing with 3-way support for ecto- and mesoderm regulatory activity respectively (Supplementary Data 3), including many examples linked with key regulators of cell type specific transcriptional programs (See examples in Fig. 4E). These putative interactions should be interpreted carefully. First, while we believe comparisons using Shaman scores are more sensitive, these cannot be fully controlled statistically. Second, we note that only 1.5% of the highest intensity (Shaman score difference > 40) differential ectoderm-mesoderm contacts were annotated within one of our enhancer-promoter pairs, illustrating that the complex conformational landscape in these clusters involves many uncharacterized contacts despite showing only weak compartment and TAD differences.

**Fig. 4:**
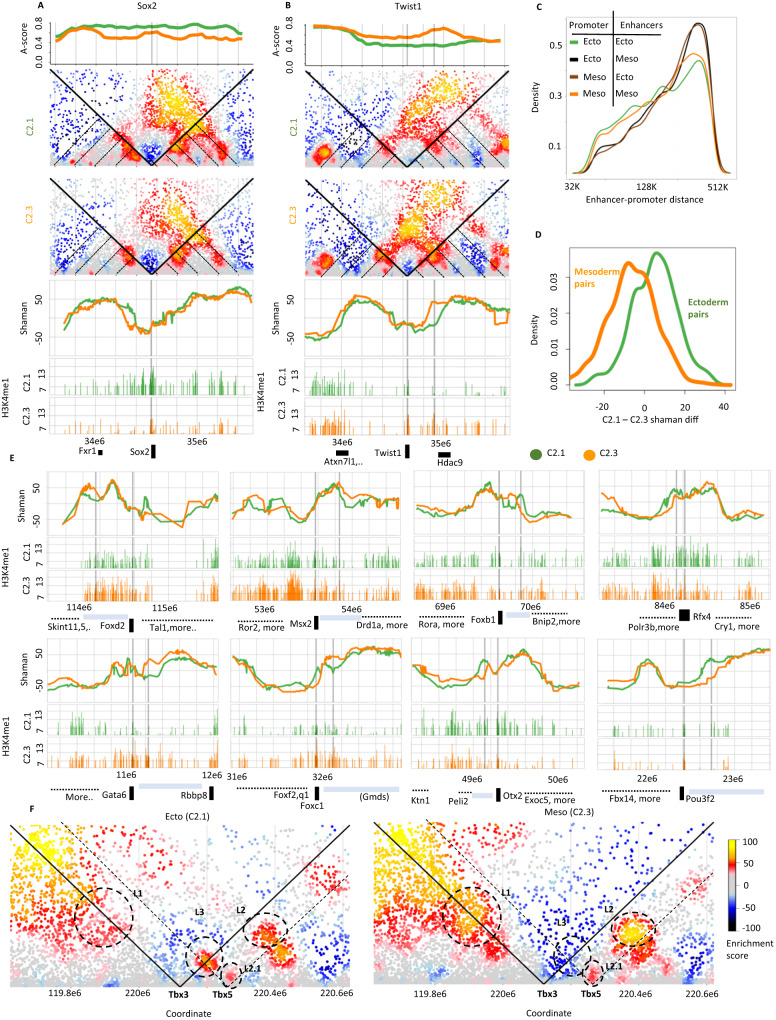
Three-way support for specific regulatory contacts. **A**, **B** Comparing A-score (top), contact maps, virtual-4C using Shaman scores, and H3K4me1 ChIP-seq (bottom) around the *Sox2* and *Twist1* loci. The genes, and for *Twist1* also a nearby enhancer, are marked by vertical grey lines. **C** Shown are distributions of genomic distances between a TSS and the nearest putative enhancer classified according to the ectoderm/mesoderm lineage specificity of the two loci as determined by gene expression (for the promoter) and ENCODE ChIP-seq (for the putative enhancer). **D** The distribution of differential C2.1 and C2.3 Shaman score (X axis) on TSS-enhancers pairs with coordinated mesoderm or ectoderm specific activity. Shaman differences is computed only for contacts with positive scores in both C2.1 and C2.3. **E** Examples of virtual 4 C plots (top) and H3K4me1 ChIP-seq (bottom, C2.1 followed by C2.3) around 4 ectoderm and 4 mesoderm genes. Gray vertical lines mark the TSS and putative enhancer. Gene-free regions around regulated genes are highlighted by horizontal gray bars. **F** Contact structure around the *Tbx3*-*Tbx5* locus in the C2.1 and C2.3 clusters. Contacts discussed in the text are marked by dashed circles.

### Polycomb markup and ectoderm specific long-range contacts in the *Tbx*3-5 locus

Our 3-way analysis of regulated promoter-enhancer pairs suggested contact enrichment is positively linked with lineage-specific gene activation in most cases. It is however possible that contact enrichment will be associated with gene repression, as postulated previously for Polycomb domains^34–36^. We therefore screened for ectoderm/mesoderm differential H3K27me3 loci (using hind-, mid- and forebrain/heart and limb) with proximal anti-correlated promoter expression pattern (Supplementary Fig. 10E–G). This screen yielded several candidate locus pairs showing high H3K27me3 occupancy in correlation with proximal gene repression and low contact intensity (Supplementary Data 4), where most of these cases were of lower specificity than the positive interactions observed for activated genes. A reciprocal effect was detected in the *Tbx3*-*Tbx5* locus, where Polycomb marks and gene repression were associated with increased rather than decreased contact intensity. This locus codes for two transcription factors with sophisticated transcriptional control, where *Tbx3* is expressed in the epiblast and most mesodermal tissues, and *Tbx5* is specific to pharyngeal mesoderm and cardiomyocytes (Supplementary Fig. 10H). 

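Tbx5, a transcription factor of the heart and forelimb, was highest in cardiomyocyte-like cells, with 1.42 UMIs per 10000 (95% exact Poisson interval 0.880 to 2.17), followed by extraembryonic mesoderm-like cells with 0.456 (0.344 to 0.594) and lateral plate, limb and pharyngeal mesoderm-like cells with 0.380 (0.317 to 0.452). Tbx3, a related factor of limb and heart, was highest in lateral plate, limb and pharyngeal mesoderm-like cells with 1.10 (0.991 to 1.22), followed by endoderm-like cells with 0.938 (0.601 to 1.40), whose interval includes the former value, and extraembryonic mesoderm-like cells held 0.797 (0.645 to 0.973). Paraxial mesoderm-like cells held little of either, with 0.136 (0.0927 to 0.194) for Tbx3 and 0.0352 (0.0152 to 0.0693) for Tbx5. Primitive erythrocyte-like cells held 2 UMIs of Tbx3 and 0 of Tbx5, too few to tell expression from background. Cardiomyocyte-like cells number 34, with 21 UMIs of Tbx5. The kinds of cells were named by markers, so a high level of a heart or limb factor in a mesoderm-like kind may not be independent of the naming.

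**Figure D3:**
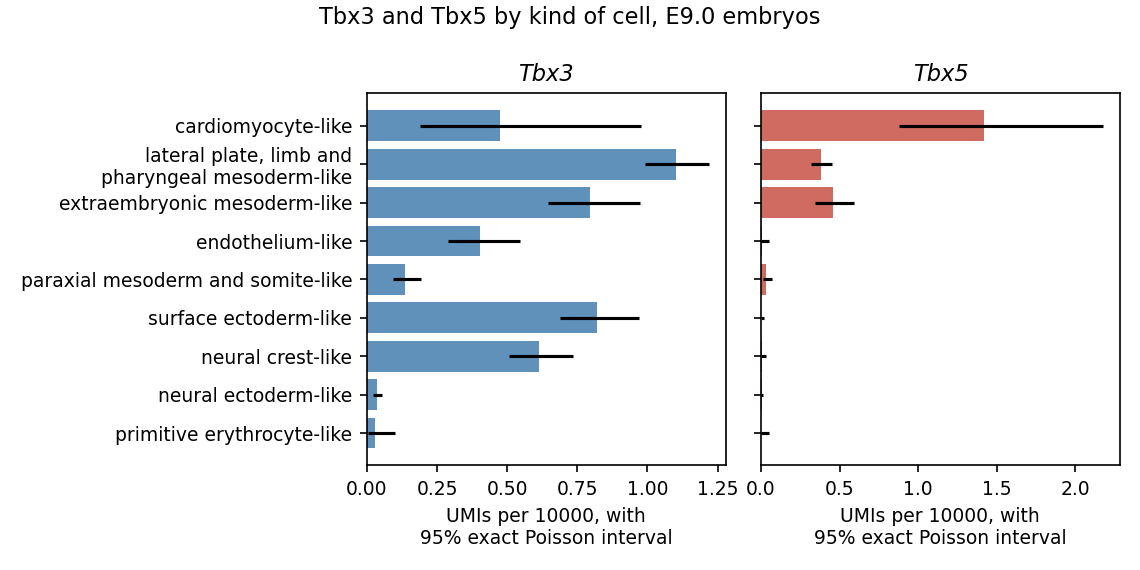
UMIs of Tbx3 and Tbx5 per 10000 UMIs are plotted by kind of cell in the E9.0 embryos, with 95% exact Poisson intervals for counting error. Tbx5 lies highest in cardiomyocyte-like cells, while Tbx3 reaches 0.821 in surface ectoderm-like cells and 0.0366 in neural ectoderm-like cells. The kinds of cells were named by markers, so the levels may not be independent of the naming.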

In the mesoderm cluster, consistently with previous reports^37^, we observed two TAD structures (contacts over L1 and L2, Fig. 4F, Supplementary Fig. 10I) physically separating the two TFs. 

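In ectoderm-like cells Tbx5 was nearly absent, with a log2 ratio to mesoderm-like cells of -5.74 (95% exact interval -7.38 to -4.50). Tbx3 was at -1.32 (-1.53 to -1.11) and differed between kinds of ectoderm, with 0.0366 UMIs per 10000 (0.0235 to 0.0545) in neural ectoderm-like, 0.612 (0.506 to 0.734) in neural crest-like and 0.821 (0.688 to 0.971) in surface ectoderm-like cells. Both sides of the ratios were named by markers, so their direction may not be independent of the naming. The contacts between the loci were not analysed here.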

In the ectoderm, however, the near-complete repression of both genes is correlated with the emergence of a new *Tbx3*-*Tbx5* contact (L3), and severe attenuation of the L1 contact. The internal structure at *Tbx5* (L2.1) is unperturbed. While we have not observed other repressive chromatin structures of similar intensity, this example suggests that de-novo establishment of chromatin interactions may be facilitated in the context of either the Polycomb or some other uncharacterized repressive machinery.

### Gastrulation cell-type specific accessibility hotspots are intertwined within TADs

We reasoned that the linkage between extensive transcriptional diversification in gastrulation and the rather rudimentary observed chromosomal conformation diversity must involve the chromosomal and genomic distribution of active regulatory elements and promoters. Using single-cell ATAC/RNA-seq multiomics data^38^, we derived clusters of cell type specific chromosome accessibility peaks with specific distributions over the key gastrulating cell types (Fig. 5A, Supplementary Fig. 10J). We then tested the A-score distribution of the loci in each cluster of peaks. Comparing ESC and embryo A-scores (Fig. 5B) we discovered stronger A-linkage in ESC for cluster 27, 37 and 38, which are enriched for accessibility in extraembryonic tissues and early gastrulation state (e.g. Epiblast). Comparing embryo and pEry A-scores (Fig. 5C) showed strong pEry A-linkage in clusters 8, 9 and 5, which represent erythrocyte or combined hematoendothelial peak specificity. Importantly, the extent of A-association differential for pEry clusters was significantly higher than that observed between ESCs and embryo cells. Comparison of mesoderm and ectoderm A-scores (Fig. 5D) showed several clusters with compatible A-score and accessibility preferences including clusters 69, 75 and 76 for the ectoderm, and clusters 95, 98, 99 and 117 for the mesoderm. This analysis also highlighted more complex combinatorics such as the one observed for cluster 73 (accessible in both ectoderm and endoderm).

**Fig. 5:**
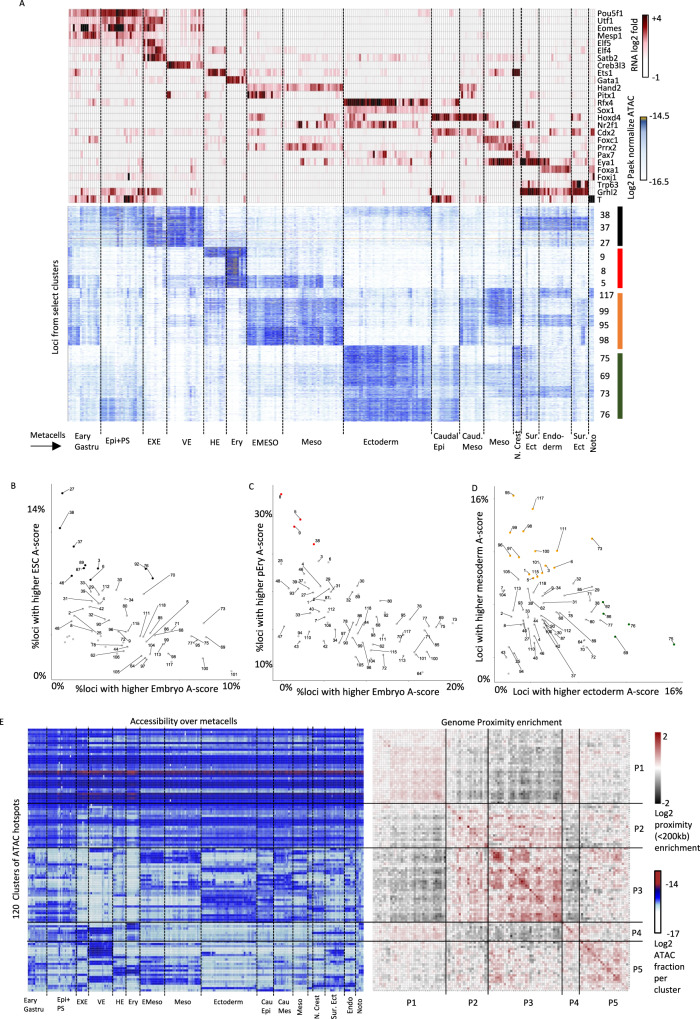
Gastrulation accessibility hotspots are chromosomally intertwined. **A** Bottom panel shows the accessibility of peaks (rows) over metacells (columns) (log2 the number of normalized ATAC-seq reads). Shown are loci from select clusters highlighted in the text. Top panel depicts gene expression of correlated TFs over the same metacells, provided in order to link accessibility clusters with specific cell types. **B** For each cluster of ATAC peaks we computed the fraction of loci with A-compartment score difference larger than 0.1 when comparing ESC and Embryo pooled Hi-C. Clusters with over 0.08 of the loci showing A-score enrichment in ESCs are colored black. **C** Similar to (**B**), but comparing embryo and pEry pooled Hi-C maps. **D** Similar to (**B**), but comparing the embryonic clusters C2.1 (ectoderm) and C2.3 (mesoderm). **E** Left panel is showing mean normalized accessibility for ATAC peak clusters (row) and metacells (column). Right panel is showing for each pair of peak clusters the enrichment of intra-TAD proximity (number of pairs of peaks in the same TAD and within 200 kb of each other).

The compartment association analysis of the ATAC peak clusters confirmed that we can observe strikingly cell-type specific accessibility hotspots in loci with very mild compartment association differences. Since chromosomal organization is observed at scales of at least 10 s of kilobases and TADs are typically organizing hundreds of kilobases into looped units, we reasoned that this effect could be explained if accessible hotspots with differential cell type activity were intertwined within large chromosomal units rather than demarcated into cell type specific domains. To test this idea, we computed log enrichment ratios for genomic proximity between clustered ATAC peaks. These values are positive if ATAC peaks from one cluster are more likely than expected by chance to be localized within 200 kb of peaks from another cluster in the same TAD. Negative values represent under-representation of pairs from the same cluster at <200 kb distance and within the same TAD. As shown in Fig. 5E, this analysis showed that peak clusters with activity in embryonic cell types but not extra-embryonic types (P2), or peak clusters with strong embryonic cell type specific accessibility (P3) are overall demarcated from constitutively accessible sites (P1) or loci that are active specifically in the extra embryonic or early embryonic states (P4). While there are additional proximity relationships within the embryonic peak clusters, the primary organizational principle seems to package the thousands of regulatory elements driving gastrulation in relative proximity, while isolating them from pluripotency or constitutive regulatory elements.

## Discussion

In order to characterize how chromosome conformations are reorganized immediately following gastrulation, we generated single cell Hi-C maps from more than 3000 mouse E9.5 embryo cells. We modeled the derived maps along two major axes: first, we aimed to account for the conformation changes occurring during the replication and mitotic cycle; second, we searched for clusters of conformations that can be associated with the rich transcriptional landscape in the embryo at this stage. Separating these two simultaneous dynamics in the embryo (or other tissues) remains a major analytical challenge. Identification of cell types in cells approaching mitosis or exiting it is not realistic at this stage. But algorithms we introduce here can use robust changes in genome replication time to cluster mid S-phase cells and then derive contact matrix-based (in particular differential A-compartment association) signatures from S-phase clusters. Based on these signatures, cells from nearly all parts of the cell cycle can be classified into balanced models of cell types. Once a cluster structure is inferred, we can pool contacts from single cells into conformation maps and explore cluster-specific differential compartments, long-range contacts and putative promoter-enhancer interactions at high resolution.

Our analysis of Hi-C maps in mouse post-gastrulation highlights several aspects of the relationship between chromosome conformation and embryonic differentiation. First, while the genome organization of ES cells compared to the embryo reflects changes in regulation of key pluripotency genes, the organization within the embryo is largely homogeneous. This suggests that differences in chromosomal conformation between ES cells and E9.5 cells are greater than those between different cell types immediately after gastrulation and at the onset of organogenesis. The exceptions to this homogeneity within the embryo are the distinctively folded primitive erythrocytes. Erythrocytes are unexpected positive controls for the ability to precisely detect a cell type specific conformation when it exists. The unique, compact and highly organized structure of pEry chromosomes cannot be explained by gene expression alone. In contrast to other differentiating embryonic tissues that continuously respond to signals from neighboring cells and tissue contexts, erythrocytes are fully committed to their functional fate, which may explain their highly distinct (and potentially less plastic) conformation. It is unclear if the erythrocyte chromosome condensation and enucleation program^39^ is related to the conformation we observe at E9.5, since definitive erythrocytes only appear several days after. Similar effect could be expected in other terminally differentiated cell types, such as cardiomyocytes or endothelium. But our analysis could not detect a cardiomyocyte conformation cluster, and the small cluster that we linked with endothelial programs could not be associated with a highly distinctive conformation, but was clustered as part of the mesoderm state. It is possible that the reason for this is that these cell states are differentiating much later than pEry cells.

Within the embryo-proper we detected two clusters that match broad ectoderm and mesoderm/endoderm genome regulatory programs. The considerable transcriptional diversity within the mesoderm (and to a lesser extent the ectoderm and endoderm at E9) at this stage was correlated very weakly with conformation sub-clusters within these two clusters. Our current scHi-C data is limited in its depth and number of cells, in particular compared to scRNA-seq or scATAC modern datasets and our analysis suggests that sampling more embryonic cells may lead to characterization of additional statistically significant conformation clusters. But subsampling and in-depth analysis show that such potential additional conformation clusters are unlikely to represent high intensity differential conformation features (as those we detected for pEry cells). The differences between the clusters in terms of replication time regime and compartment structure were small and we had to use sensitive algorithms to deconvolve them from the more apparent cell-cycle signature. Interestingly, on the background of such a homogeneous conformation landscape we detected hundreds of lineage specific promoter-enhancer contacts that showed matching expression and epigenetic markup in the respective tissues. This argues for an important role for localized embryonic contacts within an initially homogeneous TAD and compartment structure in the embryo. However, the epigenetic stability of such local contacts and the existence of factors regulating them (in addition to the known TFs binding the relevant enhancers) are still unclear. Furthermore, only a small fraction of differential contacts could be explained by enhancer-promoter interactions. It also remains to be seen how specific localized contacts and their higher order structures^29,40,41^ contribute to later emergence of broader contact structures, as previously observed in the brain and other tissues. Conversely, since we showed in the case of erythrocytes that chromosomes can in principle be reprogrammed quickly, it will be interesting to understand how conformation in the embryo remains relatively homogeneous despite the activity of specific gene regulatory program, which epigenetic factors may facilitate the maintenance of such a flexible conformation, and whether this is linked with the retained developmental plasticity of most embryonic cells at this stage.

## Methods

### Experimental methods

#### Cell extraction, fixation and permeabilization

Pregnant C57BL/6 mice were sacrificed at day 9.5 post-coitum and three embryos were dissected under a microscope, in accordance with the Babraham Institute Animal Welfare and Ethical Review Body. The yolk sack was mechanically removed from each embryo, leaving the embryo proper only, and the embryos’ morphology was validated to match that of a wildtype E9.5 embryo. To create single-cells suspension, each embryo was moved to a 1.5 ml tube containing 200 µl of trypsin-EDTA (0.05% trypsin, 0.02% EDTA) and incubated at 37 °C for 5 min. 800 µl of cold MEF medium was then added to each tube to inactivate the trypsin.

To fix the cells, the cell suspensions of all three embryos were combined and MEF medium at room temperature was added to a final volume of 21 ml. 3 ml of 16% formaldehyde were added (2% formaldehyde final concentration) and the mixture was incubated for 10 min at room temperature, followed by quenching with 127 mM glycine for 5 min on ice and washing with cold PBS + 0.001% BSA. Cells were then permeabilized in 10 mM Tris-Cl pH 8, 10 mM NaCl, 0.2% IGEPAL CA-630 and cOmplete EDTA-free protease inhibitor cocktail (Roche) for 30 min on ice with intermittent agitation, and spun to collect a nuclei pellet.

#### Single-cell Hi-C library preparation

scHi-C libraries were prepared in a fashion similar to the one previously described^19^. Briefly, the nuclei were washed with 1.24x NEBuffer 3 (New England Biolabs) and suspended in 400 µl of that buffer. 6 µl of 20% SDS and then 40 µl of 20% Triton X-100 were added to the suspension, with an incubation of 60 min at 37 °C with constant agitation following the addition of each of these detergents. Next 50 µl of 25 U/µl MboI (New England Biolabs) was added and the suspension incubated at 37 °C overnight with constant agitation.

To label the digested DNA ends, dCTP, dGTP, dTTP and biotin-14-dATP (Thermo fisher) were added to the suspension (final concentration of 28.36 µM per nucleoside triphosphate) along with DNA polymerase I, large (Klenow) fragment (New England Biolabs, final concentration 0.095 U/µl) and the sample incubated at 37 °C for 60 minutes with occasional mixing. The sample was then spun and the supernatant partially removed, leaving a volume of 50 µl, followed by the addition of 100 µl 10x T4 DNA ligase reaction buffer (New England Biolabs), 10 µl 100x BSA (New England Biolabs), 10 µl of 1 U/µl T4 DNA ligase (Thermo Fisher) and water to a final volume of 1 ml, and incubated at 16 °C overnight. Finally, the nuclei were filtered through a 30 µm cell strainer and single nuclei were sorted into individual empty wells in 384 well plates using an BD Influx cell sorter. The plates were sealed and stored at −80 °C until further processing.

To prepare single-cell Hi-C libraries from single nuclei in plate wells, 2.5 µl of PBS was added to each well and the plate was sealed and incubated at 65 °C overnight. DNA was then tagmented using the Nextera XT kit (Illumina) by adding 5 µl of TD and 2.5 µl of ATM per well and incubating at 55 °C for 5 minutes, followed by cooling to 10 °C and adding of 2.5 µl of NT per well. Hi-C ligation junctions were then captured by Dynabeads M-280 streptavidin beads (Thermo Fisher; 10 µl of original suspension per well). Beads were prepared by washing with 1x BW buffer (5 mM Tris-Cl pH 7.5, 0.5 mM EDTA, 1 M NaCl), resuspended in 4x BW buffer (20 mM Tris-Cl pH 7.5, 2 mM EDTA, 4 M NaCl; 4 µl per sample), and then mixed with the 12.5 µl per-well sample and incubated at room temperature overnight with gentle agitation. The beads were then washed four times with 40 µl of 1x BW buffer, washed twice with 40 µl of 10 mM Tris-Cl pH 7.5 and resuspended in 12.5 µl of 10 mM Tris-Cl pH 7.5. Single-cell Hi-C libraries were amplified from the beads by adding 7.5 µl of Nextera PCR Master Mix, 2.5 µl of Index 1 primer and 2.5 µl of Index 2 primer (a different combination of index 1 and index 2 per well) followed by 12 PCR cycles. The beads were then magnetically removed and the supernatant from all 384 wells combined. The combined supernatant was purified using AMPure XP beads (Beckman Coulter; 0.6 times volume of the supernatant) according to the manufacturer’s instructions and resuspended in 100 µl of 10 mM Tris-Cl pH 7.5. Finally, the sample was purified again using AMPure XP beads (1.0 times volume of supernatant) and resuspended in 11 µl of 10 mM Tris-Cl pH 7.5.

#### Embryo dissection and collection of primitive erythrocytes

Pregnant females were anesthetized with isoflurane using the open-drop system, followed by decapitation in accordance with a protocol approved by the Florida State University Animal Care and Use Committee (ACUC). Uterine horns were removed, rinsed in room temperature PBS and embryos were isolated and transferred to a droplet of DMEM-high glucose, 10% FBS, 2 mM L-glutamine, 1X MEM-Eagle non-essential amino acids and 12 ug/mL heparin (Sigma #H31493). Placenta and extraembryonic tissues were removed, embryos were decapitated and circulating peripheral blood was allowed to flow into the droplet of the room temperature media from the severed vitelline and umbilical veins. Media was collected, pooled, and brought to a volume of 21.875 mL with room temperature media. Cells were fixed by adding a final concentration of 2% paraformaldehyde for ten minutes. Fixation was quenched by bringing the solution to a final concentration of 0.127 M glycine, then incubating on ice for 5 min. Cells were pelleted, washed with PBS and pelleted. Cells were flash-frozen and kept at −80 C. Cells were thawed and stained for CD71 and TER119. Cells were first blocked with 1 mL of PBS-FT (5% FBS, 0.1% Tween-20) for 1 h, then stained with 1:200 anti-CD71-PE (Invitrogen, 12-0711-82) and 1:200 anti-TER119-APC (Invitrogen, 17-5921-82) for 2 h at room temperature. Cells were washed and resuspended in 500 uL PBS-F (2% FBS) and Hoechst (15 ug/mL) and subjected to FACS by Aria (BD Biosciences). Primitive erythrocytes (CD71+, TER119+) were collected and pooled into a 50 mL falcon for scHi-C processing following the established protocol (Nagano et al., 2017).

#### MARS-seq

MARS-seq on E9.0 embryos was performed as previously described^42^ sorting 15 plates from 2 129S4/SvJae embryos and sequencing a total of 5760 cells, out of which we retained for analysis 4781 cells with at least 1000 unique molecular identifiers (UMIs) each (median coverage 4574 UMIs). The experiment was performed in accordance with the institutional animal care and use guidelines of the Weizmann Institute of Science.

### Sequencing and basic computational analysis

#### scHi-C sequence processing, quality control and cell cycle phasing

We processed the scHi-C data as described previously^19^. Briefly, paired-end reads were demultiplexed to single cells using cell specific barcodes. Reads were broken to segments using matches to MboI recognition site (GATC), and segments were mapped to the genome using Bowtie2. Duplicate contacts were discarded.

We next performed quality control (QC) on each single cell. Cells were filtered based on their coverage (total number of reads), fraction of non-digested contacts, maximal chromosomal coverage aberration, and the contact distance bin with highest number of contacts.

To partition cells into different phases of the cell cycle, and order the cells within the phases, we calculated for each cell the fraction of “near” reads (with distance <2 Mb), the fraction of mitotic reads (with distance 2–12 Mb), mean contact distance for distances at least 4.5 Mb, and the fraction of contacts from a predefined set of early replicating regions. These statistics were used to phase cells into post-mitotic, G1, early to mid-S, mid-S to G2 and pre-mitotic phases, and to order cells within each phase. We note that this approach to phasing was only used as a preliminary stage for the algorithms described below.

#### Metacell analysis

We applied the Metacell algorithm^27^ to organize E9 single cell profiles in 77 metacells (excluding 69 outlier cells), that we summarized into quantitative expression profiles and visualized as previously described^27^. 

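The authors' 77 metacells, pools of similar cells that they deposited as fractions of UMIs per gene, hold 1 pEry-like metacell by the same markers. Its globin genes made up 9.88% of the listed fractions, and those of no other metacell more than 0.12%. Ectoderm-like metacells were 33, of which 20 are neural ectoderm-like, and mesoderm-like metacells 21. The name was taken off 9 metacells, and 8 reached the minimum for no cell type. The listed genes of a metacell sum to 0.71 to 0.79.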

We also downloaded published single cell profiles from the mouse gastrulation atlas^21^ and generated 1306 atlas metacells on 110,291 QC-positive cells. Atlas metacells were annotated by majority voting on the published annotations of their cells, defining for each metacell *m*, the function atlas.type (*m*). Each atlas metacell i defined a gene expression distribution $${e}_{{gi}}^{{{{{{\rm{atlas}}}}}}}$$ over the set of the 2237 feature genes g used while constructing the metacell graph. For annotation of the E9 map, we identified for each E9 single cell profile the atlas metacell with maximal correlations $${{{{{{\rm{ann}}}}}}}={{{{{\rm{atlas.type}}}}}}\left(\right.{{{{{{\rm{argmax}}}}}}}_{i}[{{{{{\rm{cor}}}}}}(\log ({u}_{g}+1),\,\log ({\epsilon }+{e}_{gi}^{atlas})])$$, where $${u}_{g}$$ is the UMI vector for the E9 cell and $$\epsilon={10}^{-5}$$ is a regularization factor. We then annotated each E9 metacell with the atlas annotation atlas.type that was linked with most of its cells.

#### Definitions and derivation of the strict early and strict late genomic subsets

We partitioned the genome into bins of size 200 kb (or 40 kb, depending on application) and counted scHi-C coverage per bin and cell in a matrix. We performed down-sampling of the scHi-C data such that each cell has 75k contacts and defined:

$${{{{{\rm{DSN}}}}}}={{{{{\rm{ds}}}}}}{{{{{{\rm{n}}}}}}}_{j}^{i}$$

as the number of contacts that map to genomic bin *j* in cell *i* after downsampling.

We next identified strict-early and strict-late genomics bins. This was done by clustering the genomic bins *j* using the vectors $${{{{{{\rm{dsn}}}}}}}_{j}^{i}$$ into 4 groups using hierarchical clustering. The two clusters showing the highest and lowest coverage were shown to represent the previously observed^19^ A and B compartment structures respectively. These clusters behaved consistently (e.g. show enrichment (for A) and anti-enrichment (for B) in S-phase cells) between the pool of embryo and ESC cells. We will denote that derived genomic bins subsets $${{{{{{\rm{early}}}}}}}^{{{{{{\rm{strict}}}}}}}$$ and $${{{{{{\rm{late}}}}}}}^{{{{{{\rm{strict}}}}}}}$$.

We defined the early/late ratio of a cell as:

$${{{{{\rm{e}}}}}}{{{{{{\rm{l}}}}}}}^{i}={{\log }}2\left(\frac{\mathop{\sum}\nolimits_{j\in {{{{{{\rm{early}}}}}}}^{{{{{{\rm{strict}}}}}}}}{{{{{{\rm{dsn}}}}}}}_{j}^{i}}{\mathop{\sum}\nolimits_{j\in {{{{{{\rm{late}}}}}}}^{{{{{{\rm{strict}}}}}}}}{{{{{{\rm{dsn}}}}}}}_{j}^{i}}\right)$$

and classified mid S-phase cells as:

$${K}^{S}=\{i\,s.t.\,e{l}^{i}\, > \,1.8\}.$$

$${K}^{{non}-S}$$ was defined as all other cells.

#### A-score and early-score for genomic bins

For each genomic bin *j* and each cell *i*, we count the number of long range intra-chromosomal contacts (>1 Mb) observed between fragment ends in the bins and fragment ends in the $${{{{{{\rm{early}}}}}}}^{{{{{{\rm{strict}}}}}}}$$ and $${{{{{{\rm{late}}}}}}}^{{{{{{\rm{strict}}}}}}}$$ genome compartments, defining count vectors $$c{A}_{j}^{i}$$ and $$c{B}_{j}^{i}$$.

The A-score of a genomic bin is determined given a set *C* of scHi-C profiles (possibly all) as:

$${{{{{{\rm{scoreA}}}}}}}_{j}^{C}=\mathop{\sum }\limits_{\left\{i\in C\right\}}c{A}_{j}^{i}/\left[\mathop{\sum }\limits_{\left\{i\in C\right\}}c{A}_{j}^{i}+\mathop{\sum }\limits_{\left\{i\in C\right\}}c{B}_{j}^{i}\right].$$

The early-replication score (shortened early-score) of a bin is computed given a group *C* of cells (typically all or part of cells classified as S-phase) by comparing the relative coverage of the bin in *C* to its relative coverage in G1 cells:

$${{{{{\rm{s}}}}}}{{{{{\rm{core}}}}}}{{{{{{\rm{E}}}}}}}_{j}^{C}={{\log }}\left((\left|{G}_{1}\right|/\left|C\right|)\mathop{\sum}\limits_{\left\{i\in C\right\}}{{{{{\rm{ds}}}}}}{{{{{{\rm{n}}}}}}}_{j}^{i}/\mathop{\sum}\limits_{\left\{i\in {G}_{1}\right\}}{{{{{\rm{ds}}}}}}{{{{{{\rm{n}}}}}}}_{j}^{i}\right)$$

#### Mapping gene expression to genomic bins and scHi-C clusters

We used UCSC gene annotation to determine for each gene (as defined by the MARS-seq or 10X pipeline) a transcription start site (TSS) coordinate. Gene expression profiles were generated as the fraction of UMI per gene observed in scRNA-seq metacells or group of metacells^27^. Given an expression profile $${e}_{g}$$ we defined a profile over genomic bins $${e}_{j}$$ by taking the maximal expression of all genes mapping to TSSs on the bin *j*.

To match expression profiles and scHi-C clusters, we used clusters of TSSs showing coordinated or enriched expression to compute $${{{{{\rm{mean}}}}}}({{{{{{\rm{scoreA}}}}}}}_{\{j\in {{{{{\rm{TSSbins}}}}}}\}}^{C})$$ or $${{{{{\rm{mean}}}}}}({{{{{{\rm{scoreE}}}}}}}_{\{j\in {{{{{\rm{TSSbins}}}}}}\}}^{C})$$ for each scHi-C cluster C. $${{{{{\rm{TSSbins}}}}}}$$ sets were generated in two ways. First, given a metacell model, we normalized expression (log transforming and subtracting the mean over all metacell profiles), and selected the top 50 enriched TSSs that had enrichment value larger than 0.5. These TSS sets were used to compute the matching between A and early scores and the erythrocyte scHi-C cluster in Fig. 1. Second, we clustered genes based on their metacell log2 UMI enrichment profiles (Fig. 3I), generating clusters that were curated manually and derived $${{{{{\rm{TSSbins}}}}}}$$ sets from them for analysis of A-score and early score differences (Fig. 3J, K).

### Hi-C contact matrices analysis

#### Shaman analysis

To calculate enrichment of genome contacts in a Hi-C contact matrix, and to visualize chromosomal conformations, we used the Shaman algorithm^24,28^. We pooled all cells in each cell cluster, and down-sampled the contacts to the same number in each cell cluster pool. We then applied Shaman to the down-sampled contact pools. Briefly, Shaman shuffles contacts while maintaining the marginal coverage distribution and the contact distance distribution, creating a random shuffled contact matrix. The enrichment of a contact is then scored using a KS statistic on the k-nearest neighbors of that contact in the original down-sampled contact matrix and shuffled contact matrix. The Shaman results we report here were derived using an improved MCMC sampler that provide better convergence (in particular on matrices with a smaller number of contacts). In short, the algorithm uses efficient data structures to compute precisely the MCMC update rule. This approach is replacing the previously used strategy of adaptive calibration of a correction term for the function assigning probability for contacting at any genomic distance.

#### Insulation

We calculated insulation as described previously^24,29^. For a genomic locus, we counted the number of contacts where one contact is up to 200 kb upstream of the coordinate and the other up to 200 kb downstream. We next counted the number of contacts where both contacts are in distance up to 200 kb from the coordinate. The log ratio between these two numbers is the insulation score. We performed this calculation genome wide in 40 kb jumps.

#### Virtual 4 C

To calculate the 4 C trace at a specific genome coordinate *x*, we looked at all contacts which satisfy either of the next conditions:

- One of the fragment ends is at distance <3e3 from *x*, and the distance between the fragment ends is <1e5.
- One of the fragment ends is at distance <1e4 from *x*, and the distance between the fragment ends is between 1e5 and 5e5.
- One of the fragment ends is at distance <3e4 from *x*, and the distance between the fragment ends is between 5e5 and 1e6.

To screen for conformation differences for two scHi-C clusters in a set of target loci, we calculated the difference between their virtual 4 Cs. We partitioned the 4C trace to bins based on contact distance (2.5e4, 5e4, 1e5, 2e5, 3e5, 5e5, 7.5e5, 1e6, on both 3’ and 5’). We averaged the Shaman scores within every bin, and defined the distance of the conformations for two clusters as the maximum difference (in absolute value) over all bins.

### Parameters and specific figure panel analysis

#### Clustering ESC, Embryos and erythrocytes (Fig. 1)

We processed the scHi-C data, and performed QC and cell cycle phasing as described above. For generating clusters in Fig. 1, we used S-phase seeding (Supplementary Methods), with the following inputs: $${{K}^{S},K}^{{non}-S},\,{{{{{\rm{DSN}}}}}},$$ and the matrices $$c{A}_{j}^{i}$$ and $$c{B}_{j}^{i}$$.

To identify primitive erythrocytes, we identified a bin cluster (of the 11 A-score-based bin clusters, see Supplementary Methods) that had high C3-specific A-score, and similarly a bin cluster with low C3-specific A-score. We calculated the pooled A-score of each of these two bin clusters in each single cell (denoted $${{{{{\rm{cell}}}}}}{\_}{{{{{{\rm{A}}}}}}}_{m}^{i}$$ in the Supplementary Methods), and used a linear separator to classify cells based on these two scores as either C3 or non-C3 (Supplementary Fig. 4D). Embryo cells that were not classified as C3 were assigned to C2, and ESC cells to C1.

We generated the genomic bin expression value, A-score and early-score in ESC and non-pEry embryo as described above, in 40 kb resolution. We defined genomic bins with at least 4-fold change in expression as ESC- and embryo-induced. Similarly, we defined embryo A-specific bins and ESC A-specific bins as having at least 0.2 difference in A-score.

We screened for genes with different Shaman score in ESC and embryo using comparisons of virtual 4Cs as described above. We similarly calculated differences in Shaman scores for embryo and ESC A-specific bins (Supplementary Fig. 4A), but looking at the 4 C profile of each bin only up to 500 kb upstream and downstream.

#### Erythrocyte analysis (Fig. 2)

As before, we generated the genomic bin expression value, A-score and early-score in pEry and non-pEry in 40 kb resolution. We defined genomic bins with at least 4-fold change in expression as pEry- and non-pEry-induced. We also identified bins that were not expressed in either of the clusters.

To create Fig. 2J we identified 40 kb genomic bins with A-score that is at least 0.35 higher in Erys compared to embryo. We merged adjacent bins meeting this criterion, and for every set of merged bins found the bin with highest difference in A-score between Erys and embryo. For every such bin, we looked at the average A-score of its 3’ and 5’ bins up to 400 kb. We reversed A-score traces (mirroring 3’/5’) to create a matrix in which for all rows, the upstream 5’ A-score is higher. We concatenated the A-score trace in pErys and non-pErys, and clustered the concatenated traces using kmeans into 8 clusters. We performed a similar analysis when taking genomic bins with A-score that is at least 0.35 higher in embryo compared to Erys (Supplementary Fig. 4H).

To create Fig. 2L, we partitioned the contact matrix into 20 kb × 20 kb bins, and created for each of the loci in Fig. 2J a matrix of average Shaman scores in the 1 Mb around it (on both sides). We then averaged the scores in such matrices for the loci in each of the Fig. 2J clusters.

*Gata1 and Tal1 ChIP-seq*. We scored and normalized 20 bp bins for their *Gata1* and *Tal1* ChIP-seq score using data from ENCODE. We used ChIP-seq scores as previously described, computing ChIP coverage percentiles *p* for each bin, and defined the score as −log2(1 − *p*). We defined *Gata1* and *Tal1* binding sites as those having score > 8. For 40 kb genomic bins we computed a binding score as the maximum ChIP-seq score of all binding sites contained in it.

#### Clustering the embryo proper (Fig. 3)

We applied the replication trend mixture model (Supplementary Methods) on embryo scHi-C profiles classified as non-pEry, non-G1 and non-M as described above. We further selected cells with sufficient coverage (at least 8 contacts per 200 kb bin on average), and mid-S phase classification as in Nagano et al. 2017^19^.

We set $${n}_{{ij}}$$ as the number of contacts in cell $$i$$ that map to genomic bin $$j$$ and excluded the X chromosome, or any bin with mean coverage <8. To set $${p}_{j}$$, we calculated the fraction of contacts that mapped to each genomic bin across all G1 cells that are not erythrocytes.

To initialize the model we clustered cells hierarchically using distances based on correlations between rows in a normalized $${n}_{{ij}}$$ matrix. Normalization provided initial heuristic correction to the cell cycle effect by ordering cells according to their scHi-C fraction of short range contacts and subtracting for each locus the running mean (using a window of 20 cells).

Given this clustering solution, we initialized $$E\left[{z}_{{ik}}\right]$$ such that each cell belongs to its cluster with probability 0.5, and to all other clusters with equal probability. In case $$k=2$$, each cell belongs to its cluster with probability $$\frac{2}{3}$$. To initialize $${s}_{i}$$ we ordered the cells by the fraction of short-range contacts they make, and assigned them values between 1.2 and 1.8 according to their order, assuming that all parts of the replication program are equally represented in the data.

We performed cross validation on the hyperparameters, as described in the Supplementary Methods, and selected $$L=12$$, $$R=11$$, $$\lambda=40$$.

To generate UMAP projections of mid-S phase cells, we normalized $${n}_{{ij}}$$ coverage by G1 mean coverage, selected bins with high variance to mean ratio, and calculated a cell-cell correlation matrix using these values. We then used the R package umap with default parameters (and random seed = 42). We repeated this analysis using data normalized based on inferred s-score (see Supplementary Methods).

##### Plotting replication trends for early replicating bins

To plot Fig. 3F, we identified bins that are in replication regime 2 (out of 12) in C2.1 (left plot; C2.3 for the right plot), and are in replication regime $$\ge$$4 in all other clusters, and for every cell calculated the total fraction of contacts from these bins.

##### Executing other scHi-C clustering algorithms

We executed schicluster and scHi-C topic modeling. We ran schicluster and topic modeling with resolutions 1 Mbp and 0.5 Mbp respectively, as performed in the publications of these methods.

##### Cluster annotation

To annotate the C2.1, C2.2 and C2.3 clusters, we used 15 TSS bin sets $${G}_{1},..{G}_{15}$$ derived from the E9 metacell model data as described above. To account for possible differences in the s-score distribution in each cell cluster, we ordered genomic bins $$j\in \mathop{\bigcup}\nolimits_{m}{G}_{m}$$ by their mean early score across clusters, computed for each bin $${{{{{\rm{score}}}}}}{{{{{{\rm{E}}}}}}}_{j}^{{C}_{k}}$$ and subtracted from it the running mean using a window of 200 bins, defining $${{{{{\rm{score}}}}}}{{{{{{{\rm{E}}}}}}}_{j}^{{\prime} }}^{{C}_{k}}$$. We then computed $${{{{{\rm{mean}}}}}}({{{{{\rm{score}}}}}}{{{{{{{\rm{E}}}}}}}_{\left\{j\in {G}_{m}\right\}}^{{\prime} }}^{{C}_{k}})$$, and normalized rows to create the matrix shown in Fig. 3J. A similar normalization strategy was used with A-scores to derive the matrix in 3 K. We repeated the same analysis for the gastrulation atlas metacell model, using 20 gene modules. We note that in order to test possible functional association of the C2.2 cluster, in this analysis we only used 42% of its cells showing a stronger correlation structure. Similar results were obtained using the entire C2.2 cluster.

To compare C2.1 and C2.3 to E14.5 data^24,33^, we computed A-scores for genomic bins of length 40Kbp in four samples: C2.1 cells, C2.3 cells, E14.5 HSCs and E14.5 NPCs. To compute these scores, we used the strict-early and strict-late genomic bins that we used to calculate A-scores previously. Because of the large difference in depth between our data and the E14.5 data, we downsampled the contacts of each genomic bin such that the total number of strict-early and strict-late contacts a genomic bin makes is the same in the four different samples. The downsampled contacts were used to calculate the A-scores.

To estimate our assay’s sensitivity, we sampled 100, 75, 50 and 25 cells from cluster C2.1, and applied the replication mixture model to a dataset including this subset with all cells from C2.2 and C2.3. We performed a similar analysis for C2.3.

To search for additional sub-structure in cluster C2.1 and C2.3 (Supplementary Fig. 9) we applied hierarchical clustering to cell-cell correlations derived using s-score normalized copy number profiles. We partitioned C2.1 into 3 subclusters, and C2.3 into 9 subclusters. To annotate the C2.1 subclusters, we correlated their A-score and coverage fold changes with differential gene expression of ectodermal cell types. To calculate the gene expression profile of a cell type, we calculated the average log2 expression of each gene across all the cell type’s metacells in the E9 scRNA-cell data. We then subtracted from each gene its mean expression across ectodermal cell types. This gave each gene its differential expression across all ectodermal cell types. To calculate a genomic bin’s A-score fold change in a subcluster, we calculated the A-score by pooling all contacts from the subcluster’s cells, and the A-score by pooling all contacts from the other subclusters’ cells. The bin’s A-score fold change is then the log2 of the ratio between these A-scores. To calculate the coverage fold change, we calculated the relative coverage in the pool of the subcluster’s cells as described above, and the relative coverage in the pool of other subclusters’ cells, and took the log2 of their ratio. We then only selected genes with at least 2-fold change in gene expression in some cell type, and correlated their relative expression with the A-score and coverage fold changes of the bins containing these genes. Both the A-score and coverage were calculated for genomic bins of size 200 kb. To annotate the C2.3 subclusters we did a similar analysis, but used only genes with at least 4-fold change in gene expression in some cell type.

#### Screening for differential ecto/meso contacts (Fig. 4)

We identified enhancers using Chip-seq ENCODE data from ectoderm (forebrain, midbrain, hindbrain) and mesoderm (heart and limb) tissues^43^. We calculated the ChIP-seq scores (log2(1-percentile)) in 20 bp resolution for each of the 5 tissues. We called enhancers as contiguous genomic intervals (or peaks) showing H3k4me1 scores > 7 (that is, the top 1/128 bins). We scored each peak H3k4me1 occupancy in mesoderm (maximum between the values of the two tissues) and ectoderm (maximum among the values of the three tissues). To define mesoderm and ectoderm specific peaks we required a score of at least 9 in one set of tissues and a difference of at least 3 between the scores of the two tissue sets. Overall this approached generated 24059 and 9506 meso and ecto- specific enhancers respectively.

To identify meso- and ecto- specifically expressed genes (and TSSs), we identified three metacells representing the mesoderm transcriptional state and three others representing the ectoderm state. We computed the maximum expression per gene in each set. 826 genes were showing at least two-fold difference between the two profiles, and their TSSs were considered for enhancer associations below.

To create a set of potential promoter-enhancer interactions, we linked each enhancer peak with its closest TSSs. We searched for such TSSs 50k-500k upstream and downstream of the enhancer locus (so up to two genes were linked with each peak). We did not use pairings spanning less than 50 kb since scHi-C resolution at such distances is limited. We also note that our pairing heuristic is by no means exhaustive, and is meant only to generate a shortlist of putative pairs.

Finally, we identified mesoderm and ectoderm specific enhancer-promoter candidate pairs as those involving a differential enhancer and a specifically expressed gene according to the definitions above. We defined the Shaman score of a putative enhancer-promoter interaction as the score of the contact between coordinates closest to the enhancer and promoter (using Euclidean distances)), and computed it for both meso and ecto. We selected pairs with Shaman score at least 15 higher in the expected cell cluster, or with an absolute shaman score at least 15 if the other score is negative, as having three way support.

To derive a *p*-value for the number of contacts between an enhancer and a promoter, we counted the number of contacts in the pooled ectoderm and mesoderm cells in a 50 kb window (25 kb to each direction) around the enhancer-promoter in the contact matrix. Denote these numbers for an enhancer-promoter pair *ep* by $${{{{{{\rm{ecto}}}}}}}_{{ep}}$$ and $${{{{{{\rm{meso}}}}}}}_{{ep}}$$. We similarly counted the number of contacts for all other enhancers and their associated TSSs. To test whether an enhancer-promoter pair had a high number of contacts in ectoderm, we calculated $${{{{{{\rm{ecto}}}}}}}_{{ep}}-\,{{{{{{\rm{meso}}}}}}}_{{ep}}$$, and compared it to the empirical distribution of $${{{{{{\rm{ecto}}}}}}}_{{e{{\hbox{'}}}p{{\hbox{'}}}}}-\,{{{{{{\rm{meso}}}}}}}_{{e{{\hbox{'}}}p{{\hbox{'}}}}}$$ for all background enhancer promoter pairs *e’p’* that had the same $${{{{{{\rm{ecto}}}}}}}_{{e{{\hbox{'}}}p{{\hbox{'}}}}}+\,{{{{{{\rm{meso}}}}}}}_{{e{{\hbox{'}}}p{{\hbox{'}}}}}$$ value as *ep*. To increase power, for Supplementary Fig. 10C, D we only looked at enhancer-promoter pairs for which $${{{{{{\rm{ecto}}}}}}}_{{ep}}+\,{{{{{{\rm{meso}}}}}}}_{{ep}}\ge 80$$. For the background distribution to be accurate, we only considered $${{{{{{\rm{ecto}}}}}}}_{{ep}}+\,{{{{{{\rm{meso}}}}}}}_{{ep}}$$ values with more than 100 other enhancer-promoter pairs with similar $${{{{{{\rm{ecto}}}}}}}_{{e{{\hbox{'}}}p{{\hbox{'}}}}}+\,{{{{{{\rm{meso}}}}}}}_{{e{{\hbox{'}}}p{{\hbox{'}}}}}$$ value. We performed a similar analysis for mesoderm.

We performed a similar analysis to identify H3k27me3-gene pairs. Genes were selected similarly. H3k27me3 regions were selected as those with ChIP-seq score > 7. We designated ecto- or mesoderm specific regions as those having ChIP-seq score > 3 higher than the other tissue. The selected pairs are those where the gene is lowly expressed and the H3k27me3 signal is higher.

To find all hotspots with support for different chromosomal conformation between ectoderm and mesoderm, we looked only at contacts in distance 1e4 to 1e6. We compared the Shaman score of every meso contact to the Shaman score of its nearest ecto contact. We detected regions with high Shaman difference iteratively. In each iteration we identified the contact with the maximal Shaman difference between meso and ecto, and removed all contacts where both their ends are in distance <5e4 from the maximal-difference contact. We continued with this process until no contact with Shaman difference >40 remained. This resulted in 5200 hits that we used in order to estimate the fraction of differential contacts explicable by known three-way supported promoter-enhancer pairing in the text.

#### Analysis of multiome-data and integration with pooled Hi-C clusters

We used scRNA-seq and scATAC-seq profiles from a recent paper by the Reik group^38^ to generate the analysis in Fig. 5, applying the following steps:

1. Using metacell-2^44^ with default parameters and target metacell size of 320 K UMIs to organize scRNA-seq profiles into 1404 metacells.
2. Using the RNA-based grouping of cells to collect single-cell ATAC reads and create a genomic track for each metacell.
3. Finding all genomic intervals with ATAC-coverage (total over all metacells) larger than 300 and identifying the maximal coverage 300 bp within each such interval as a peak. Overall this provided us with 94,600 peaks.
4. Grouping RNA metacells into 300 clusters using hierarchical clustering of the RNA signatures. RNA clusters were associated with cell type by comparison to gastrulation manifolds and TF expression profiles.
5. We then pooled ATAC reads over the clusters and extracted the reads within identified peaks into an accessibility count matrix. We removed cell clusters supported by fewer than 82 K ATAC reads, retaining for analysis 285 clusters.
6. Normalizing peak ATAC coverage in each cluster by normalizing (dividing by total reads for the cluster) and transforming the frequencies p to log2(1e-5+p).
7. Running kmeans++ with a large number of clusters (K = 120) over the normalized accessibility profiles. Deriving mean peak cluster profile by averaging the log normalized ATAC values.
8. Filtering peak clusters with less than 100 peaks (only 1 case). Annotating peak clusters as variable whenever at least four metacell clusters showed mean ATAC value smaller than −16 and the difference between minimum and maximum value over the cluster was larger than 0.7. All other clusters were considered constitutive.
9. Computing the A-score of each peak in ESC, Embryo, pEry, C2.1 and C2.3. Analysis of the A-score distributions in each cluster is used to generate Fig. 5B–D.
10. Identifying all pairs of peaks within less than 200 kb genomic distance. Summarizing the number of such pairs between elements of each pair of clusters into a matrix of observed “proximities”. Multiplying each element in the matrix by the total matrix counts divided by the product of its row and column total counts. Log transforming the resulted *enrichment ratio*, followed by hierarchical clustering of the submatrices defined by the constitutive and variable peak clusters (separately) in order to generate the heat map of Fig. 5E.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The scHi-C and scRNA-seq data generated in this study have been deposited in the GEO database under accession code GSE148793. The ESC scHi-C data used in this study are available in the GEO database under accession code GSE94489. The previously published embryo gastrulation scRNA-seq data used in this study are available in the ArrayExpress database under accession code E-MTAB-6967. The scRNA/scATAC multiome data used in this study are available in the GEO database under accession code GSE205117. The neural progenitor cells’ Hi-C data used in this study are available in the GEO database under accession code GSE96107. The hematopoietic Hi-C data used in this study are available in the GEO database under accession code GSE119201.

# Supplementary material for: Single cell Hi-C identifies plastic chromosome conformations underlying the gastrulation enhancer landscape
**Source:** Nat Commun. 2023 Jun 29;14:3844. doi: 10.1038/s41467-023-39549-4
**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary Information

## Single cell Hi-C identifies plastic chromosome conformations underlying the gastrulation enhancer landscape

Nimrod Rappoport<sup>\*1,2</sup>, Elad Chomsky<sup>\*1</sup>, Takashi Nagano<sup>3, 4</sup>, Charlie Seibert<sup>5</sup>, Yaniv Lubling<sup>1</sup>, Yael Baran<sup>1</sup>, Aviezer Lifshitz<sup>1</sup>, Wing Leung<sup>3, 4</sup>, Zohar Mukamel<sup>1</sup>, Ron Shamir<sup>2</sup>, Peter Fraser<sup>4, 5</sup>, Amos Tanay<sup>1</sup>

\* Co-first authors

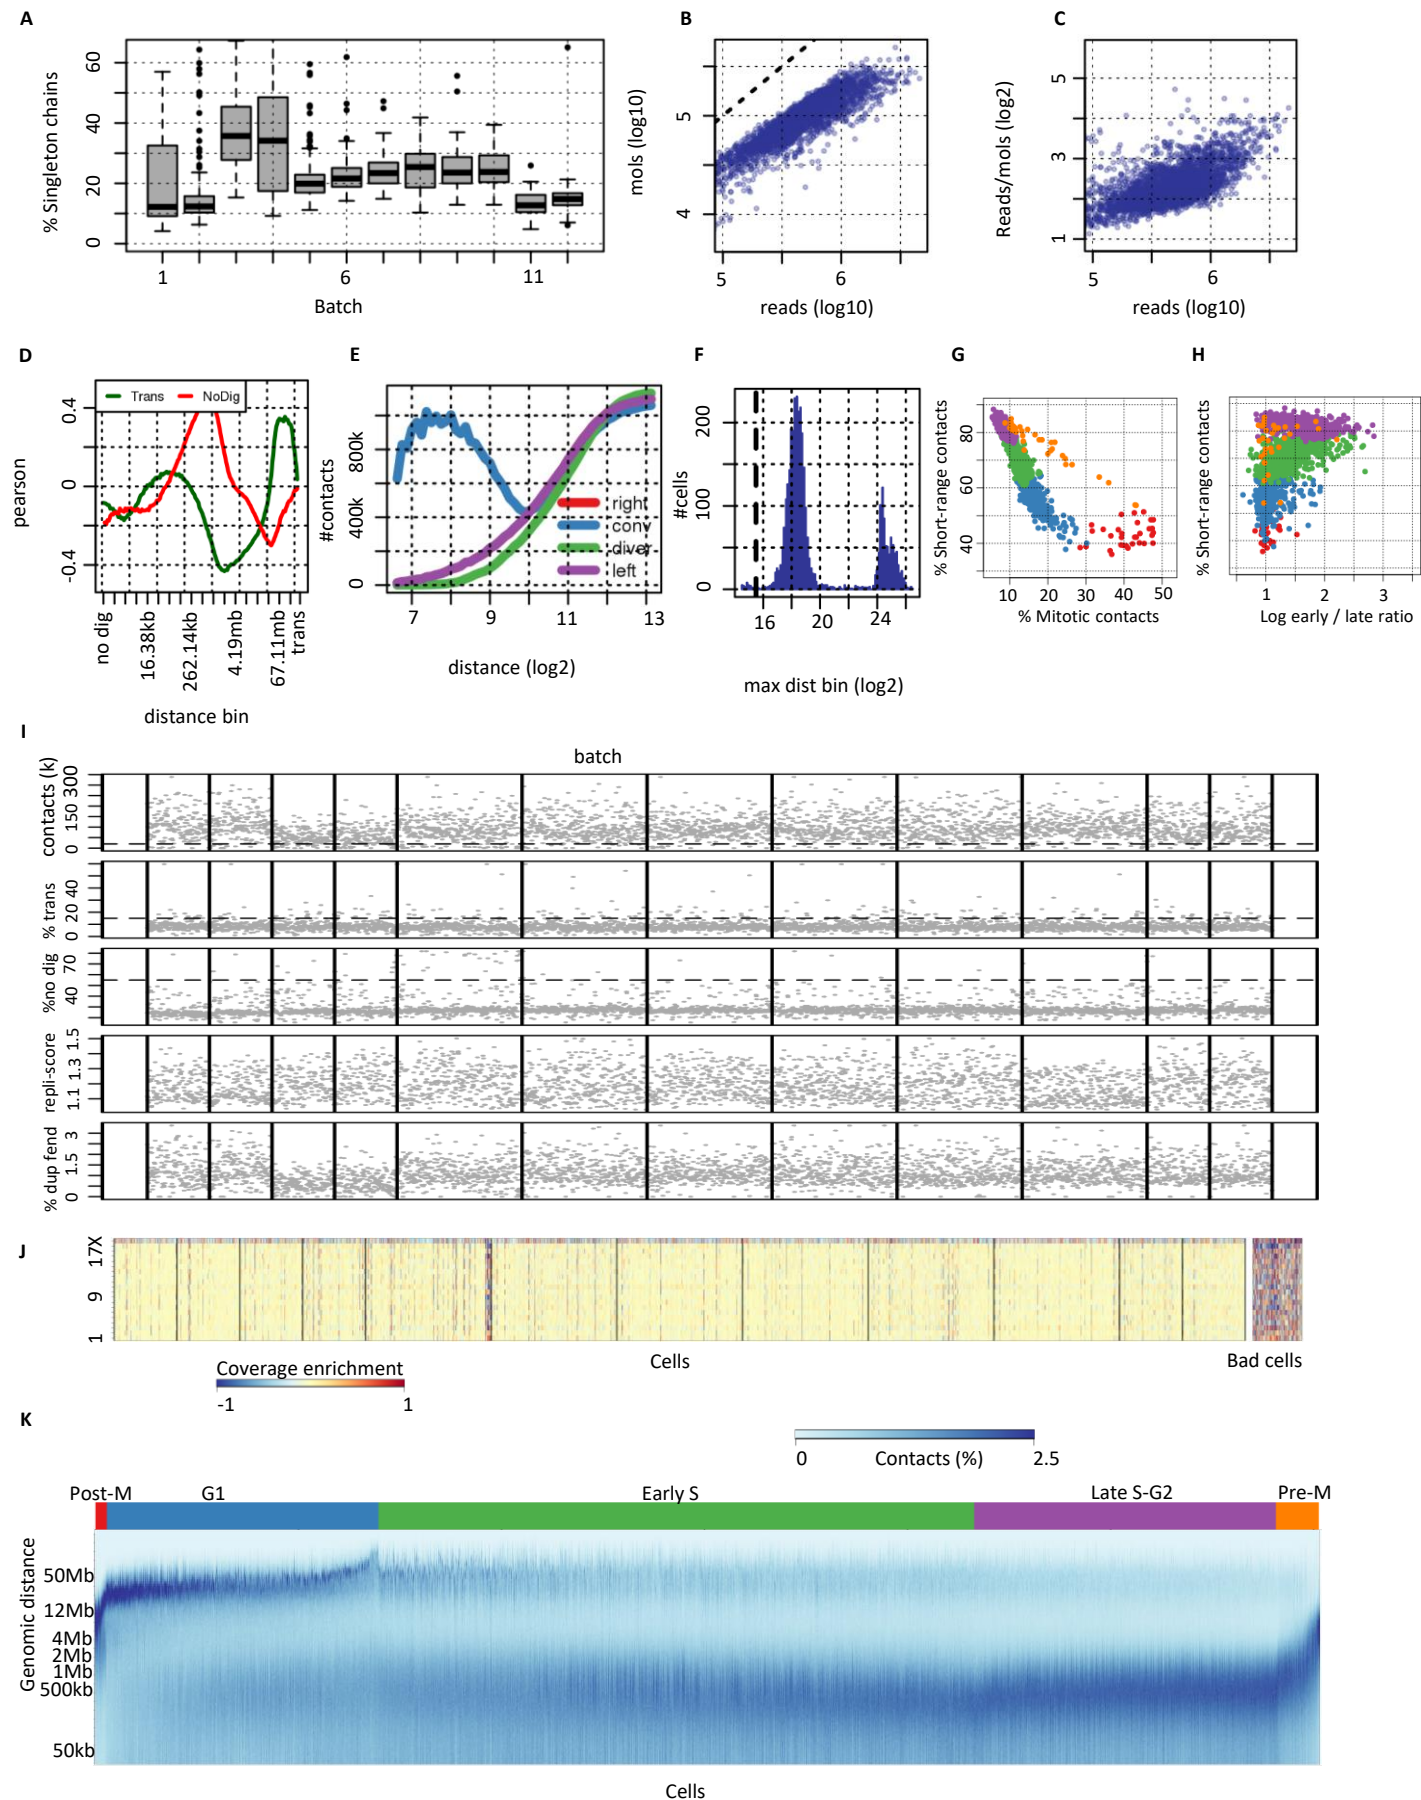

### **Supplementary Fig 1: Embryo scHi-C QC and cell cycle distributions**

**A:** Fraction of singleton chains (reads with one restriction fragment) per batch. n equals 192 or 384 cells, depending on batch. Box limits are the first and third quartile, center line is the median, whiskers are 1.5 times the interquartile range, and points are outliers.

**B-C:** Shown are single cell read-depth vs number of ligation events extracted (B) or mean number of reads per molecule (C).

**D:** Correlation of the fraction of trans and non-digested contacts with the fraction of contacts in different contact distances.

**E:** Statistics on fragment end orientation at the ligation junction for reads coupling fragments within short genomic distance (from 128bp to 8192bp)

**F:** Distribution of the most frequent contact distance bin over all single cells.

**G-H:** Same as **Fig 1B-C**, using the mESC data. These panels are adapted from “Cell-cycle dynamics of chromosomal organization at single-cell resolution”, Nagano et al., Nature 2017.

**I:** QC for single cells (dots) over 12 experimental batches.

**J:** Copy number enrichment score for chromosomes. Right cluster of scHi-C profiles represents highly aberrant profiles that were excluded from further analysis. Overall, we observed stable karyotypes in the embryo, as expected (and in contrast to ESCs)

**K:** Distribution of contact distance (color coded) for single cells (columns), ordered by inferred cell cycle stage (defined as in Nagano et al, 2017)

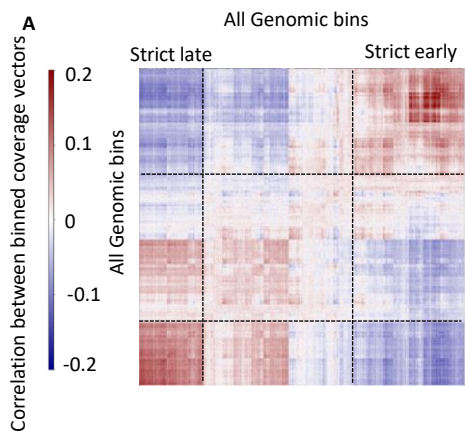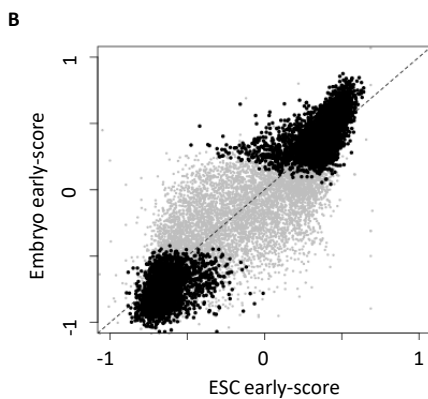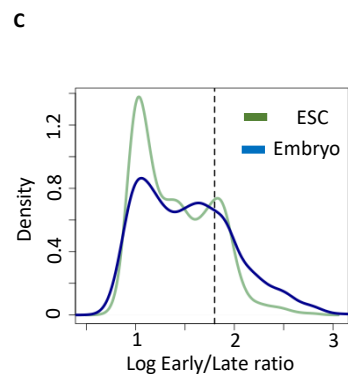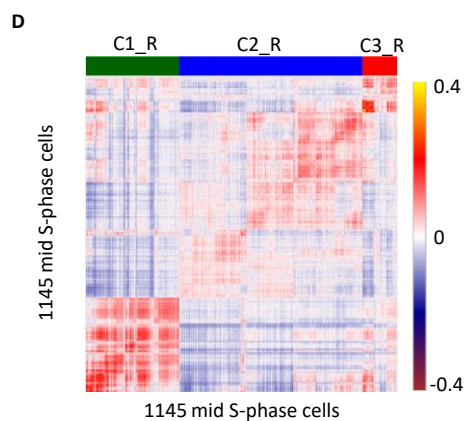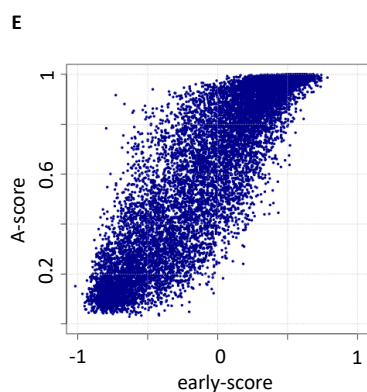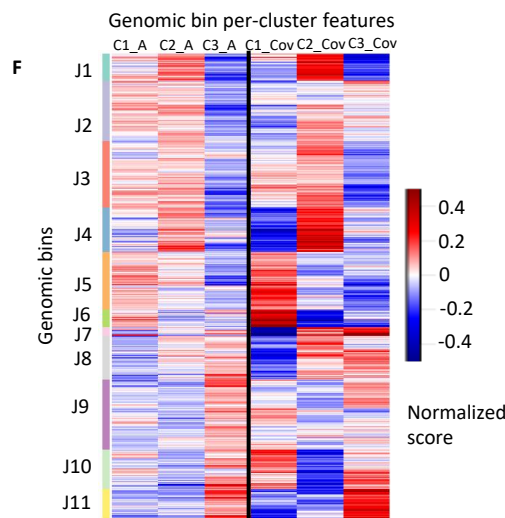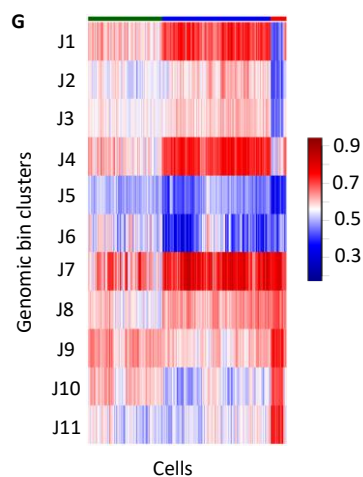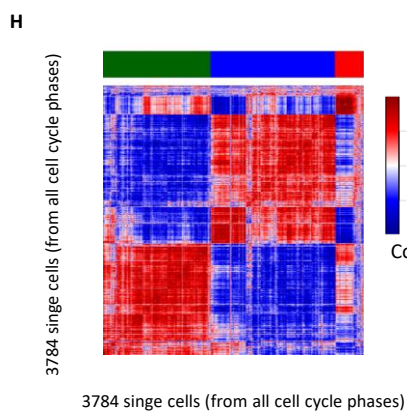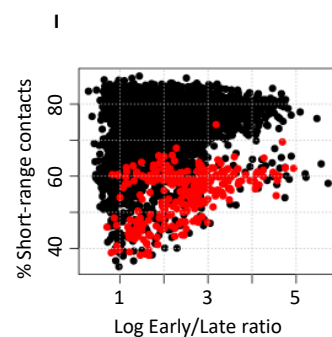

## **Supplementary Fig 2: S-phase cluster seeding**

**A:** Heatmap showing correlation of relative coverage profiles (number of contacts per 200kb genomic bin) over single ES and Embryo cells. Clustering was used to define two cohesive groups of bins that are used to define the “strict early” and “strict late” genomic signatures.

**B:** Each dot is a 200kb bin and the value for X and Y axes represent statistics for 344 ESC and 801 embryo cells, respectively. The values represent the log2 ratios of coverage for mid S-phase cells relative to cells in matching G1 cells. Black points represent bins in the strict early (top right) and strict late (bottom left) groups. These are showing consistent replication time behavior between ESC and Embryo cells.

**C:** Distribution of log2 single cell ratios between coverage on strict early and strict late genomic bins. These ratios serve as indicators for identifying replicating cells and are consistent between ESC (green) and embryo (blue) cells. The dashed line represents the threshold for defining mid-S phase cells in downstream analysis.

**D:** Heat map depicting cell-cycle normalized correlations between coverage profiles on 200kb bins for all mid-S phase cells (1145 in total). Hierarchical clustering was used to order profiles and define three coarse grained clusters, marked on top and labeled as C1\_R, C2\_R and C3\_R.

**E:** Correspondence between early-score and A-score. For each 200kb genomic bin we compared the early-score (quantifying how early replicating is the bin on average) and the A-score (Quantifying how much the bin is contacting with strict-early bins).

**F:** Shown are clusters of genomic bins (rows, J1-J11), organized according to their normalized A-scores and early-scores in the three seed clusters (C1\_R, C2\_R, C3\_R) (columns).

**G:** We calculate for every cell its normalized A-score for each of the 11 genomic bin groups shown in F. Cells are clustered into three groups (top bar) using this representation, extending the original C1\_R, C2\_R and C3\_R seeds.

**H:** Correlation heat map of the clustering shown in G.

**I:** Comparing early / late ratio and percentage of short range contacts for all cells, where cluster C3 cells are marked in red.

### **Supplementary Fig 3: scRNA-seq reference map**

**A:** Metacell model on 4712 single cell profiles acquired from E9.0 embryos. Marker genes (rows) are color coded by their expression in metacells. Metacell annotation is based on projection to the E6.5-E8.25 gastrulation atlas (bottom color bars).

**B:** Metacell 2d projection graph of the E9 scRNA-seq data.

**C:** Color coded maps showing matching between each metacell and the single cell Hi-C cluster 3, using early-score (left) or A-score (right) on regulated TSSs (methods).

**D:** Metacell projection for 110291 QC positive cells from the published scRNA-seq gastrulation atlas. Color coding is using majority voting on the original atlas annotation.

**E:** Similar to C, but using the gastrulation atlas.

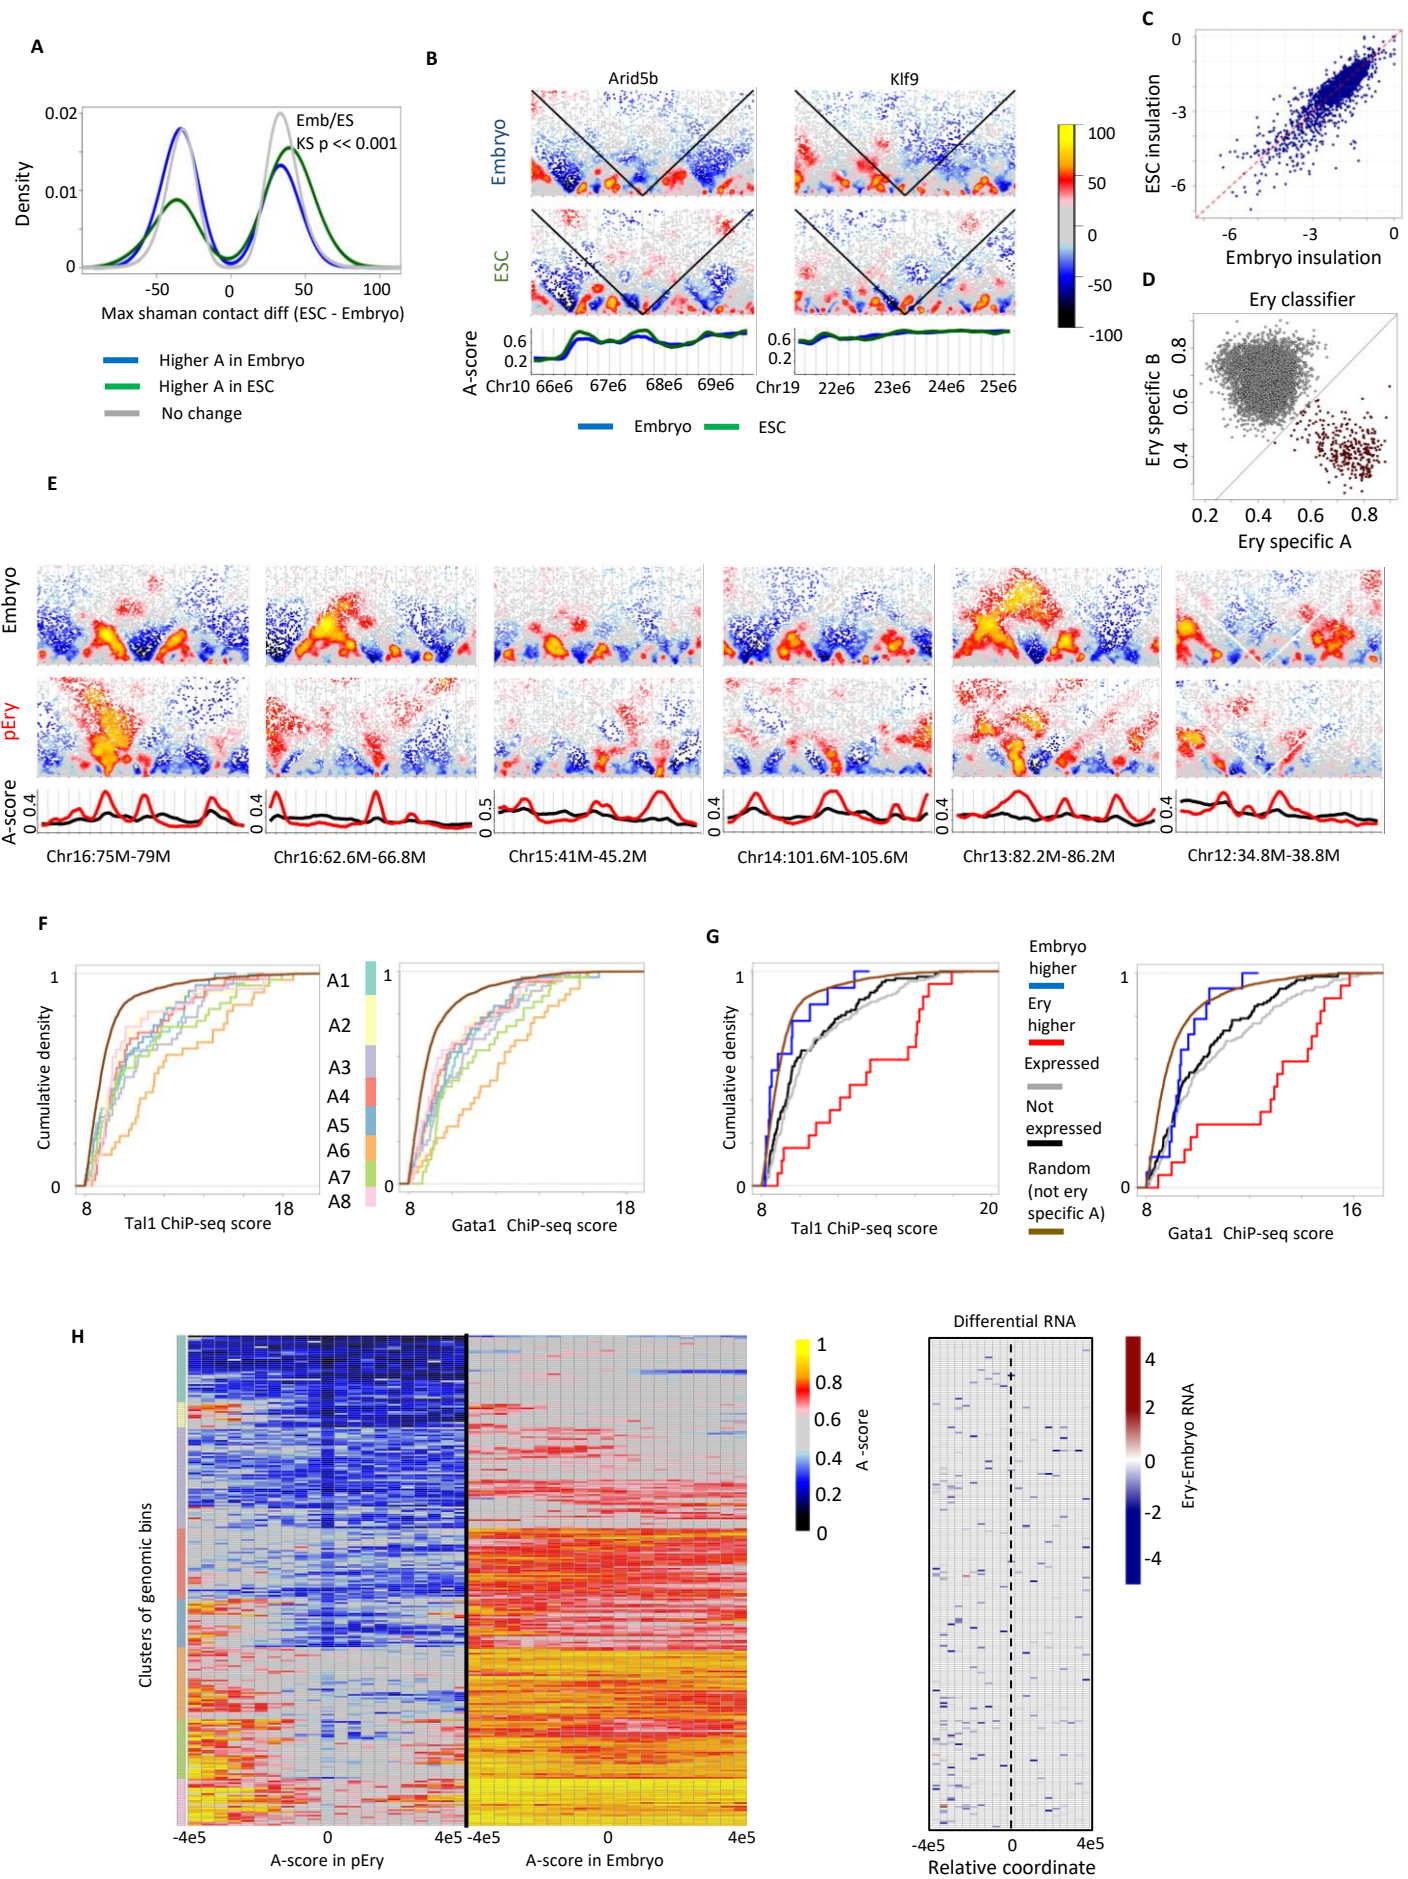

#### **Supplementary Fig 4: ESC, Embryo and pEry scHi-C conformation clusters**

**A:** Embryo/ESCs differential contacts in loci grouped by differential A-score. We grouped 40kb genomic bins based on the differential A-score between ESC and non-pEry embryo cells. We created two virtual 4C profiles (from embryo and ESC pooled contacts) from the bin and up to 500kb upstream and downstream and identified the maximum difference between them (in absolute values). Positive values indicate higher contact enrichment in ESC and negative in non-pEry embryo cells. Shown are the distributions of the maximum 4C differences over bins in the three groups. The data are indicating ESC specific A-loci are significantly more engaged in differential contacts than Embryo specific A-loci (two-sided Kolmogorov–Smirnov test over n=600 ESC specific and n=554 Embryo specific A-loci).

**B:** Two examples of loci with differential contacts between ESC and embryo, but no significant change in A-score.

**C:** Comparison of contact insulation scores in the embryo and ESC.

**D:** Classification of pEry cells. We compared contacts in the C3 and C2 cell clusters to identify loci forming more contacts with strict-early bins in C3 as Ery-specific A bins, and similarly Ery-specific B bins. We then scored single cells using the ratio between Ery specific A bins and strict early/strict late bins generating the Ery specific A score (X axis), and similarly the Ery specific B score using the Ery-specific B bins (Y axis). Plotted are these two scores for all embryo cells, where the threshold used for classifying pEry cells is marked by a dashed line.

**E:** Examples of genomic domains with several Ery specific A-associated hotspots.

**F:** Cumulative distributions for *Tal1* and *Gata1* ChIP-seq values over loci in the Ery specific A clusters A1-A8 shown in **Fig 2**. Distribution over randomly sampled genomic bins is shown for reference in brown.

**G:** Cumulative distributions for *Tal1* and *Gata1* ChIP-seq values over loci in Ery specific A bins, classified according to transcriptional output from the bin in Ery and non Ery embryo metacells. Distribution over randomly sampled genomic bins is shown for reference in brown.

**H:** Similar to **Fig 2J,K**, but clustering data from bins showing Embryo specific high A-scores.

A

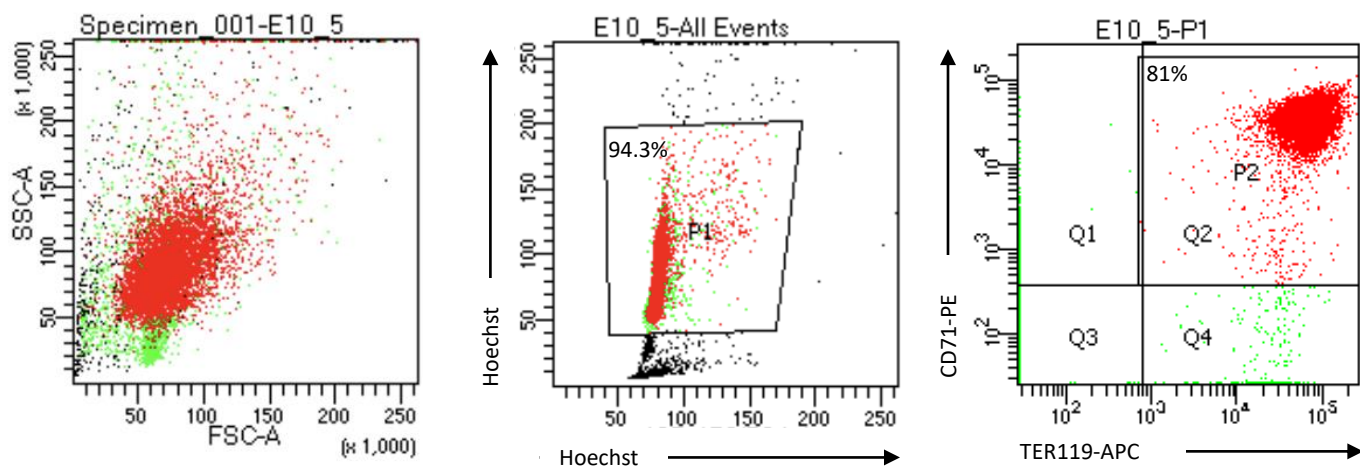

B

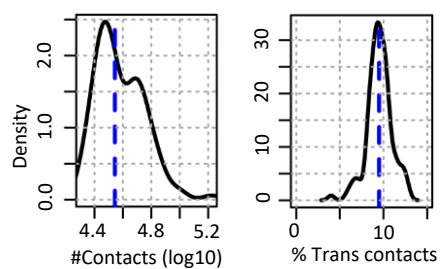

C

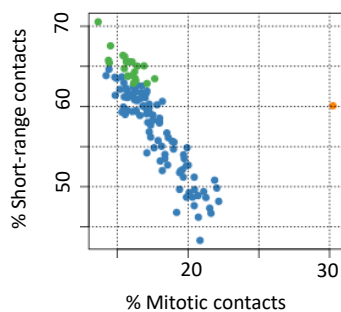

D

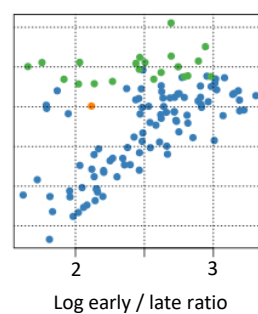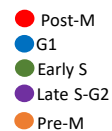

E

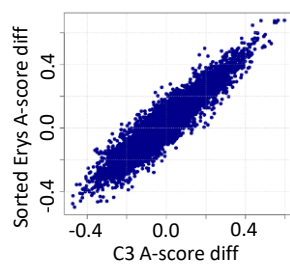

F

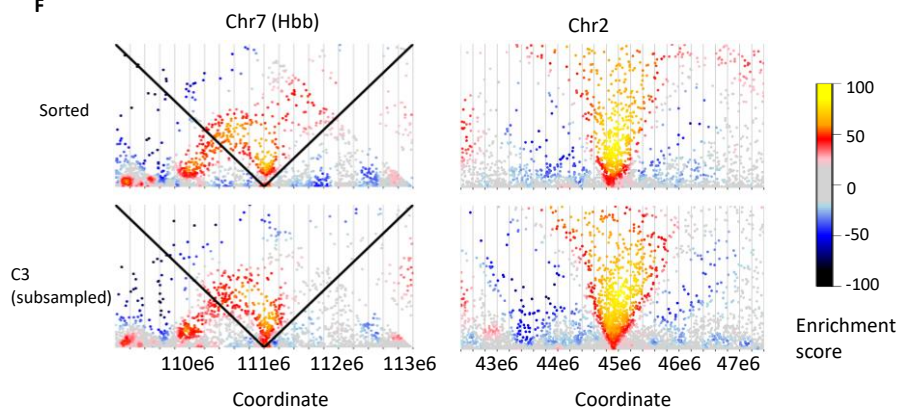

### **Supplementary Fig 5: scHi-C in sorted primitive erythrocyte**

**A:** Sorting of Ter119+/CD71+ primitive erythrocytes.

**B:** Distributions of coverage and percent of trans-chromosomal contacts for scHi-C data derived from 118 sorted primitive erythrocytes.

**C-D:** Similar to **Fig 1B-C** but showing data on sorted pEry cells. Note the different range in the Y-axis, as all analyzed pErys show high level of long-range contacts (also causing their G1 annotation using the default cell cycle phasing algorithm).

**E:** Comparison of the difference between A-score in pEry cells sorted in-silico to embryo A-scores (X), and difference between A-scores pEry cells sorted in-vivo to embryo A-scores (Y) for 40kb genomic bins.

**F:** Comparing contact maps derived from pEry cells (clustered and sorted) in two loci.

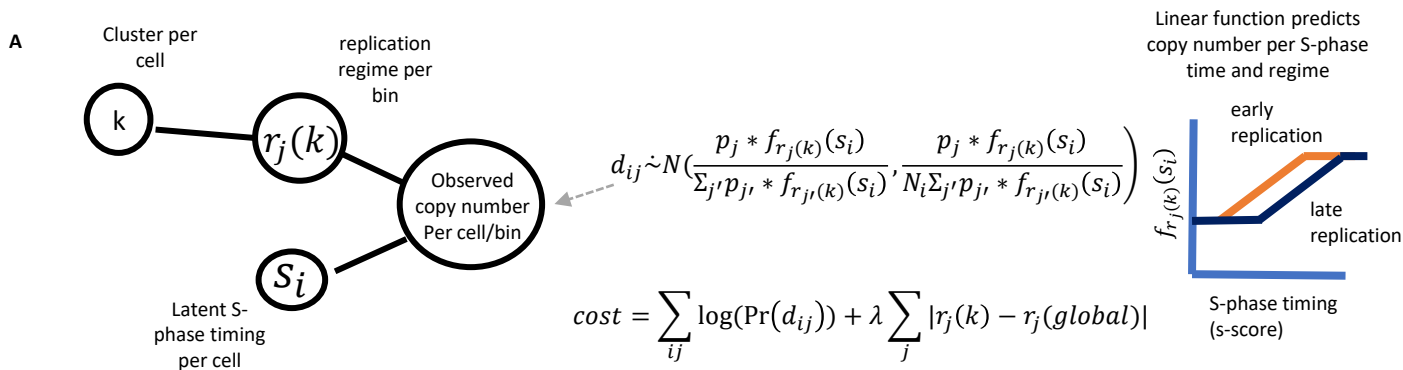

**B**

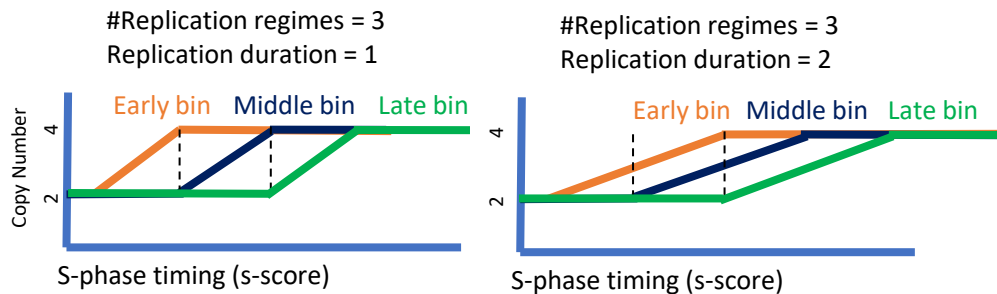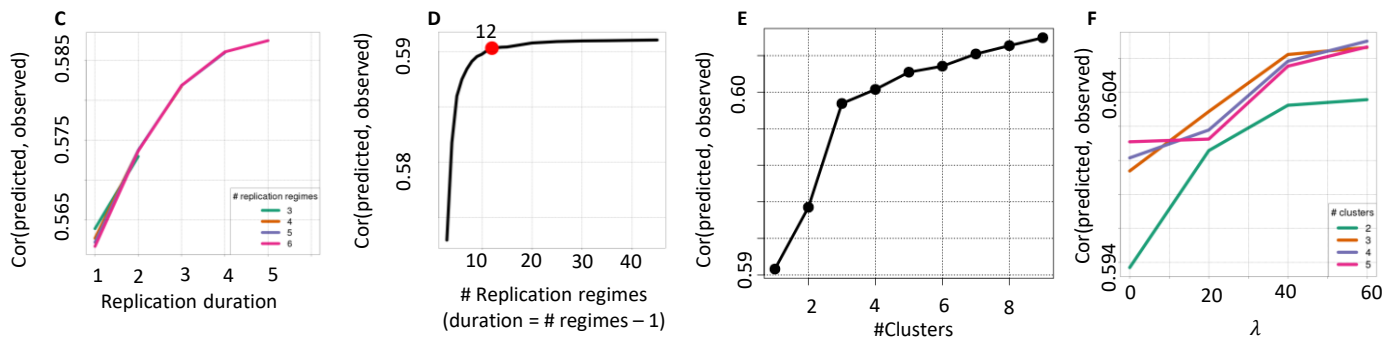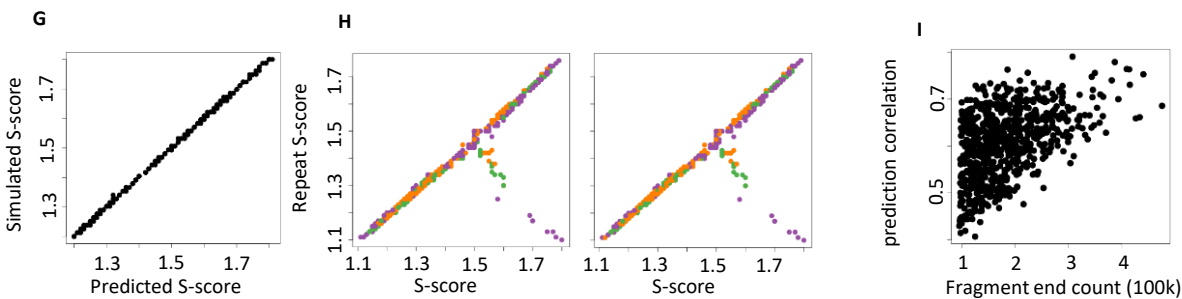

**J**

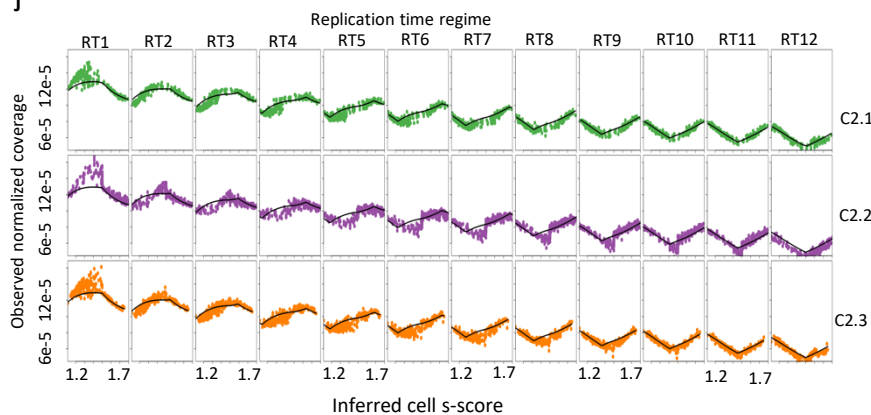

## **Supplementary Fig 6: Parametric mixture model for clustering scHi-C replication profiles**

**A:** Model's schematic. We assign each replicating single cell with two latent variables, one representing its replication time and the other associating it with a cluster. The model defines the distribution of contacts per genomic bin based on these two variables, and using cluster specific association between genomic bins and replication time regime (represented on the right). We infer model parameters and latent variable association by optimizing a likelihood function with an additional regularization component.

**B:** We define a set of replication regimes assuming constant replication rates (linear increase per time) and a duration parameter defining the degree of overlap between replication regimes.

**C:** We used cross validation with the embryo scHi-C data to select model parameters, here showing the effect of the replication duration parameter on the predictive value, using just one cluster.

**D:** Effect of the number of distinct replication regimes on model performance in cross validation, using one cluster. Red dot signifies the selected value.

**E:** Effect of the number of clusters on model performance.

**F:** Effect of the regularization parameter lambda on model performance.

**G:** We simulated single cell profiles and inferred their S-phase timing variable. Shown here is the correspondence between simulated and inferred values.

**H:** We tested the robustness of our inference approach by clustering a subsampled dataset. Cells are colored by their original clustering (left), and clustering in the subsample (right). We observed a small number of cells with mirror S-phase time values. Even for these cells the cluster association was stable.

**I:** For each genomic bin, we used cross validation to compare predicted and observed genomic coverage over all cells in the model. Bins with high coverage (X-axis) provide better predictive power.

**J:** Shown are data for non-pEry cells in three clusters (rows) across 12 replication regimes (columns), where in each panel points represent cells. The cell's inferred s-score (X) and total normalized coverage (Y) for genomic bins associated with the column's replication regime in the cell cluster are shown. Each row shows data only

for cells that belong to the respective cluster. Black lines represent the model's predicted normalized coverage.

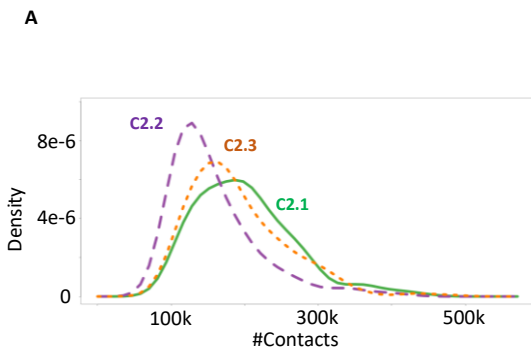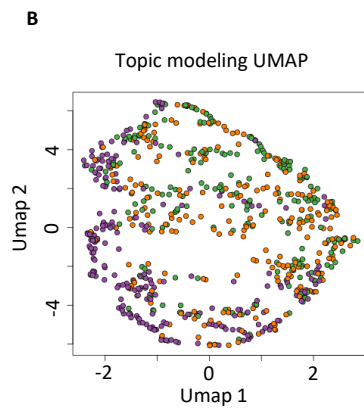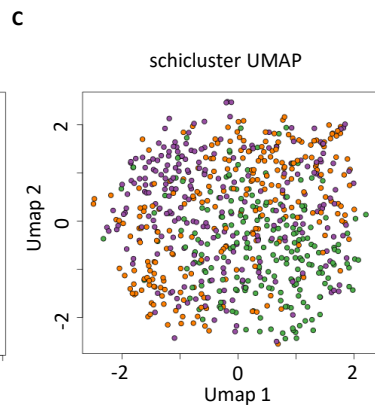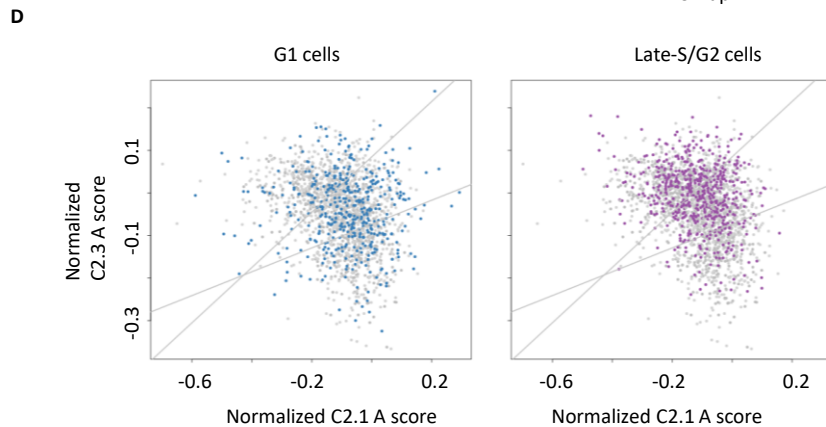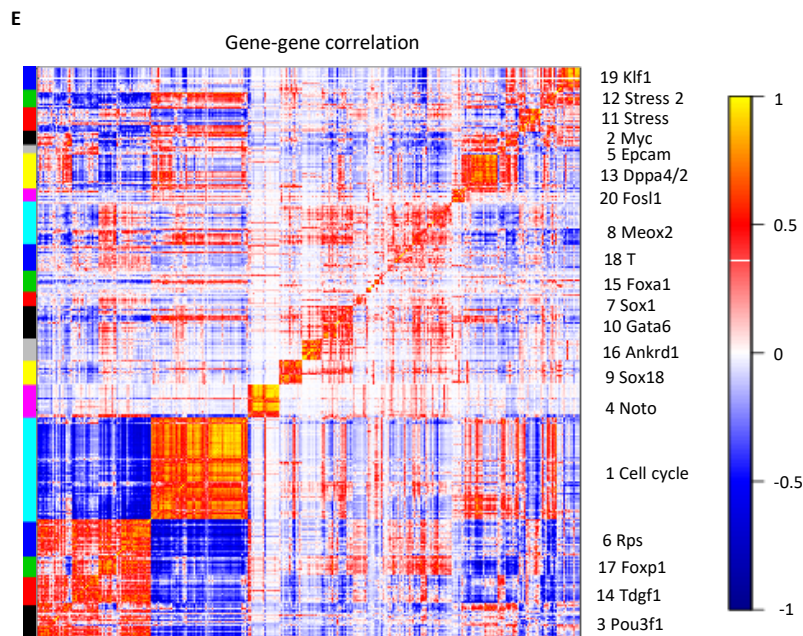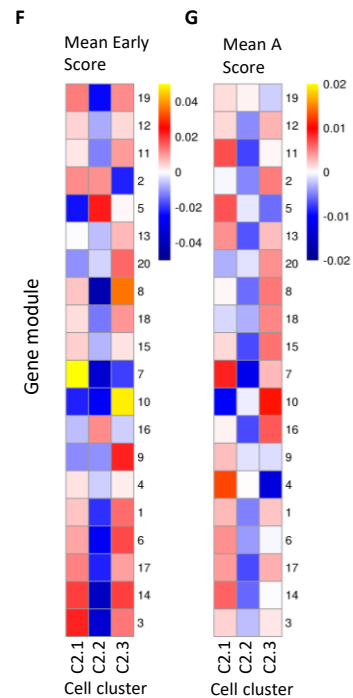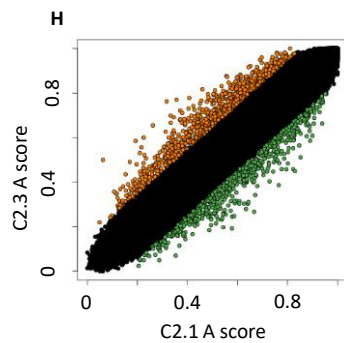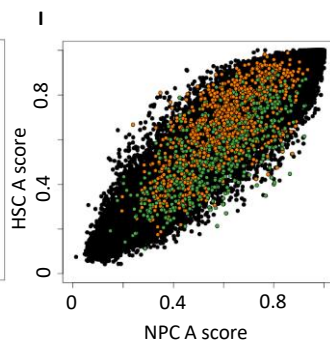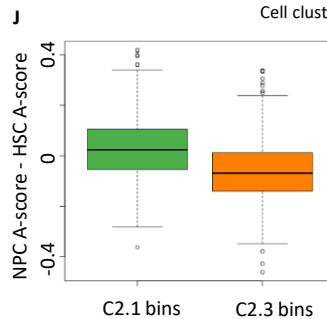

### **Supplementary Fig 7: Annotating and validating embryo scHi-C clustering**

**A:** Distribution of the number of contacts in cells of the three embryo clusters.

**B-C:** UMAP projection of the low dimensional representation obtained using a topic modeling approach and schiclust for cells from the three embryo-proper clusters.

**D:** Similar to **Fig 3H**, but projecting G1 cells (left) or late S/G2 cells (right), demonstrating poor separation of G1 cells.

**E-G:** Similar to **Fig 3I-K** but using gene modules inferred from the gastrulation E6.5-E8.25 atlas.

**H:** A-score for genomic bins in C2.1 (X) and C2.3 (Y) cells. Bins with differential C2.1 and C2.3 A-scores are highlighted.

**I:** A-score for genomic bins in E14.5 NPC (X) and HSC (Y). Genomic bins are colored as in H.

**J:** The difference in A-score between NPC and HSC for genomic bins with high C2.1 A-score (n=651, left) and high C2.3 A-score (n=863, right). Box limits are the first and third quartile, center line is the median, whiskers are 1.5 times the interquartile range, and points are outliers.

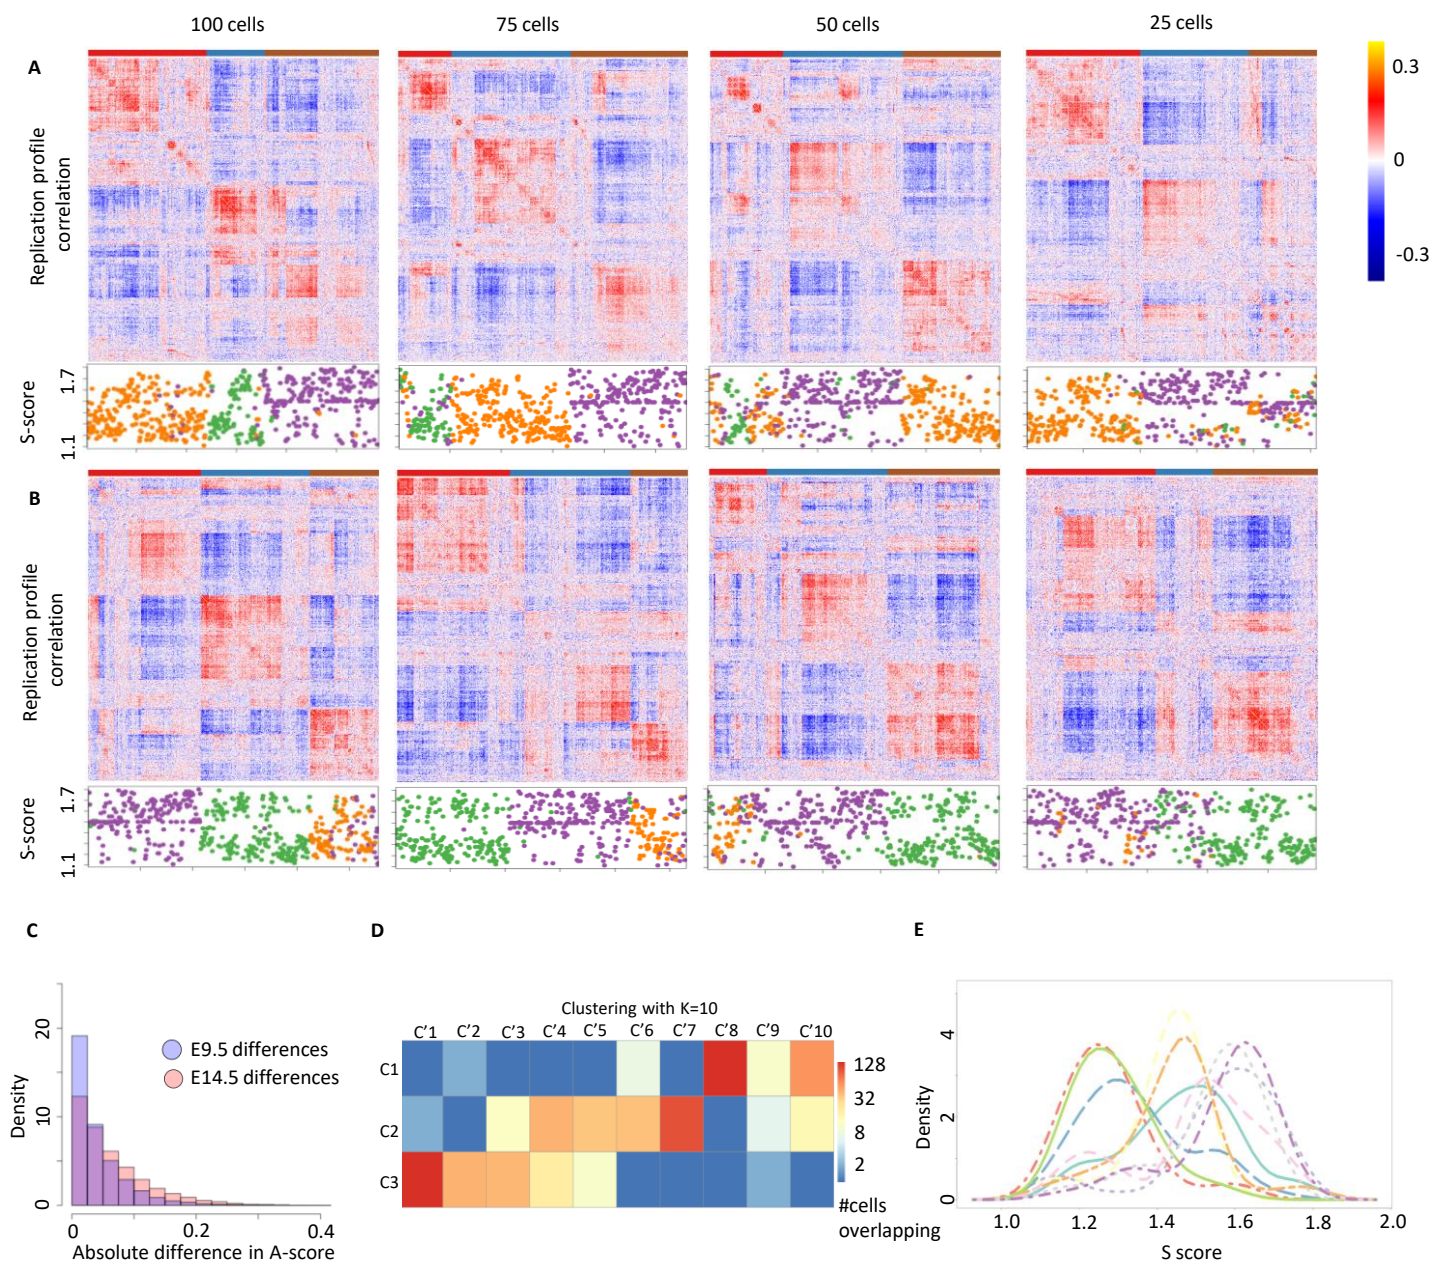

### **Supplementary Fig 8: Sensitivity analysis**

**A:** We sampled 100, 75, 50 and 25 cells from C2.1, and reran the model with these cells and all cells from C2.2 and C2.3. For every run we plot the correlation structure between coverage profiles of cells after normalizing the cell cycle effect (top), and the inferred S-phase (bottom). Inferred S-phase is colored by the original cell clustering, and the coverage correlations are annotated by the newly detected clusters (top bar).

**B:** Similar to A, for C2.3 cluster.

**C:** Distribution of the absolute differences in A-score between E9.5 C2.1 and C2.3, and E14.5 NPC and HSC.

**D:** Comparing the results of the algorithm using 10 clusters to the inferred 3 cluster structure, showing for each small cluster (columns) the distribution of number of cells in big clusters.

**E:** Distribution of inferred s-score for the 10 clusters in D. Data indicate that the replication signal is dominating the cluster structure when going beyond three clusters.

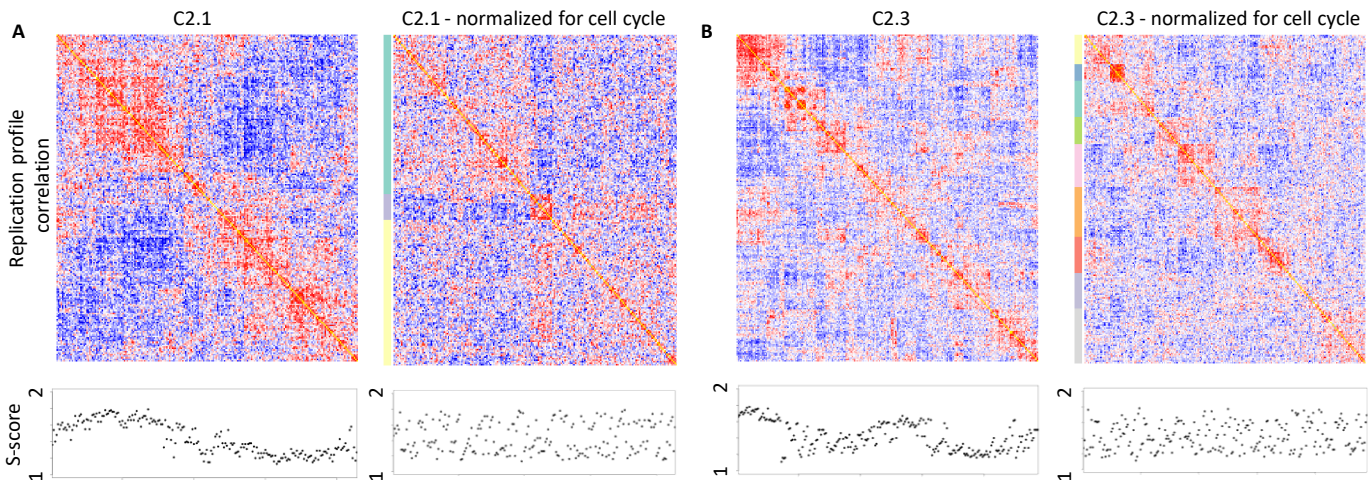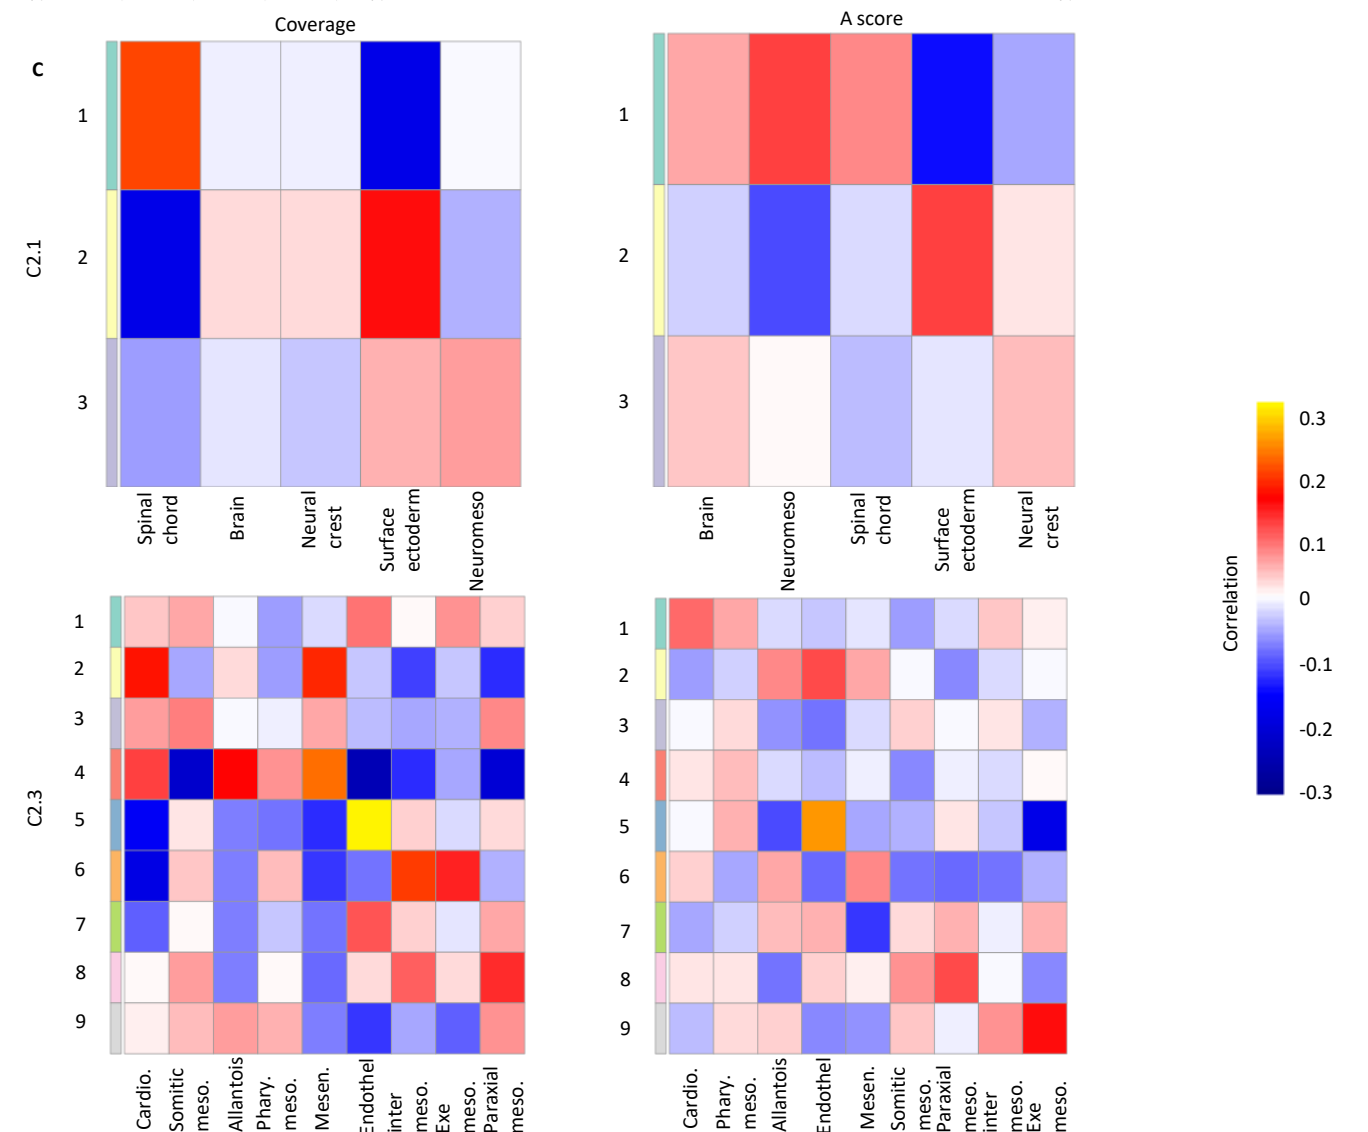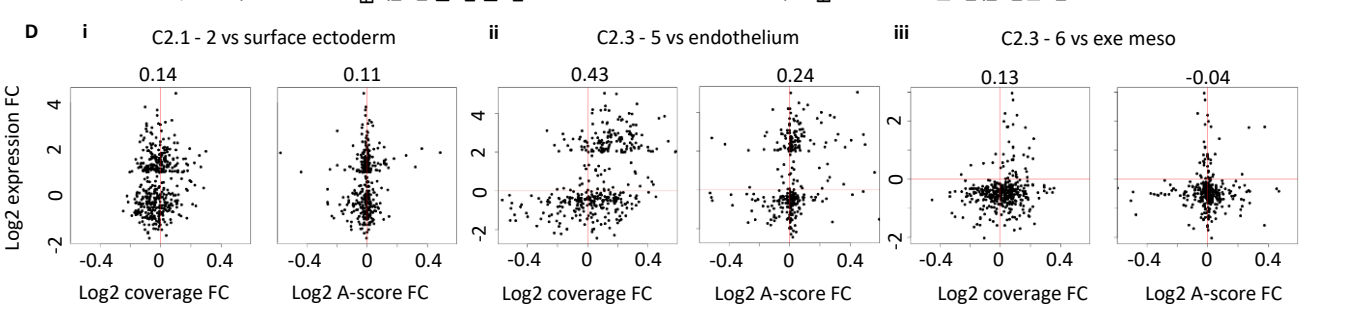

### **Supplementary Fig 9: Further subpartitioning of the scHi-C clusters**

**A:** Left: Showing the correlation structure among coverage profiles of cells in cluster C2.1, with inferred S-phase time depicted below. Most structure in the non-normalized profile stems from the replication cycle. Right: Similar to A, but using coverage profiles that were normalized by the inferred s-score.

**B:** Same as A, for the C2.3 cluster.

**C:** Top left: The correlation between differential coverage of C2.1 subclusters (rows) and differential expression of ectodermal cell types (columns). Top right: same as top left, but the correlation is between differential A-score and differential expression. Bottom panels are as the top panels, but using C2.3 subclusters and mesodermal cell types.

**D:** Each pair of panels shows the differential coverage (left, X) and A-score (right, X) of one scHi-C subcluster vs differential expression (Y) for one scRNA-seq cell type.

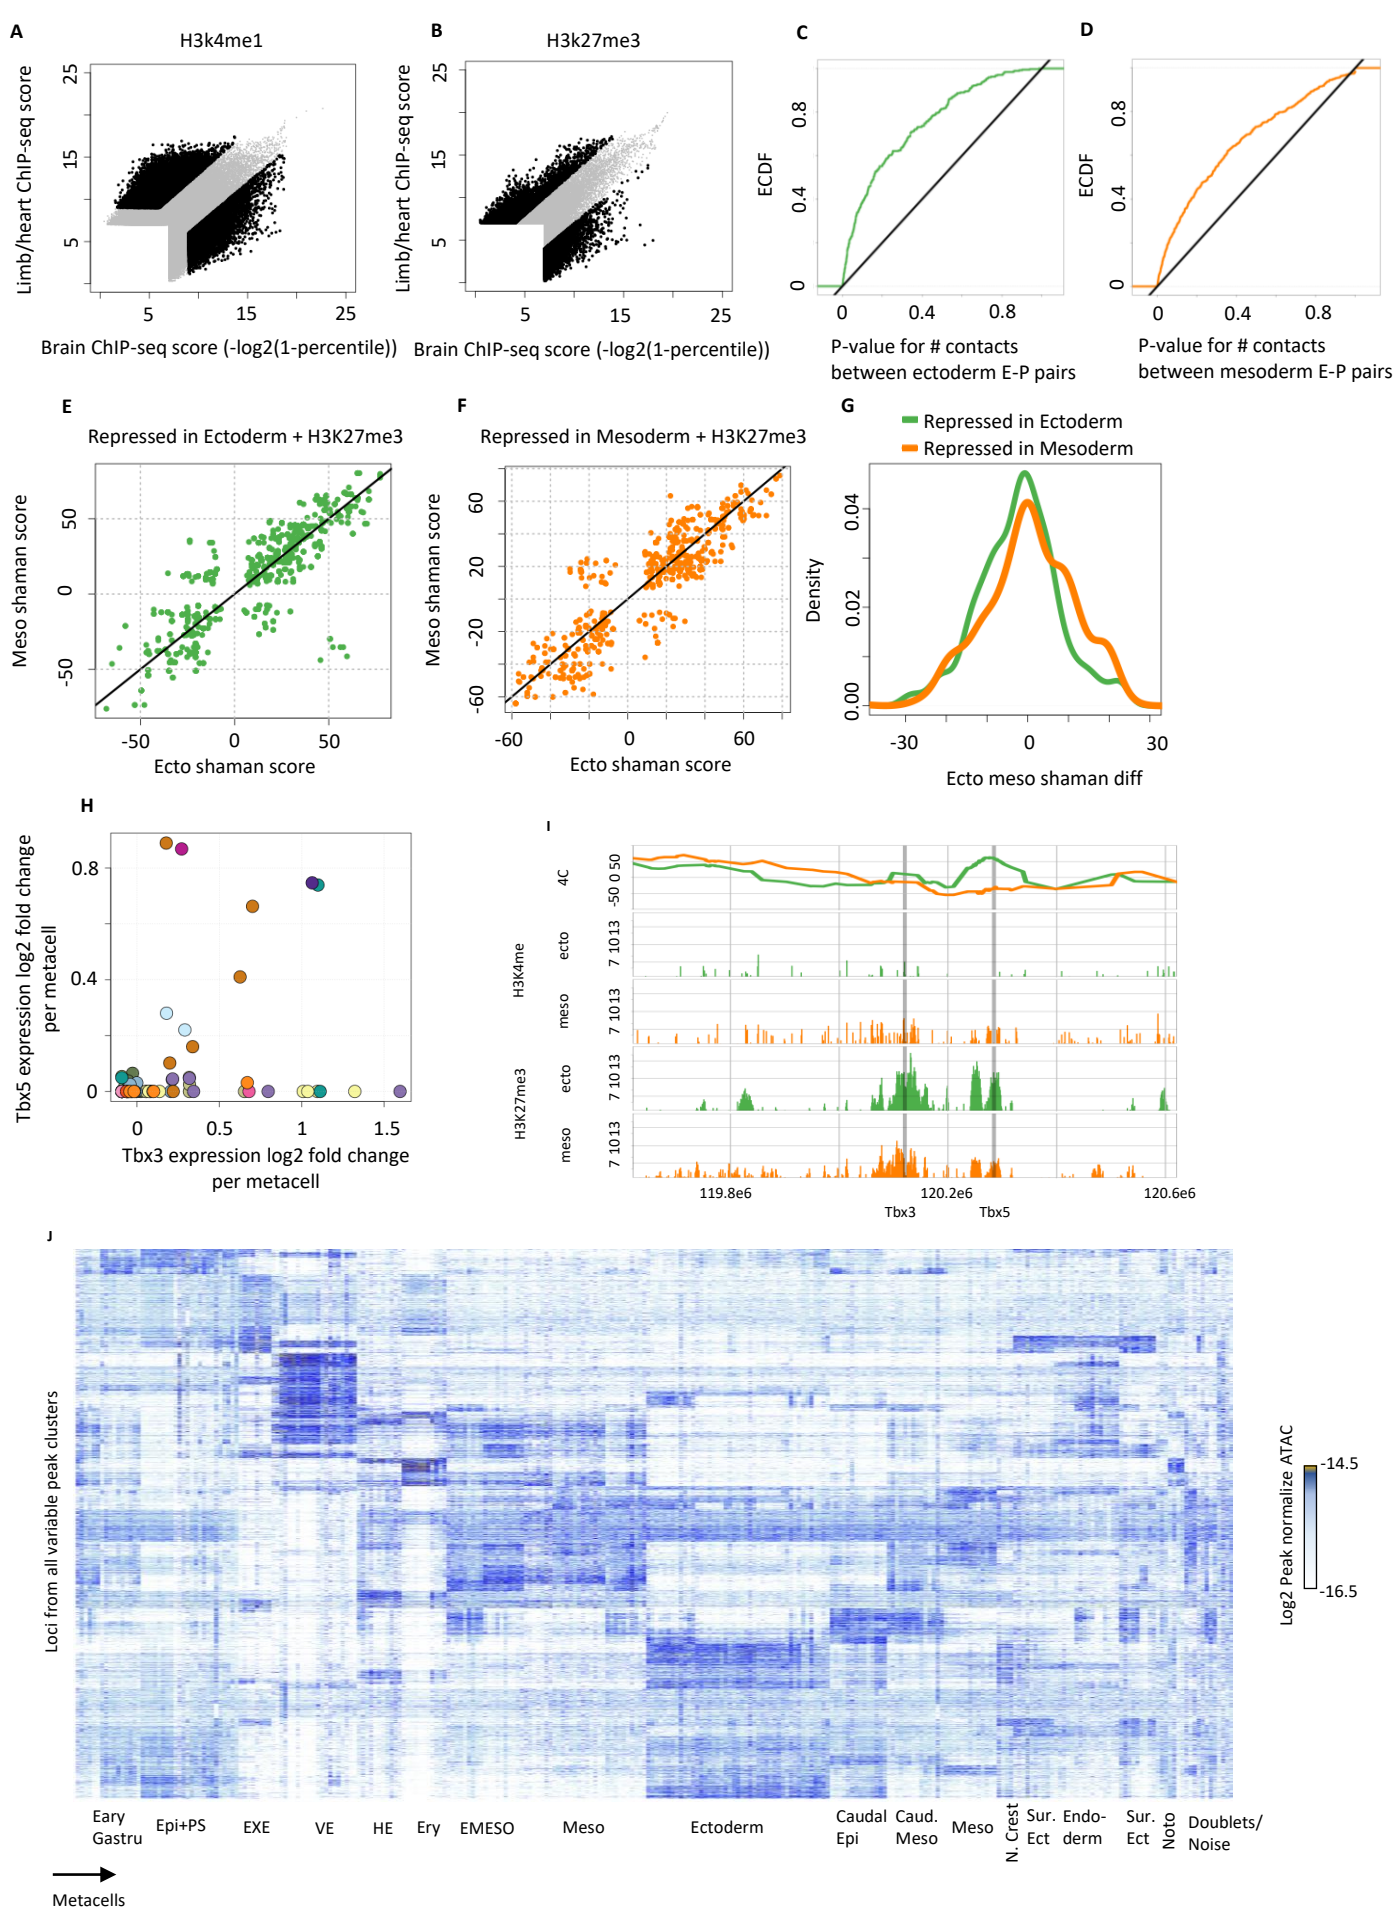

### **Supplementary Fig 10: Promoter-enhancer contacts**

**A-B:** Defining putative ectoderm and mesoderm specific H3K4me1 and H3K27me3 hotspots. ChIP-seq data from encode (Methods) is normalized as  $\log_2(1\text{-percentile})$ . Threshold is depicted using black dots. Ectoderm scores are calculated using hind-, mid- and forebrain, and mesoderm using heart and limb.

**C:** We tested for an increased number of contacts in C2.1 cells compared to C2.3 cells in ectoderm enhancer-promoter pairs. ECDF of the p-values is shown. See Methods for the statistical test used.

**D:** Similar to C, but for mesoderm enhancer-promoter pairs.

**E:** Comparing Ecto and Meso Shaman scores on 199 pairs of ectoderm repressed TSSs and ectoderm specific H3k27me3 sites.

**F:** Similar to E, but for 154 mesoderm specific pairs.

**G:** Cumulative Shaman difference between ectoderm and mesoderm for the data in E-F.

**H:** Log2 fold change of *Tbx3* and *Tbx5* expression in the E9 metacell model.

**I:** Epigenomic landscape around the *Tbx3-Tbx5* (marked by gray lines) in ectoderm and mesoderm tissues.

**J:** Similar to 5A lower panel, but showing all peaks from all peak clusters (but excluding clusters with constitutively high accessibility over all metacells).

# Supplementary Methods - Algorithms for clustering scHi-C data

## 1. Clustering I: the S-phase seeding algorithm

We describe an approach we term "S-phase seeding" to cluster scHi-C profiles. The algorithm works in three steps: i) We cluster only cells in  $K^S$  (mid S-phase cells) using normalized correlation between coverage profiles. ii) Using these "seed" cell clusters we partition the genome into bin clusters showing specific combinatorial compartment association between the seeds. iii) We score single cells from all cell cycle phases for the compartment association of the bin clusters, and cluster cells using these scores.

*I. Algorithm's input:* the input for the algorithm consists of the following:

a) *Early/late ratios*  $el^i$  for each cell  $i$  as defined previously, and the two resulted sets  $K^S, K^{non-S}$  defined using a threshold on the ratios.

b) *coverage profile*  $dsn_j^i$  : we first have to control the effect of uneven whole-chromosome coverage in scHi-C data (for cases that are not filtered in the pre-processing pipeline as QC negative). We search for cells  $i$  for which the coverage of some chromosome is at least 30% higher than the median over other cells. That is,  $\sum_{j \in \text{chrom}} dsn_j^i > 1.3 * \text{median}_i'(\sum_{j \in \text{chrom}} dsn_j^{i'})$ . We mask the  $dsn_j^i$  coverage profiles of such chromosomes (only in the affected cell) with NA values. In what follows we shall assume coverage statistics is masked.

c) *A/B-association profiles*. For each genomic bin  $j$  and each cell  $i$ , we count the number of long range intra-chromosomal contacts ( $>1\text{Mb}$ ) observed between fragment ends in bins  $j$  and fragment ends in the  $\text{early}^{\text{strict}}$  and  $\text{late}^{\text{strict}}$  genome compartments, defining count vectors  $cA_j^i$  and  $cB_j^i$ .

*II. Algorithm's stages:*

*Step I:* In this step we cluster  $K^S$  cells using  $dsn_j^i$  coverage data. We first compute raw correlations  $cor(dsn^i, dsn^{i'})$ . The resulted correlation matrix is highly biased by the timing of cells within S-phase (even though we analyze only mid-S phase cells). For initial control over this effect, we order cells by their  $el^i$  values and normalize each row in the correlation matrix by subtracting from it a running median (using a window of 101 cells). We symmetrize the normalized correlation matrix and use it to cluster cells hierarchically into  $L$  clusters. At the end of this first step, a set of S-phase clusters are

defined as our *clustering seeds*  $CS_1, \dots, CS_L$ . See **Supplementary Fig 2D** for the results derived by applying this approach to embryo and ESC cells.

**Step 2:** In this step we use cell cluster seeds to group genomic bins into clusters with common compartment association over the seeds. We define the cluster coverage for bin  $j$  in cluster seed  $c$  as:

$$\text{clscov}_j^c = \frac{\sum_{i \in c} \text{dsn}_j^i}{\sum_{j'} \sum_{i \in c} \text{dsn}_{j'}^i}.$$

And the cluster enrichment ratio for a bin  $j$  is set to:

$$\text{clsecov}_j^c = \log_2(\text{clscov}_j^c) - \log_2(\text{mean}_{c'}(\text{clscov}_j^{c'}))$$

We also define the A-compartment association of a bin  $j$  for a given cluster  $c$  as:

$$\text{clsA}_j^c = \sum_{i \in c} cA_j^i / \left[ \sum_{i \in c} cA_j^i + \sum_{i \in c} cB_j^i \right]$$

We filter bins showing low variation ( $\max_c \text{clsA}_j^c \leq 0.1$ ) and normalize:

$$\text{clsA}_j^c = \text{clsA}_j^c - \text{mean}_{c'}(\text{clsA}_j^{c'}).$$

Each genomic bin can now be defined by  $2L$  features ( $L$  being the number of seed clusters) –  $L$  features from  $\text{clsecov}_j^c$  and  $L$  from  $\text{clsA}_j^c$ . We apply k-means to this representation and derive coarse grain partition of the genome into  $M$  *bin clusters*,  $J_1, \dots, J_M$ . **Supplementary Fig 2F** shows the genomic bin clustering as applied for data on ESC and embryo mid-S cells.

**Step 3:** In this step we use the genomic bin clusters inferred in step 2 to score and cluster single cells from all cell cycle phases. This is done by computing for each cell and bin cluster an A-association score:

$$\text{cell\_A}_m^i = \sum_{j \in J_m} cA_j^i / [\sum_{j \in J_m} cA_j^i + \sum_{j \in J_m} cB_j^i]$$

This gives rise to a vector of length  $M$  for each cell. These vectors are used to compute correlations between cells, and these correlations are clustered with hierarchical clustering. **Supplementary Fig 2G-H** demonstrate this analysis for the Embryo + ESC datasets.

III. *Limitations.* At the end of these three steps we define single cell clusters based on the  $\text{cell\_A}_m^i$  features. Importantly, the algorithm can effectively identify clusters only for

proliferating cell types (as it seeds clusters on S-phase cells), even though the clusters will eventually involve cells across all cell cycle phases. In scenarios involving very homogeneous cell populations, the technique for seeding as described in step 1 may not be sensitive enough.

## 2. Clustering II: single cell *replication trend mixture modelling*

We next describe *replication trends mixture modelling*, a more sensitive approach for clustering scHi-C profiles that we used to dissect embryo cells, when the S-phase seeding algorithm that we described above failed to detect clusters due to lingering cell cycle variation effects. The mixture algorithm is defining a parametric model for DNA replication, describing how the copy number of genomic bins changes during S-phase in a cluster-specific fashion.

The input to the model is a matrix  $\text{Cov} = [n_{ij}]$  on genomic bins  $j \in J$  and cells  $i \in I$ .  $n_{ij}$  is the number of contacts in cell  $i$  mapped to bin  $j$ . We define a generative model for this matrix as follows. Each genomic bin  $j$  is characterized by a probability  $p_j$  that a contact will be sampled from it for cells with uniform copy number (2 for all autosomes). For replicating cells, each genomic bin  $j$  and cell  $i$  is linked with a latent copy number  $c_{ij}$  which is a continuous number between 2 and 4. Denote by  $N_i$  the library size of cell  $i$ ; that is,  $N_i = \sum_j n_{ij}$ . We assume that contacts are sampled from cell  $i$  by a multinomial distribution, such that  $n_{ij}$  is sampled with probability  $\frac{p_j * c_{ij}}{\sum_{j'} p_{j'} * c_{ij'}}$ . We use the normal approximation to the binomial distribution, and since  $\frac{p_j * c_{ij}}{\sum_{j'} p_{j'} * c_{ij'}}$  is small, we assume that the mean and variance of the binomial distribution are equal, and therefore  $n_{ij} \sim N(\frac{p_j * c_{ij}}{\sum_{j'} p_{j'} * c_{ij'}} * N_i, \frac{p_j * c_{ij}}{\sum_{j'} p_{j'} * c_{ij'}} * N_i)$ . Equivalently, denote by  $d_{ij}$  the cell-normalized coverage,  $d_{ij} = n_{ij} / N_i$ . Then  $d_{ij} \sim N(\frac{p_j * c_{ij}}{\sum_{j'} p_{j'} * c_{ij'}}, \frac{p_j * c_{ij}}{N_i \sum_{j'} p_{j'} * c_{ij'}})$ .

Our model assumes each cell is associated with one of  $K$  clusters. Each cell is also associated with a latent variable  $s_i \in [1, 2]$  (or *s-score*) defining its time within S-phase. Given hyper parameters  $L$  and  $R$  we define  $L$  replication regime functions:

$f_l(s) = 2 + 2 * \min(\max((s - \text{repl\_start}_l) / (\text{repl\_end}_l - \text{repl\_start}_l), 0), 1)$ , where:

$$\text{repl\_start}_l = 1 + \frac{l-1}{L+R-1} \text{ and } \text{repl\_end}_l = 1 + \frac{l+R-1}{L+R-1}$$

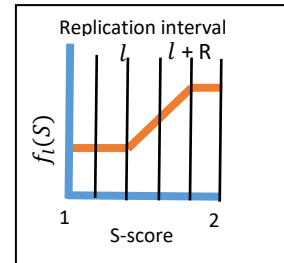

as illustrated in the right figure. The vector  $r_j(k)$  designates the replication regime  $\in \{1, \dots, L\}$  of bin  $j$  in cluster  $k$ . The copy numbers of bin  $j$  for cell  $i$  from cluster  $k$  is given by  $c_{ij} = f_{r_j(k)}(s_i)$ .

These copy numbers now define the probabilistic model per cell cluster:

$$\Pr(d_{ij} | s_i, r_j(k), p_j) \sim N\left(\frac{p_j * f_{r_j(k)}(s_i)}{\sum_{j'} p_{j'} * f_{r_{j'}(k)}(s_i)}, \frac{p_j * f_{r_j(k)}(s_i)}{N_i \sum_{j'} p_{j'} * f_{r_{j'}(k)}(s_i)}\right).$$

Finally, the mixture model is defined by placing probabilities  $\phi_k$  as the priors on association of each cell with cluster  $k$ . The fully parametric generative model for  $D$  can now be formulated using  $s$ -scores ( $s$ ), cluster association ( $k$ ), cluster replication regime association  $r_j(k)$ , cluster priors ( $\phi_k$ ) and bins coverage prior probabilities  $p_j$ :

$$\log(\Pr(D | s, k, r_j, \phi_k, p_j)) = \sum_{ij} \log \phi_{k(i)} + \log \Pr(d_{ij} | s_i, r_j(k(i)), p_j)$$

### 3. Mixture model inference and parameter optimization.

We use an EM-like algorithm to fit our mixture model. Denote by  $z_{ik}$  the latent indicator variable that cell  $i$  belongs to cluster  $k$ . Denote by  $D$  the observed data, by  $\Theta$  all the parameters of the model and by  $\Theta^t$  their current estimates. We also add a *characteristic replication time* parameter  $r_j$  that is fitted and used for regularization as described below.

*Initialization:* initial values of  $E[z_{ik}]$  and  $s_i$  are expected as input.

E-step: The E step of the algorithm computes  $z_{ik}$ 's expected value:

$$\begin{aligned} E[z_{ik}] &= \Pr(\text{cell } i \text{ belongs to cluster } k | D, \Theta^t) \\ &\propto \phi_k \Pr(D | \text{cell } i \text{ belongs to cluster } k, \Theta^t) \\ &= \phi_k \Pi_j N\left(d_{ij}, \frac{p_j * f_{r_j(k)}(s_i)}{\sum_{j'} p_{j'} * f_{r_{j'}(k)}(s_i)}, \frac{p_j * f_{r_j(k)}(s_i)}{\sum_{j'} p_{j'} * f_{r_{j'}(k)}(s_i)}\right) = z'_{ik} \end{aligned}$$

For increased numerical stability, we compute  $\log(z'_{ik})$ , and calculate  $E[z_{ik}] =$

$$\frac{1}{\sum_{k'} \exp(\log(z'_{ik'}) - \log(z'_{ik}))} = \frac{z'_{ik}}{\sum_{k'} z'_{ik'}}$$

M-step: in this step we optimize the expected complete likelihood function with regularization:

$$Q(\theta|\theta^t) = \sum_{i,j,k} E[z_{ik}] \left[ \log(\phi_k) + \log \left( N \left( d_{ij}, \frac{p_j * f_{r_j(k)}(s_i)}{\sum_{j'} p_{j'} * f_{r_{j'}(k)}(s_i)}, \frac{p_j * f_{r_j(k)}(s_i)}{N_i \sum_{j'} p_{j'} * f_{r_{j'}(k)}(s_i)} \right) \right) \right] + \lambda \sum_{j,k} |r_j(k) - r_j|$$

$r_j$  is a parameter signifying a characteristic replication time regime for bin  $j$ , and the regularization term  $\lambda \sum_k |r_j(k) - r_j|$  is used to penalize drift of cluster-specific replication regimes.  $\lambda$  is a parameter that controls the strength of the penalty. This regularization term ensures that the s-scores in different clusters are generally synchronized.

To optimize  $Q$  we proceed by alternating between optimization of some parameters while fixing all others, using the following step types:

M1: Optimize  $\phi_k$ . The optimization problem for  $\phi_k$  is standard for mixture models, and results in the update rule:  $\phi_k = \sum_i E[z_{ik}]/n$ , where  $n$  is the number of cells.

M2: Optimize  $s_i$ . The optimization problem for  $s_i$  is independent between cells, so each  $s_i$  can be optimized separately by grid search (covering the range [1:2])

M3: Optimize  $r_j$ . The optimization of the  $r_j$  values is also independent between genomic bins. We therefore optimize each bin separately by enumerating over all discrete  $L$  possibilities.

M4: Optimize  $r_j(k)$ . Here bins are not independent since they appear in the denominator in the expression:  $\frac{p_j * f_{r_j(k)}(s_i)}{\sum_{j'} p_{j'} * f_{r_{j'}(k)}(s_i)}$ . However, the effect of each bin on the denominator is small, due to the large number of bins. We therefore first optimize all  $r_j(k)$  while assuming fixed denominator, update the denominator, and repeat this process until the fraction of  $r_j(k)$  values that change is smaller than 1/1000. During the first iteration of the algorithm, since initial  $r_j(k)$  values are not given as input, we assume that the denominator increases linearly from 2 to 4 as a function of  $s_i$ .

M5: We re-optimize  $r_j(k)$  sequentially without assuming a constant denominator until convergence (which is defined by having less than 1/1000 of the bins changed).

*Generalized EM.* We combine the steps described above by iterating on the following sequence of optimization steps:

Iterate{M3, M4, M5, E, M1, M2, E}

At the end of each iteration we cluster the cells as follows:  $\text{cluster}(\text{cell } i) = \text{argmax}_k E[z_{ik}]$ .

The algorithm stops when the fraction of cells that changed clusters is  $\leq 0.01$ , and the fraction of  $r_j(k)$  values that changed is  $\leq 0.001$ .

#### 4. Simulations and cross-validations for the mixture model.

**Simulations:** We simulated 240 cells with 9600 bins, originating from 5 clusters. The bins had 3 different replication regimes and the replication rate was 1 ( $L = 3, R = 1$ ). 50% of the bins had the same replication timings in all clusters, with an equal number of them in each of the replication timings. 25% of the bins started replication at the second interval in all clusters except for one cluster, where they replicated at the first interval. These 25% of bins were equally divided between the 5 clusters. Similarly, 25% of the bins replicated in the third interval except for one cluster where they replicated in the second interval.

In the simulation we sampled reads from each cell such that on average each genomic bin had 10 reads. We sampled the reads from a multinomial distribution, such that the probability of each bin to be sampled is proportional to its actual DNA content as defined by the model. That is, a read from bin  $j$  was sampled with probability

$$\frac{f_{r_j(k)}(s_i)}{\sum_{j'} f_{r_{j'}(k)}(s_i)}.$$

**Cross validation.** To validate the model, and in order to select hyperparameters ( $R, L, \lambda$  and the number of clusters), we performed cross validation on the data. In the outer iteration we hold out one chromosome at a time and learn a model using all other chromosomes. For each such model, the cells are partitioned randomly into 10 folds. For each fold, we perform a single M step to learn  $r_j(k)$  for all bins  $j$  in the left-out chromosome, without using the cells that belong to the held-out fold. For every left-out chromosome and cell fold, the model now has estimates for  $s_i$  of the fold's cells, and for  $r_j(k)$  for all bins in the held-out chromosome. We use these parameters and the generative model to predict the data in the held-out chromosome for the held-out cells and compare the prediction to the observed (but held-out) data. To assess the performance of the model, after the model predicts values for all cell folds, we calculate the correlation between the observed and predicted values. This process is repeated for all chromosomes. The final performance of the model is the mean of all these correlations across all chromosomes.

#### 5. Extending mixture model clusters to more cells.

We applied the mixture model clustering to a subset of the cells which are in mid-S phase. We describe a procedure for robust expansion of the derived clusters to additional cells, improving the sensitivity of the S-phase seeding algorithm that we described above.

i) We define genomic bin clusters  $J_k = \{j \text{ s. t. } r_j(k) - \text{mean}_{k'}(r_j(k')) < -T\}$ .

ii) We compute a trans A-score for each cell and bin cluster, analogously to the cell\_A values defined above, but using trans-chromosomal contacts instead of long-range cis contacts:

$$\text{cell\_trA}_k^i = \sum_{\{j \in J_k\}} \text{trA}_j^i / [\sum_{\{j \in J_k\}} \text{trA}_j^i + \sum_{\{j \in J_k\}} \text{trB}_j^i]$$

Using only inter-chromosomal contact helps to control for the effect of the change in contact distance distribution during S-phase.

iii) To control for the effect of increase in A compartment strength during the cell cycle, we normalize the observed trans A-score using shuffling controls. This is done by subtracting from the score the mean of  $\text{cell\_trA}_k^i$  in randomized  $J_k$  bin clusters. We make sure randomized bin clusters match the A-score distribution of the group  $J_k$ .

iv) We represent every cell by the normalized vector  $\text{cell\_trA}_k^i$  across all clusters. For every cluster  $k$ , we then train a linear SVM model to predict whether a cell belongs to cluster  $k$  or not. The models are trained with the cells used as input for the mixture model. We apply all cluster classifiers to all cells, and classify only cells that were classified to exactly one cluster.

## 6. Using the mixture model to normalize the effect of the cell cycle on coverage

Given the inferred s-scores, we calculated  $d_{ij}/p_j$  as the G1-normalized coverage matrix. We then ordered cells by their inferred s-score, and subtracted from the G1-normalized coverage of each bin its running mean using 20 cells.

# Supplementary material for: Single cell Hi-C identifies plastic chromosome conformations underlying the gastrulation enhancer landscape
**Source:** Nat Commun. 2023 Jun 29;14:3844. doi: 10.1038/s41467-023-39549-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differences in chromosomal conformation of ESC and E9 embryo cells, for genes that are differentially expressed between the ESC and the embryo. Rows represent different genes, and the difference in the shaman score of the gene's transcription start site between ESC and embryo is listed for different genomic distances.

File Name: Supplementary Data 2

Description: Genomic bins with high A-score differences between mesoderm and ectoderm. The bin's coordinates, A-score in mesoderm and ectoderm, and contained genes, are listed in each row.

File Name: Supplementary Data 3

Description: Promoter-enhancer pairs with three-way support for ectoderm or mesoderm regulatory activity. Each row represents a pair, and lists the gene's coordinates, the enhancer's coordinates, and the shaman score for the pair in mesoderm and ectoderm.

File Name: Supplementary Data 4

Description: Promoter- H3K27me3 locus pairs with three-way support for ectoderm or mesoderm regulatory activity. Each row represents a pair, and lists the gene's coordinates, the H3K27me3 locus' coordinates, and the shaman score for the pair in mesoderm and ectoderm.

# Supplementary material for: Single cell Hi-C identifies plastic chromosome conformations underlying the gastrulation enhancer landscape
**Source:** Nat Commun. 2023 Jun 29;14:3844. doi: 10.1038/s41467-023-39549-4
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | <p>We used custom code for the analysis, which is available in: <a href="https://github.com/tanaylab/scHiC_embryo">https://github.com/tanaylab/scHiC_embryo</a></p> <p>Our analysis included use of the following versions of software packages:</p> <p>shaman - 2.0</p> <p>misha - 4.0.10</p> <p>metacell (Baran et al.) - 0.3.41</p> <p>metacell 2 (Ben-Kiki et al.) - 0.8.0</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scHi-C and scRNA-seq data generated in this study have been deposited in the GEO database under accession code GSE148793. The ESC scHi-C data used in this study are available in the GEO database under accession code GSE94489. The previously published embryo gastrulation scRNA-seq data used in this study are available in the ArrayExpress database under accession code E-MTAB-6967. The scRNA / scATAC multiome data used in this study are available in the GEO database under accession code GSE205117. The neural progenitor cells' Hi-C data used in this study are available in the GEO database under accession code GSE96107. The hematopoietic Hi-C data used in this study are available in the GEO database under accession code GSE119201.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-CD71-PE (Invitrogen 12-0711-82), anti-TER119-APC (Invitrogen 17-5921-82)                                                                    |
| Validation      | Both antibodies were previously used in: <a href="https://doi.org/10.1182/blood-2006-03-006569">https://doi.org/10.1182/blood-2006-03-006569</a> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Two 129S4/SvJae pregnant female mice were sacrificed for the single-cell RNA-seq dataset. Three C57BL/6 wildtype pregnant female mice were sacrificed for the single-cell Hi-C dataset. One C57BL/6 pregnant, female mice was sacrificed for the primitive erythrocytes single-cell Hi-C dataset. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                           |
| Reporting on sex        | The sex of the embryos was not collected, and the cells from multiple embryos were combined together. The small number of samples does not allow a statistically robust investigation into sex differences.                                                                                       |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                       |
| Ethics oversight        | Animal committees at the Babraham Institute, the Florida State University Animal Care and Use Committee (ACUC), and the Weizmann Institute of Science approved and provided guidance for this study.                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Cells were thawed and stained for CD71 and TER119. Cells were first blocked with 1mL of PBS-FT (5% FBS, 0.1% Tween-20) for 1 hour, then stained with 1:200 anti-CD71-PE (Invitrogen, 12-0711-82) and 1:200 anti-TER119-APC (Invitrogen, 17-5921-82) for 2 hours at room temperature. Cells were washed and resuspended in 500uL PBS-F (2% FBS) and Hoechst (15ug/mL) and subjected to FACS by Aria (BD Biosciences). Primitive erythrocytes (CD71+, TER119+) were collected and pooled into a 50mL falcon for scHi-C processing. |
| Instrument         | Aria (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Software           | We used no custom code to analyzing the flow cytometry data.                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

Cell population abundance

CD71+/Ter119+ (P2) cells were 81% of the single cell population (P1). Single cells (P1), identified via Hoechst staining, was 94.3% of the overall population.

Gating strategy

Debris was gated out based on Hoechst staining. CD71+/TER119+ cells were then gated for collection.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

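Single-cell Hi-C of E9.5 C57BL/6 mouse embryos, single-cell Hi-C of sorted E10.5 primitive erythrocytes (pEry) and MARS-seq of E9.0 129S4/SvJae embryos were analysed from the deposited tables. The 12 embryo Hi-C libraries come from 3 embryos whose cells were combined before fixation, and no source used here assigns a cell to an embryo in any of the assays. Each assay was therefore treated as 1 pooled sample, no p-value was computed from cells, and all intervals cover counting error or the drawing of cells within the pool, not differences between embryos.

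The authors split Hi-C reads at MboI sites, mapped the segments with Bowtie2 to mm9, discarded duplicate contacts and filtered cells by quality. The Bowtie2 version is not given in the sources used here. The authors name shaman 2.0, misha 4.0.10 and the metacell packages 0.3.41 and 0.8.0. The deposited Hi-C values are counts without normalization. They are the fragment ends in contacts per bin and nucleus, in 20 kb bins for the embryo and 200 kb bins for the sorted nuclei, and the contacts over 1 Mb within a chromosome from each bin to strict early (A) and strict late (B) bins, in 40 kb bins for the embryo and 200 kb bins for the sorted nuclei. The deposited scRNA-seq values are UMI counts of cells with at least 1000 UMIs, mapped by the authors with Bowtie2 to mm9. The authors' metacell table holds fractions of UMIs per gene from geometric means, for 77 metacells and 13952 genes, and its depth is unknown. A total of 1992 cells in the embryo coverage table have names that no source used here maps to a sample, and their values were not used.

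The tables were read and analysed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, pandas 2.3.3 and pyarrow 21.0.0, and plots were drawn with matplotlib 3.10.9. Random draws had a fixed seed. The confidence level was 95%.

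Nuclei were grouped by conformation on A and B contacts in 1 Mb windows, by k-means with 3 groups and 50 starts on 5 principal components. Windows that differed by at least 0.1 in A-score between the chosen group and the others gave 2 pooled scores per nucleus, split at the midpoint. The chosen group was the one whose A-score differences from the other nuclei followed those of sorted pEry. A-scores needed at least 20 A and B contacts in each group. Bins over a difference of 0.35 were merged where adjacent, and flanks reached 400 kb to either side.

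Strict early and strict late bins were set from the embryo nuclei in 4 groups of 200 kb autosomal bins. Coverage was thinned to 75000 contacts in the 1754 nuclei with at least that many and left as it was in the others, and chromosomes with more than 1.3 times the median share of a nucleus were masked, which took out 162 chromosomes. The log2 ratio of early to late coverage was shifted so that its mode was 1, and nuclei over 1.8 were called mid-S. Early-scores were log ratios of mean coverage in mid-S nuclei to that in nuclei below the threshold. A minimum mean coverage of 4 was set for the bins that were grouped as early or late. The mixture model over replication regimes was built on the paper's supplementary methods with L of 12, R of 11 and 3 clusters, without the step that optimizes regimes again in sequence, and with a threshold of 1.5 and lambda of 20 in place of 1.8 and 40. The paper picks nuclei by phasing, takes bin shares from G1 nuclei and orders nuclei by short-range contacts for the starting clusters and s-scores. Here nuclei were picked by the early/late ratio and by coverage, and 797 of the 982 nuclei over the threshold entered the model. Bin shares came from non-pEry nuclei not over the threshold. The order came from the coverage of the remaining bins against that of strict early and strict late bins. The threshold and lambda were picked after seeing the data from 8 pairs of settings. Lambda was the highest among pairs that filled 3 clusters and came within 0.02 of the best adjusted Rand index between odd and even autosomes. Starts came from running means over 20, 60 and 120 nuclei, and the start with the highest objective was kept.

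Cells of the scRNA-seq table were grouped by k-means with 40 groups on 30 principal components of 2000 variable genes. A group took a name at a mean log2 enrichment of its markers of at least 0.25, with 3 markers detected at 20 UMIs. The name was taken off where another type held more of its 10 leading genes, a check added after seeing the data. Ratios between groups were taken from sums of UMIs, with 0.5 UMIs in place of 0, and exact conditional binomial intervals. Levels per 10000 UMIs have exact Poisson intervals and shares of cells exact Clopper-Pearson intervals. A list of genes was summarised by its median log2 ratio over genes with at least 100 UMIs in either group, with an exact interval from order statistics and a percentile among 10000 random lists matched in 20 bins of expression. Lists of globins, heme synthesis enzymes, erythroid transcription factors, red cell membrane and iron uptake, S phase, G2/M phase, linker and condensation-related chromatin genes, Polycomb subunits, genes the paper names and the markers of each cell type were used. No doublet caller was run, so pairs of cells counted as 1 were not removed here.

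The genes named are those of the lists above in list order, up to 30 per comparison, and the 10 genes at either end of each comparison with at least 100 UMIs. Not every gene that this rule covers is reported here. Genes of the paper's own tables had values that were seen when the rule was set.

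Median contacts were 83698 per embryo nucleus and 31733 per sorted nucleus, and the median 40 kb bin held 128 A and B contacts in pEry and 804 in other nuclei. Median UMIs were 4574 per cell. The procedures were tested on simulated data. Of 1000 bins changed in simulation, 96.6% were recovered in A-score, with 0.00351% false, and simulated clusters of the mixture model, with regimes moved by 4, were recovered with an adjusted Rand index of 1. In each, more bins were moved than differ by at least 2 regimes between the main clusters found, so this says little about those.

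Alternatives set before the data were examined numbered 80, of which 77 were run, and 13 were added after seeing the data. The k-means with 3 groups, the shift of the early/late ratio and the settings of the mixture model replaced planned settings after seeing the data. The sorted comparison was made in 200 kb bins in place of 40 kb.

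Contact maps, contact distances, trans-chromosomal contacts and cell cycle order by contact distance were not analysed here. Genes were placed on bins only where a supplementary table gives a TSS, because no mm9 annotation was used here and builds were not converted. Embryonic stem cell data were not used here.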

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

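The test of the 5th percentile of early/late ratios and the choice of plates 10 and 17 for a closer look came only after the results were seen.

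Plate 11 lay far below the other plates in contacts per nucleus, with a median of 53540 against 81033 to 100977. Of 12 groups of plate values tested, this was the 1 with a plate past the critical value, and chance gives about 1 in 20 groups.

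The early/late coverage ratio was higher in pEry nuclei, and more of them were over the mid-S threshold. The number of contacts is argued against by the difference of medians, which was at least 0.276 in each of 3 equal parts of the nuclei by contacts. A larger number of pEry nuclei in S phase alone stays open, since the 5th percentile, higher by 0.206 (interval 0.161 to 0.263) in pEry and by 0.212 without the third conformation group, also rises when fewer nuclei lie outside S phase, and their number is unknown. With 0.206 taken off all pEry nuclei, 20.5% (16.1% to 25.6%) were over the threshold, an interval that overlaps the 15.4% (14.0% to 16.8%) of non-pEry nuclei. These intervals overlap only narrowly. The difference was 0.30 at the lower quartile and 0.33 (0.25 to 0.39) at the median, larger than the 0.206 taken off. A shift in all pEry nuclei and a difference in cycling between cell types therefore both stay open. Of sorted pEry nuclei 89.8% (82.9% to 94.6%) were over the threshold, which does not decide between them.

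Ectoderm loci and mesoderm loci differed in A-score between the ectoderm-linked and mesoderm-linked clusters. Progress in S phase as the whole cause is argued against by 205 pairs of nuclei matched on s-score, in which the correlation with Supplementary Data 2 was 0.916, and the number of contacts by 218 pairs matched on contacts, with 0.909. Plates as the whole cause are argued against by the gap between ectoderm and mesoderm loci, which was positive on 9 of 9 plates at 0.208 to 0.267. A difference between germ layers may underlie the pattern, as a hypothesis found and tested on the same nuclei, at loci that the study chose on them.

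Plates 10 and 17 had fewer mid-S nuclei, 8.32% (6.36% to 10.6%) against 20.2% (18.5% to 21.9%) on the others. The number of contacts is argued against by nuclei of 50000 to 75000 contacts, with 7.87% (3.84% to 14.0%) against 28.0% (24.4% to 31.7%). The third conformation group is argued against by the nuclei outside it, with 9.15% (7.00% to 11.7%) against 22.1% (20.4% to 24.0%). A shift in all nuclei of these plates is argued against by ratios aligned on the 5th percentile of each plate, with 8.61% (6.62% to 11.0%) against 19.0% (17.5% to 20.7%). The design gives no biological difference between plates, so none was tested, and other differences between plates stay open.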

How the results depend on the processing

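Alternatives were set before the data were examined, except for 13 added ones. Of the added ones, 6 stayed close to the main value, namely k-means with 4 and with 5 groups for the pEry share, windows from sorted nuclei for both counts of loci and the A-score correlation, and held-out chromosomes for the sorted correlation. The other 7 are marked as added, and 2 of these, k-means of 2 groups and lambda 40 with 1.8, are the settings first planned for the analysis itself. No paired analysis was possible because each assay is 1 pooled sample. For the same reason, leaving out replicates, DESeq2 and a replicate block were not run. Counted once for each gene or list of genes it was applied to, there were 134 alternatives over 34 results, of which 79 stayed within the interval or 1.5 times the count, 55 moved and 0 reversed a call. Of 78 alternatives of signed values, 77 kept the sign, and the exception was the S phase list in pEry-like cells, whose median of -0.13 has an interval that includes 0 and was 0.037 with globin UMIs left out. Of 29 alternatives for single genes, 9 left the counting interval and 29 kept the sign. Except where stated, the cause was not tested.

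The share of nuclei with the pEry conformation, 9.73%, was 82.7% with a Gaussian mixture of 2 components, whose group holds 266 of the 292 nuclei. Among added settings it was 17.5% with 3 components, which holds all 292, while k-means of 2 groups gave 13.1%, a different set that shares 26 nuclei with them. Median contacts were 81441 on autosomes, where fewer bins are summed. The difference in early/late ratio was 0.0445 among mid-S nuclei alone, which were chosen by that ratio. The mid-S share was 14.9% with the bins of highest and lowest pooled A-score and, among added settings, 0.100% without the shift and 38.6% at a threshold of 1.5.

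The share of bins over 0.3 was 5.72% with no minimum of contacts, 4.59% with 100, 4.11% in 200 kb bins, 5.84% with thinned contacts, 5.70% with sorted pEry in 200 kb bins and 5.09% with windows from sorted nuclei, which was added. In 200 kb bins 97 loci were higher in pEry and 42 lower, and with sorted pEry, also in 200 kb bins, 208 and 54. With a minimum of 100 contacts 179 were lower. The A-score correlation was 0.888 with no minimum, 0.914 with 100, 0.906 in 200 kb bins, 0.890 thinned and 0.889 with sorted pEry in 200 kb bins. The correlation of sorted and unsorted differences was 0.888 with no minimum, 0.949 with 100 and 0.907 with separate controls. The early-score correlation was 0.764 with no minimum, 0.795 with 100, 0.890 in 200 kb bins, 0.741 thinned, 0.665 with sorted pEry in 200 kb bins, 0.799 at a threshold of 1.5 and 0.833 against only the lowest ratios.

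The replication clusters depended strongly on the settings. Against 488 nuclei in both main clusters, 0 were placed with 2 clusters, 797 at a threshold of 1.5 with lambda 40 and, among added settings, 0 with 40 and 1.8 and 216 with lambda 10 and 1.8. The share of bins at 0.2 or more was 6.54% with no minimum, 0.575% with 100 contacts and 1.48% in 200 kb bins. The correlation with Supplementary Data 2 was 0.346 from a second start and 0.854 as Spearman's rho. It was also 0.0108 at a threshold of 1.5 with lambda 40, and 0.838 at 1.8 with lambda 10. Median UMIs were 4697 in cells with at least 2000. Genes with a 2-fold difference numbered 226 with a pseudocount of 1e-4. Depth limits the 40 kb comparison of the clusters, whose median bin held 64 contacts.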

Differences from the paper's values

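The threshold of 1.5 for mid-S nuclei, the reliability of early-scores and the values by kind of ectoderm were chosen after seeing the values.

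The paper's number of mid-S cells is 801, and 524 were found here. Among alternatives set before the data were examined, the bins of highest and lowest pooled A-score gave 447 and no thinning 528, and both differ from the paper's value by more than 1.5 times. A threshold of 1.5, chosen after seeing the values, gave 1159. All these counts are on a ratio shifted to a mode of 1, a step that was added after seeing the values and that the paper's formula does not have, and without it 3 nuclei were over 1.8.

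The paper's share of 40 kb bins at 0.2 or more between ectoderm and mesoderm clusters is 1%, and the share here was 5.01%, in clusters not expanded to additional S-phase cells as the paper's were. Of the alternatives set before the data were examined, 200 kb bins gave 1.48%, within 1.5 times the paper's value, while no minimum gave 6.54%, a minimum of 100 contacts 0.575% and held-out chromosomes 4.92%, which were not.

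The paper's numbers of loci are 256 for ectoderm and 236 for mesoderm, against 401 and 423 here at a difference of 0.1, where counting error alone gave 97 and 111. The counts here come from 222 and 266 nuclei, and the paper's from clusters expanded to additional S-phase cells. The paper's text does not state its threshold, and no alternative was set for these counts.

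The paper's number of genes with at least a 2-fold difference is 826, and 1607 were found here. The mean in place of the maximum gave 1087, within 1.5 times the paper's value, while all metacells gave 1727 and a pseudocount of 1e-4 gave 226, which were not. The paper's text does not name the metacells it used.

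The paper states that replication time is kept more than A-scores between pEry and other cells. Here r was 0.808 for early-scores and 0.897 for A-scores in 40 kb bins, and 0.890 and 0.906 in 200 kb bins. With correlations between 2 random parts of each group stepped up to whole groups by the Spearman-Brown formula, r divided by the root of the product of the reliabilities was 0.923 for early-scores and 0.906 for A-scores, an order that goes with the statement and rests on that correction.

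The paper states that Tbx3 and Tbx5 are nearly silent in ectoderm. Tbx3 held 0.821 UMIs per 10000 in surface ectoderm-like and 0.612 in neural crest-like cells, against 1.10 in lateral plate, limb and pharyngeal mesoderm-like cells. Neural ectoderm-like cells with 0.0366 of Tbx3, and Tbx5 with a log2 ratio of -5.74, go with the statement. Ratios of maxima over 3 metacells on each side were -3.99 for Tbx3 and -2.41 for Tbx5. They depend on which metacells were picked and cannot stand for all kinds of ectoderm. With metacell means weighted equally, the ratios were -0.819 for Tbx3 and -5.30 for Tbx5.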

Other observations

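The check that took names off groups of cells, the third conformation group and the comparison of the gene column of Supplementary Data 2 were chosen after the results were seen.

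As lists, genes of the cell cycle did not differ detectably between pEry-like and other cells. The median log2 ratio was -0.13 (interval -0.46 to 0.03, percentile 78.2) for S phase genes, of which 4 of 15 were higher, or 8 with globin UMIs left out of the totals. For G2/M genes it was -0.39 (-0.81 to 0.12, percentile 39.2) with 5 of 14 higher. Polycomb subunits were at -0.78 (-1.61 to -0.11, percentile 41.2) with 2 of 12 higher, and at -0.61 (-1.44 to 0.06), an interval that includes 0, with globin UMIs left out. In ectoderm-like against mesoderm-like cells, S phase genes were at 0.23 (0.12 to 0.32, percentile 99.9) with 12 of 15 higher, G2/M genes at 0.15 (0.06 to 0.33, percentile 95.0) with 13 of 14 higher, Polycomb subunits at 0.18 (-0.18 to 0.42) and chromatin genes at 0.07 (-0.03 to 0.12).

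Markers of other cell types were low in pEry-like cells. Endothelium was nearest, at -2.29 (-4.03 to -0.47, percentile 2.62). With genes at 0 UMIs set to a floor of 3 counts over the group, the medians were -2.94 for cardiomyocyte, -2.94 for neural crest, -3.20 for paraxial mesoderm, -3.24 for endoderm, -3.50 for node and tail bud, -3.55 for neural ectoderm, -3.84 for lateral plate mesoderm, -3.89 for extraembryonic mesoderm, -4.15 for surface ectoderm and -3.61 for genes the paper names. The pEry markers, which name the group, were at 8.45. Macrophage, megakaryocyte and pluripotency markers had fewer than 3 genes with enough UMIs.

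Between ectoderm-like and mesoderm-like cells, markers of neural ectoderm were at 4.05 (interval 3.51 to 4.31), while those of lateral plate mesoderm were at -1.57 (-5.10 to -0.96), extraembryonic mesoderm at -4.23 (-5.10 to -0.26), cardiomyocyte at -4.25 (-5.12 to -3.91) and endothelium at -4.57 (-5.22 to -2.11). The interval includes 0 for neural crest at 2.98 (-0.64 to 4.18), surface ectoderm at 2.62 (-1.23 to 4.18), endoderm at 3.01 (-5.15 to 4.18), paraxial mesoderm at -3.81 (-5.68 to 1.28) and node and tail bud at 0.12 (-0.68 to 4.34). Most of these markers also named the groups. Globins were at 0.00, heme enzymes at -0.03, membrane genes at 0.12, erythroid transcription factors at -2.59 with 2 of 5 higher, and genes the paper names at -0.26.

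The third conformation group held 269 nuclei, 5 of them placed with pEry by the midpoint, and 0% were over the mid-S threshold. Its median early/late ratio was 1.00. It had 15.4 A and B contacts per 100 fragment ends, against 14.4 in the pEry group and 8.58 in the remaining nuclei. Whether this group is a phase of the cell cycle or a kind of cell was not tested. Against the remaining non-pEry nuclei, 3.92% of 40 kb bins differed by more than 0.3 in A-score, and 245 loci were higher and 232 lower by at least 0.35. Sorted pEry had a median ratio of 2.31, and 89.8% (82.9% to 94.6%) were over the threshold. The paper's legend of Supplementary Fig. 5 states that sorted pEry fall in G1 by its default phasing.

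Of 37 gene entries of Supplementary Data 2 whose TSS another supplementary table gives, 1 lies within 200 kb of its interval, and 33 lie on the chromosome of the interval, 32 of them downstream by 0.485 to 36.3 Mb. That column was therefore not used to place genes.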
